# Transcriptional Profiling in Experimental Visceral Leishmaniasis Reveals a Broad Splenic Inflammatory Environment that Conditions Macrophages toward a Disease-Promoting Phenotype

**DOI:** 10.1371/journal.ppat.1006165

**Published:** 2017-01-31

**Authors:** Fanping Kong, Omar A. Saldarriaga, Heidi Spratt, E. Yaneth Osorio, Bruno L. Travi, Bruce A. Luxon, Peter C. Melby

## Abstract

Visceral Leishmaniasis (VL), caused by the intracellular protozoan *Leishmania donovani*, is characterized by relentlessly increasing visceral parasite replication, cachexia, massive splenomegaly, pancytopenia and ultimately death. Progressive disease is considered to be due to impaired effector T cell function and/or failure of macrophages to be activated to kill the intracellular parasite. In previous studies, we used the Syrian hamster (*Mesocricetus auratus*) as a model because it mimics the progressive nature of active human VL. We demonstrated previously that mixed expression of macrophage-activating (IFN-γ) and regulatory (IL-4, IL-10, IL-21) cytokines, parasite-induced expression of macrophage arginase 1 (Arg1), and decreased production of nitric oxide are key immunopathologic factors. Here we examined global changes in gene expression to define the splenic environment and phenotype of splenic macrophages during progressive VL. We used RNA sequencing coupled with *de novo* transcriptome assembly, because the Syrian hamster does not have a fully sequenced and annotated reference genome. Differentially expressed transcripts identified a highly inflammatory spleen environment with abundant expression of type I and type II interferon response genes. However, high IFN-γ expression was ineffective in directing exclusive M1 macrophage polarization, suppressing M2-associated gene expression, and restraining parasite replication and disease. While many IFN-inducible transcripts were upregulated in the infected spleen, fewer were induced in splenic macrophages in VL. Paradoxically, IFN-γ enhanced parasite growth and induced the counter-regulatory molecules Arg1, Ido1 and Irg1 in splenic macrophages. This was mediated, at least in part, through IFN-γ-induced activation of STAT3 and expression of IL-10, which suggests that splenic macrophages in VL are conditioned to respond to macrophage activation signals with a counter-regulatory response that is ineffective and even disease-promoting. Accordingly, inhibition of STAT3 activation led to a reduced parasite load in infected macrophages. Thus, the STAT3 pathway offers a rational target for adjunctive host-directed therapy to interrupt the pathogenesis of VL.

## Author Summary

Visceral leishmaniasis (VL) is a neglected parasitic disease that is caused by the intracellular protozoan *Leishmania donovani*. Patients with this disease suffer from muscle wasting, enlargement of the spleen, reduced blood counts and ultimately will die without treatment. Progressive disease is considered to be due to impaired cellular immunity, with T cell or macrophage dysfunction, or both. We studied the Syrian hamster as an infection model because it mimics the progressive nature of human disease. We examined global changes in gene expression in the spleen and splenic macrophages during experimental VL and identified a highly inflammatory spleen environment with abundant expression of interferon and interferon-response genes that would be expected to control the infection. However, the high level of IFN-γ expression was ineffective in mediating a protective macrophage response, restraining parasite replication and halting progression of disease. We found that IFN-γ itself stimulated parasite growth in splenic macrophages and induced expression of counter-regulatory molecules, which may paradoxically make the host more susceptible. These data give insights into the nature of the immune response that promotes the infection, and identifies potential targets for therapeutic intervention.

## Introduction

Visceral leishmaniasis (VL), caused by the intracellular protozoa *Leishmania donovani* and *L*. *infantum* (syn *L*. *chagasi*), affects nearly a half-million people each year [1]. It occurs in tropical and subtropical regions of the world and is commonly associated with poverty. Infection is initiated when parasites are deposited in the skin by the sand fly vector. In most infected people, the infection is controlled by a type 1 cellular immune response and there are no signs of disease. However, some infected individuals develop a chronic progressive illness characterized by fever, splenomegaly, cachexia, pancytopenia and a relentlessly increasing parasite burden in the spleen, liver and bone marrow. Susceptibility is associated with decreased antigen-induced IFN-γ and IL-12 responses in peripheral blood mononuclear cells [2,3], CD8 T cell exhaustion [4], reduced T cell-mediated macrophage activation and parasite killing [5], and increased IL-10 production [6–8]. In contrast to the *in vitro* finding of decreased antigen-induced IFN-γ, there is a high level of plasma and splenic IFN-γ production [6,9–11] and evidence of antigen-induced IFN-γ production in *ex vivo* whole blood assays [12] in patients with VL. The disconnect between what should be a protective IFN-γ response and the relentless parasite replication and disease progression in VL remains an enigma. *In vitro* models of *L*. *donovani* infection identified several pathways of impaired macrophage function [13], but macrophage function *in vivo* has not been investigated.

*L*. *donovani* infection of Syrian hamsters (*Mesocricetus auratus*) leads to disease that mimics the clinicopathological features of active human VL [14]. We have studied this model to better understand the immunopathogenic mechanisms that lead to progressive VL. We demonstrated that in the spleen of hamster with VL, like in human disease, there is strong expression of IFN-γ that inexplicably does not protect against the relentlessly increasing parasite burden [15,16]. This suggested that splenic macrophages did not effectively respond to classic macrophage activating signals, or responded in a way that was not protective. Indeed, expression of macrophage nitric oxide synthase (NOS2 or iNOS), the primary anti-leishmanial effector mechanism in mice [17], was impaired in macrophages in hamster VL [16,18]. We found evidence for several mechanisms that could account for this, including polarization of macrophages toward an M2-like phenotype with STAT6-dependent dominant arginase expression [19,20], and simultaneous expression of the macrophage suppressive cytokines IL-4 and IL-10 [15,19,21].

To better understand the immunopathogenesis of this disease and macrophage function in the infected tissue environment, we determined global gene expression in infected spleens and splenic macrophages. We used RNA sequencing (RNA-Seq) with *de novo* transcriptome assembly because the hamster genome has not been fully sequenced and/or annotated. Other groups have used this approach to enable transcriptional profiling in non-model organisms [22–26]. RNA-Seq permits cost-effective, simultaneous sequencing at unprecedented scale and speed to quantitatively characterize gene transcription [27]. Analysis of the transcriptional profile in the *L*. *donovani* infected hamster spleen revealed a strikingly proinflammatory environment. There was a remarkable breadth and magnitude of upregulated transcripts related to interferon signaling in the spleen. However, splenic macrophages isolated from hamsters with VL showed fewer differentially expressed transcripts, expressed fewer IFN-response genes, and had a transcriptional profile indicative of a mixed M1- and M2-like activation phenotype. In fact, IFN-γ paradoxically enhanced parasite growth and induced the counter-regulatory molecules Arg1, Ido1 and Irg1 in splenic macrophages. This was mediated, at least in part, through IFN-γ-induced STAT3 activation and expression of IL-10, which suggests that splenic macrophages in VL are conditioned by the chronic inflammatory environment to respond to macrophage activation signals with an exuberant counter-regulatory response that contributes to the progressive infection. The STAT3 pathway offers a rational target for adjunctive host-directed therapy to interrupt the pathogenesis of VL.

## Results and Discussion

### *de novo* assembly of the hamster transcriptome

We evaluated global gene expression in spleen tissue and splenic macrophages in the Syrian (Golden) hamster (*Mesocricetus auratus)* model of progressive VL. *de novo* assembly of a transcriptome was necessary because sequences derived from Chinese Hamster Ovary cells (from its near relative *Crisetulus griseus*) [28], and a draft genome of *Mesocricetus auratus* via genome shotgun sequencing (https://www.ncbi.nlm.nih.gov/bioproject/77669), were incompletely sequenced and/or annotated. 

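RNA from whole spleens of 4 infected and 4 uninfected outbred Syrian hamsters was sequenced 28 days after the infected animals had received 1000000 promastigotes. The libraries were paired-end TruSeq libraries of poly-A RNA. The authors aligned the reads with Bowtie2 to the transcripts they had assembled and deposited eXpress effective counts, which are estimated counts that need not be whole, for 131021 transcripts named by BLAST matches to mouse and rat sequences. The transcripts carry a number and no chromosome position. Gene names were deposited only for the transcripts past the authors' count filter. The library totals, in units of 1000000 counts, were 11.44 to 15.61 in infected spleens (median 12.92) and 3.92 to 15.32 in uninfected spleens (median 9.92). The counts were rounded to whole numbers and normalized by TMM. Transcripts with at least 1 count per 1000000 counts of the library (CPM) in at least 3 of the 4 libraries of a group were kept, which left 35162 transcripts. Infected and uninfected spleens were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a transcript past a false discovery rate of 0.01 is called higher or lower. A gene is represented by its leading transcript, the one under its symbol with the highest BLAST score, and it is stated where the best match of that transcript is another gene. A gene named only for the size of its change is represented by its transcript with the largest change, which need not be the leading one. Counts scaled to a library total of 1000000 (CPM) are given as mean ± SD of 4 libraries and log2 fold changes ± their standard error. Folds against a group without counts are lower bounds that set 3 counts over the group, and those against a group with 1 to 3 counts carry a 95% counting interval. Both cover counting error only. The gene lists were fixed before the data were examined, apart from those of the study's own text and tables.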

To avoid using low quality and artificial sequences, we first performed a quality control analysis of the raw RNA sequencing data. Phred score medians at all bases were ≥30 (i.e., error rate ≤ 0.001) and the majority of the reads had average phred score >37 (S1A and S1B Fig). CG content per read was similar to the theoretical distribution (S1C Fig) and per base N content at each position was <5% (S1D Fig). Control and infected samples generated high quality sequencing reads with a low frequency of sequence artifacts and low quality reads (less than 2%), which were filtered out. We further removed reads that mapped to the *Leishmania donovani* genome (NCBI BioProject PRJEA61817) [29] and assembled a high quality *de novo* transcriptome using Trinity software. Trinity has been proven effective in generating high quality *de novo* transcriptomes with low base-error rates and acceptable accuracy of RNA-Seq reads from non-model organisms [23]. A summary of the workflow is shown in Fig 1A. Trinity produced 187,847 transcripts ranging from 201 to 23,840 nucleotides in length. To validate the assembled results, we compared each transcript against the CHO RefSeq genome (GenBank Assembly ID GCF_000223135.1) by Basic Local Alignment Search Tool (BLAST), which can be exploited to assign a gene ID by identifying homologues in close species [30]. Using the hit with the lowest E-value and the largest alignment score, the largest reported E-value was 1e-5 and 78% of the hits had an E-value equal to 0 (Fig 1B). The majority of the hits returned alignment scores >400 (Fig 1C). These data indicated that the Syrian hamster *de novo* assembled transcriptome was highly homologous to sequences in the CHO-K1 genome, but that it contained more transcript sequences than what is represented or annotated in the CHO RefSeq genome.

**Fig 1:**
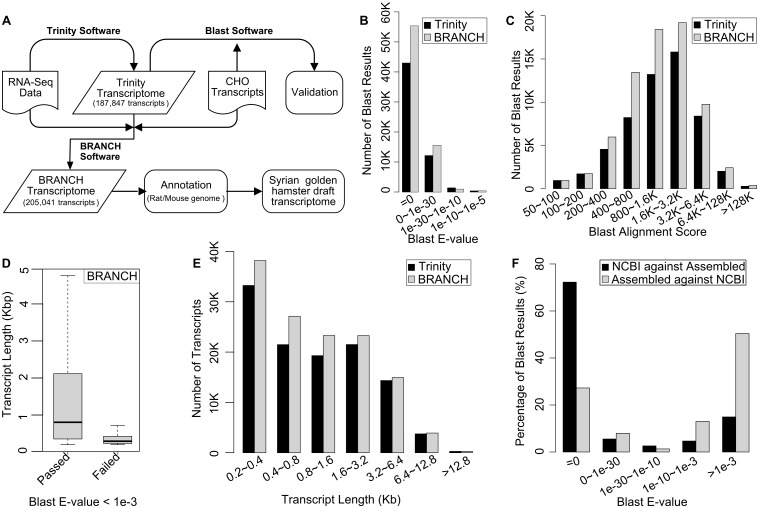
Generation of a Syrian hamster *de novo* assembled transcriptome. **(A)** Summary of the RNA sequencing and transcriptome assembly workflow. **(B)** E-value of BLAST results of transcripts generated by the Trinity and BRANCH software. **(C)** Distribution of BLAST alignment scores generated by the Trinity and BRANCH software. **(D)** Lengths of transcripts generated by BRANCH that passed or failed a BLAST E-value threshold of <1e-3. **(E)** Distribution of number of transcripts generated by the Trinity and BRANCH software according to length of transcript. **(F)** Percent BLAST alignment of the assembled transcriptome with the published NCBI *Mesocricetus auratus* genome, and conversely, the percent BLAST alignment of the NCBI genome with our *de novo* assembled transcriptome.

We used the BRANCH software to expand the Trinity transcriptome into a more complete transcriptome [22]. With BRANCH, 205,041 transcripts ranging from 201 to 23,840 nucleotides in length were obtained. 64% (131,021) of the BRANCH transcripts had a BLAST E-value <1e-3 when compared to the rat and mouse genomes. The transcripts that passed the E-value cutoff were typically longer and thus more informative than those that failed (Fig 1D). After application of the <1e-3 cutoff to the assembled transcripts, BRANCH produced more transcripts compared to Trinity (Fig 1E). These data indicated that BRANCH improved the Trinity assembly, so we pooled the BRANCH transcripts with an E-value <1e-3 to generate a draft reference transcriptome. Using the alignment software Bowtie2 (v2.1.0), the alignment of the RNA-Seq data to this draft transcriptome had a 92.76 ± 0.68% alignment rate, which was considerably higher than the 58.46 ± 1.38% and 37.77 ± 1.25% obtained when the sequences were aligned to the incomplete NCBI *Mesocricetus auratus* genome (NCBI BioProject PRJNA210213) and CHO RefSeq transcripts. Additionally, we compared our assembled transcriptome with the NCBI *Mesocricetus auratus* genome and found >70% of NCBI transcripts could be found in our *de novo* assembled transcriptome, while <30% of our assembled transcripts were represented (or annotated) in the NCBI genome (Fig 1F). Collectively, these data indicate that the *de novo* assembled and annotated transcriptome is to date the most complete compilation of hamster transcripts available.

### Spleen adherent cells have markers of macrophages

Consistent with our previous observations [31], we determined that during the course of experimental VL, there is expansion of splenic macrophages (Fig 2A). We demonstrated previously that this population is parasite-permissive and disease-promoting [16,19,20]. Therefore, their transcriptional profile, in the context of the diseased spleen, was of considerable interest. 

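Splenic macrophages from 4 infected hamsters, 28 days after infection, and from 4 uninfected hamsters were separated from the other spleen cells by adherence for 4 h and washing before their RNA was sequenced. They were collected and sequenced as a separate experiment with uninfected animals of its own, so that sample type and batch coincide in every level set beside that of spleen tissue. The library totals, in units of 1000000 counts, were 4.71 to 27.13 in infected macrophages (median 9.57) and 9.4 to 35.99 in uninfected macrophages (median 21.49). The deposited estimated counts were made and treated as those of the spleen, and 33257 transcripts passed the same filter. Whether a response to infection differed between macrophages and spleen was tested as the interaction of infection and sample type over all 16 libraries, in which a batch shift common to both groups of an experiment cancels. That fit held 42179 transcripts.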

Antibodies for purification of hamster macrophages are not available, so we used adherence to isolate this population from whole spleen cells from control and infected hamsters. Heavily infected macrophages are less-adherent so may have been underrepresented in the purified population. The purity of this population was demonstrated by their typical macrophage morphology and intracellular expression of the macrophage marker CD68 (Fig 2B). 

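Transcripts of the monocyte and macrophage lineage were more abundant in adherent cells than in whole spleen, and those of lymphocytes, dendritic cells and neutrophils were less abundant. Among the 13 monocyte and macrophage markers of S1 Table, 10 were higher in adherent cells and 0 lower by edgeR's quasi-likelihood test over all 16 libraries with infection as a term (11 higher and 1 lower when adjusted over the list alone). They included MMP12, the macrophage elastase (log2 fold change 4.97 ± 0.08, adjusted p = 3.38e-16), LGALS3, which encodes the lectin galectin-3 (log2 fold change 3.02 ± 0.24, adjusted p = 1.4e-08), and CD68, a glycoprotein of macrophage lysosomes (log2 fold change 2.44 ± 0.14, adjusted p = 3.38e-10). CD163, the scavenger receptor for hemoglobin (log2 fold change 1.41 ± 0.54, adjusted p = 0.0298), SLC11A1, a metal transporter of the phagosome (log2 fold change 0.7 ± 0.22, adjusted p = 0.0113), and CSF1R, the receptor for M-CSF (log2 fold change -0.35 ± 0.12, adjusted p = 0.0144), did not pass the test. The best match of the CSF1R transcript is HMGXB3. The transcript whose own best match is CSF1R was 7.7-fold higher by mean CPM in uninfected macrophages than in uninfected spleens. This comparison was chosen after seeing the values. The level of that transcript is low: S1 Table gives it a mean under 1 CPM in spleen and a p above 0.05. MPEG1 is among the 10 higher markers by its leading transcript, while another transcript under its symbol holds the lower level in macrophages of S1 Table (ratio -2.21). All 13 lymphocyte, 5 dendritic cell and 4 neutrophil markers were lower in adherent cells, with the same counts when adjusted over the list alone and median log2 fold changes of -4.06, -2.13 and -4.64. The study compiled these markers with references to the literature. CD163 passed the threshold as higher with DESeq2's Wald test, and SLC11A1 as higher with uninfected samples only, DESeq2's Wald test, DESeq2 size factors and counts summed per gene symbol. The leading CSF1R transcript passed it as lower with infected samples only, DESeq2's Wald test, DESeq2 size factors and library totals as the scaling.

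**Figure D1:**
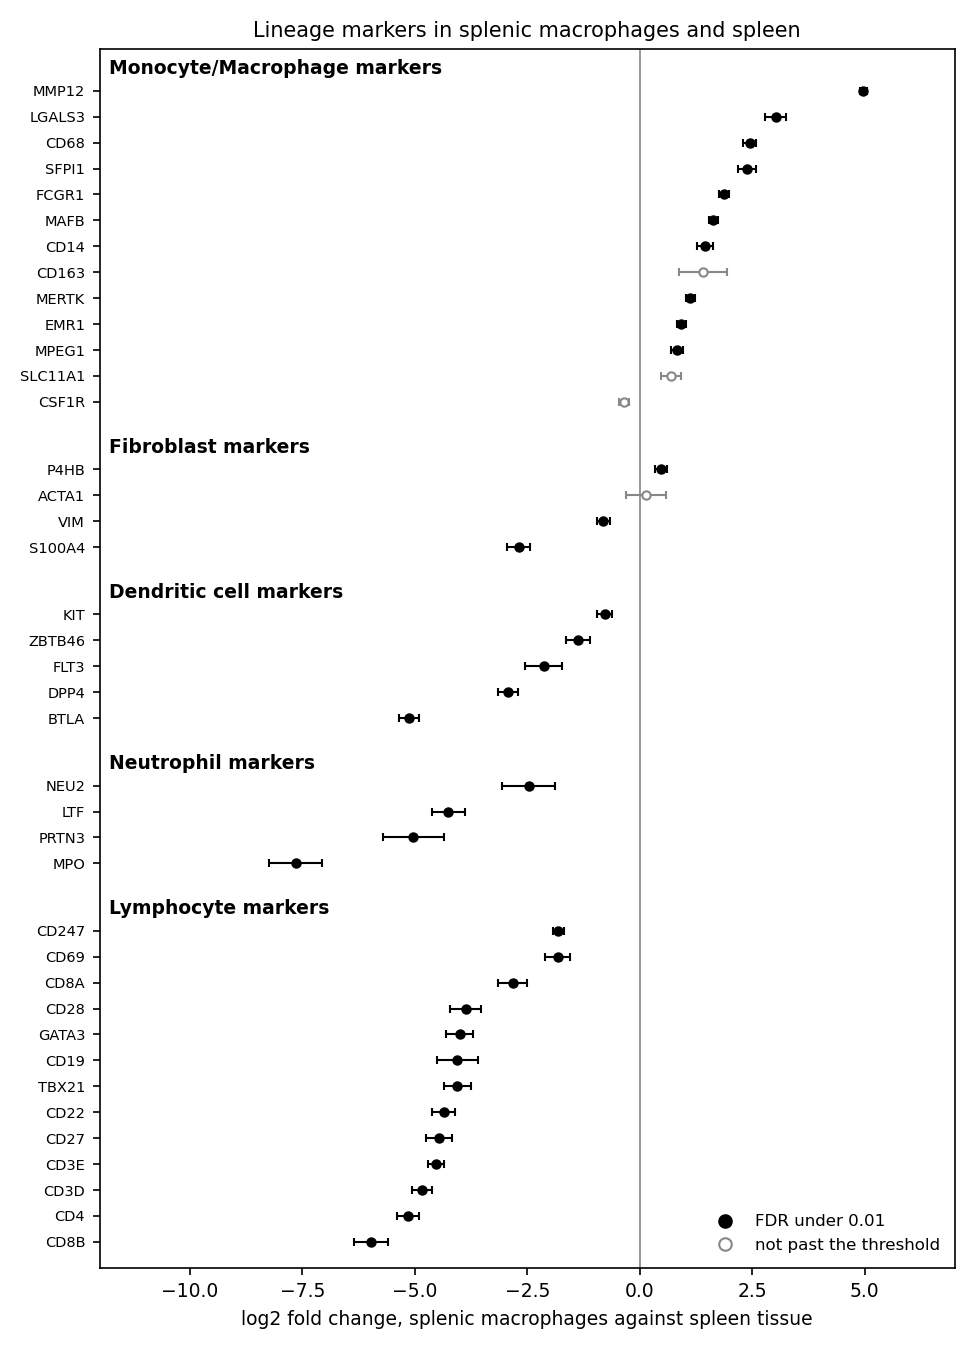
Log2 fold change of each lineage marker of S1 Table in splenic macrophages against spleen tissue, grouped by lineage. Points give the value, bars its standard error over 16 libraries, and filled points pass a false discovery rate of 0.01. The lymphocyte markers lie around a median of -4.06 and the monocyte and macrophage markers around a median of 1.45.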

The enrichment of transcripts characteristic of the macrophage lineage, and the absolute or relative absence of transcripts specific to other cell lineages (Fig 2C and S1 Table) confirmed the purity of the isolated macrophages. Note that the transcription factor SPI1 (PU.1), which is involved in the differentiation of macrophages, was also highly enriched in the splenic macrophage population. 

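The transcript of SPI1, listed under the symbol SFPI1 in the files, was 5.2-fold more abundant in macrophages than in spleen tissue (2.38 ± 0.2, adjusted p = 3.21e-08 on the log2 scale from edgeR's quasi-likelihood test). It stood at 394 ± 131 CPM in infected and 562 ± 50.4 in uninfected macrophages, and at 128 ± 5.91 CPM in infected and 92.3 ± 7.72 in uninfected spleens (n = 4 each).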

The enrichment of the fibroblast markers P4HB in the adherent spleen cells is most likely the consequence of expression by inflammatory macrophages [32,33], but we cannot exclude the possible contamination with a small number of fibroblasts. Collectively, these data indicate that the adherent spleen cell population was highly enriched for splenic macrophages.

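P4HB, the beta subunit of prolyl 4-hydroxylase and a protein disulfide isomerase, was 1.38-fold higher in macrophages than in spleen (log2 fold change 0.47 ± 0.14, adjusted p = 0.00819 from edgeR's quasi-likelihood test). Other fibroblast markers of S1 Table lay the other way or did not differ past the threshold. S100A4, a calcium-binding protein, had a log2 fold change of -2.69 ± 0.26, adjusted p = 1.33e-07, the intermediate filament VIM one of -0.81 ± 0.15, adjusted p = 0.000184, and the actin ACTA1 one of 0.14 ± 0.45, adjusted p = 0.792. Of 15 genes of fibroblasts and stromal cells listed beforehand, 12 were lower in macrophages and 1 was higher (12 and 1 when adjusted over the list alone), with a median log2 fold change of -2.94. They included the collagen COL1A2 (-2.94 ± 0.14, adjusted p = 3.29e-11) and PDGFRB, the platelet-derived growth factor receptor of pericytes and fibroblasts (-3.53 ± 0.21, adjusted p = 3.26e-10). The call for P4HB ended without infected spleen replicate 1 or 4 or uninfected spleen replicate 1, 2, 3 or 4 or infected splenic macrophages replicate 1 or 4 or uninfected splenic macrophages replicate 1, 2, 3 or 4 (adjusted p 0.0101 to 0.0237) and with infected samples only, library totals as the scaling and the replicate number as a block, and that for VIM with infected samples only.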

**Fig 2:**
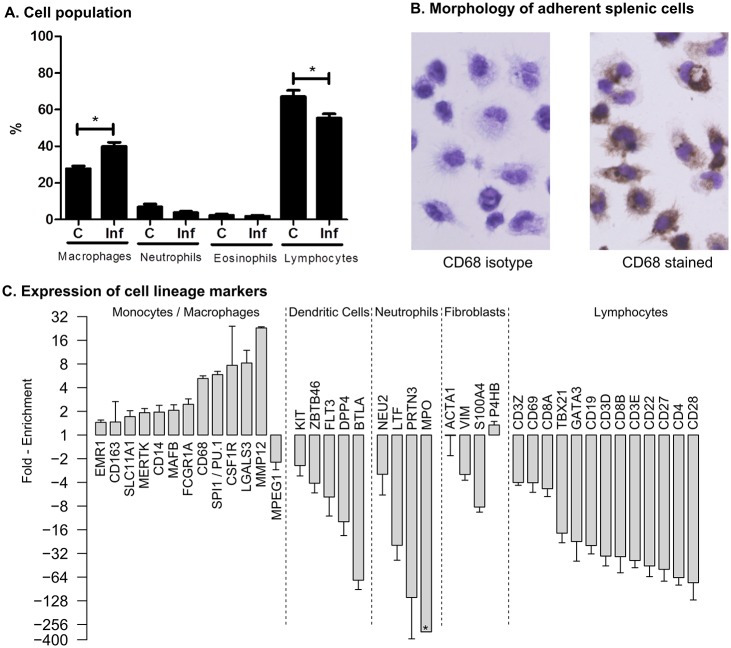
Characterization of a highly enriched macrophage population from the hamster spleen. **(A)** Percent of macrophages, neutrophils, eosinophils and lymphocytes determined by microscopy of Hematoxylin and Eosin stained cytospin preparations of spleen cells from uninfected control (C) and 28-day *L*. *donovani* infected (Inf) hamsters (n = 4 per group). *p<0.05 **(B)** Immunostaining of the enriched splenic macrophage population for intracellular CD68. An isotype-matched antibody was used as a control, and cells were counterstained with Mayer’s hematoxylline. **(C)** Expression of specific cell lineage markers in the enriched splenic macrophage population. Data are shown as the fold-enrichment of sequence counts in the splenic macrophages relative to the total spleen tissue.

### Differential gene expression in *L*. *donovani* infected spleens and splenic macrophages

The *de novo* assembled annotated transcriptome was used as a draft reference genome for differential gene expression analysis. Multidimensional Scaling (Principal Component Analysis) plots revealed that infected and uninfected samples were appropriately clustered in both spleen and splenic macrophage samples. However, the first dimensional coordinate separated spleen tissue but not splenic macrophage samples (S2A and S2B Fig), which suggests a greater effect of *Leishmania* infection in the whole spleen samples than in the macrophage population. 

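Along the first dimension of multidimensional scaling, computed from the 500 transcripts with the largest differences, infected spleens lay apart from uninfected spleens, and infected macrophages did not lie apart from uninfected macrophages. The coordinates were -1.724, -1.968, -1.898 and -1.54 for infected replicates 1 to 4 and 1.799, 2.081, 1.674 and 1.575 for uninfected spleens, and the dimension held 29.9% of the variance (exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). In macrophages they were -0.476, 4.318, 1.298 and -1.148 for infected and -1.465, 0.438, -1.447 and -1.518 for uninfected libraries, with 31.1% of the variance (exact permutation test, p = 0.1714). Without uninfected replicate 2 the macrophage groups did not overlap on this dimension (exact permutation test, p = 0.1714). Infected macrophage replicate 2 was the library farthest from the others.

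**Figure D2:**
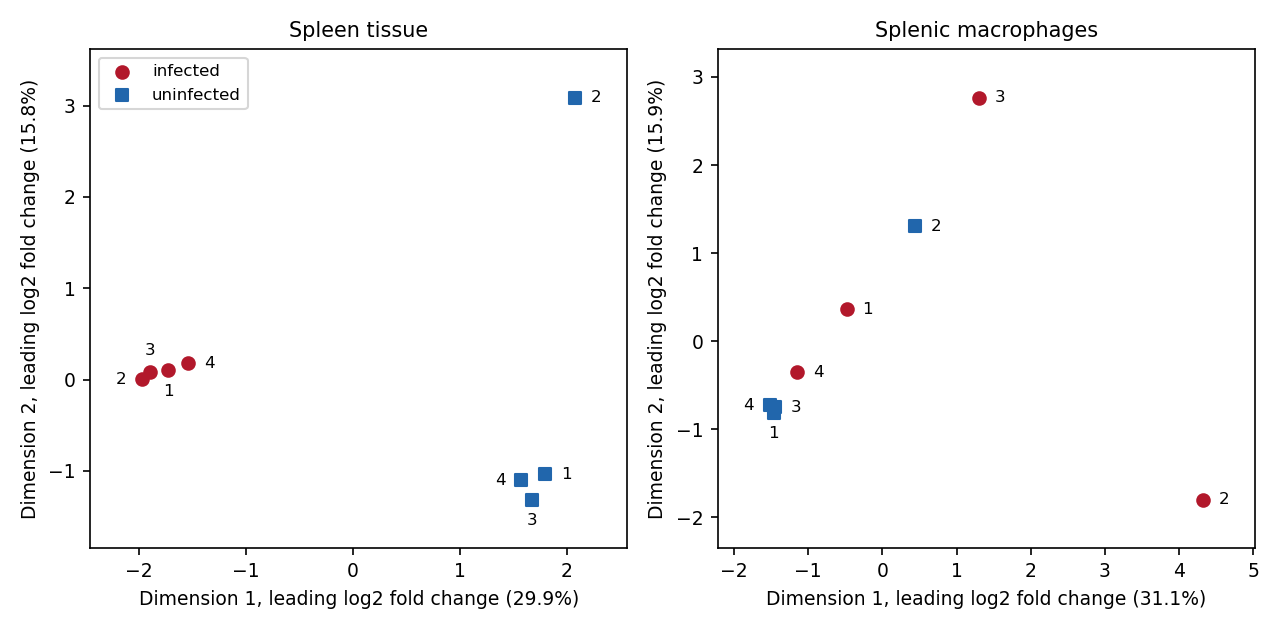
Multidimensional scaling of spleen libraries (left) and macrophage libraries (right). Both axes are in leading log2 fold change with the share of variance in percent, circles are infected and squares uninfected libraries, and numbers are replicates. Infected macrophage replicate 2 lies at 4.318 on the first dimension.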

We performed differential expression analysis, using two R BioConductor packages EdgeR and DESeq2 [34–36], between uninfected controls and *Leishmania* infected whole spleen and purified splenic macrophages (both from 28-day infected hamsters). We chose this time point because at this time in the course of infection there is dramatic increase in spleen size, parasite burden and change of splenic macrophages to a more permissive phenotype [20,21,37]. We considered a transcript to have significant differential expression when it was detected by each of the 3 different approaches (see methods). At a False Discovery Rate (FDR) cutoff <0.01 we identified 4,360 differentially expressed transcripts in the spleen samples, which included 2,340 (53.7%) up-regulated and 2,020 (46.3%) down-regulated genes (Fig 3A). 

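The largest rises in infected spleen included those of interferon-induced genes, a bone matrix protein and a gap junction protein. IBSP, a bone matrix protein, rose 375-fold, GJB2, which encodes the gap junction protein connexin 26, 475-fold, and BBS1, a component of the primary cilium, 343-fold. H2-M2, a class I molecule (ratio 752, 95% counting interval 135 to 29723), and ZC3HAV1L, related to a zinc-finger antiviral protein (ratio 407, 95% counting interval 72.7 to 16102), were near the detection limit in uninfected spleen. Transcript 157206 of GBP1, an interferon-induced guanylate-binding protein, was at least 244-fold higher, ENPP6, a choline phosphodiesterase, at least 160-fold, and RBM47, an RNA-binding protein, at least 151-fold. IDO1 and IRG1 belong to the same group. The largest falls were those of MTSS1L, an actin regulator (161-fold), PTGS1, cyclooxygenase 1 (137-fold), DCUN1D5, which acts in cullin neddylation (63.2-fold), GIT1, a regulator of ARF GTPases (35.4-fold), ELOVL1, a fatty acid elongase (24.4-fold), ROBO2, a Slit receptor (20.5-fold), RETNLG, a resistin-like protein of granulocytes (19.1-fold), the transcription factor ETS2 (18.2-fold), transcript 194571 of the scavenger receptor CD36 (13-fold) and PRKACB, a catalytic subunit of protein kinase A (12.3-fold). These 18 genes are those with the largest changes among transcripts that separated all infected from all uninfected spleens at a mean of at least 5 CPM, and their adjusted p ranged from 3.35e-08 to 0.00919 in edgeR's quasi-likelihood test. Each is given by its transcript with the largest change, which need not stand for the whole gene. In all, 3534 of 35162 transcripts (10.1%) passed the threshold, 1851 higher (52.4%) and 1683 lower (47.6%). With library totals in place of TMM, 1514 of 3784 called transcripts were higher (40.0%). The total was 2123 without infected replicate 2, 2101 without infected replicate 3, and 2262 without uninfected replicate 1. The call for GIT1 ended without infected replicate 3 or uninfected replicate 1 (adjusted p 0.01 to 0.0111) and with counts summed per gene symbol, that for PRKACB without infected replicate 2, 3 or 4 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0156 to 0.0275) and with limma-voom and counts summed per gene symbol, those for IBSP, GJB2 and MTSS1L with limma-voom, and that for DCUN1D5 with counts summed per gene symbol. For IBSP without uninfected replicate 1 (9.14), GIT1 without infected replicate 2 (-6.67), RETNLG without infected replicate 4 (-4.94), and PRKACB without infected replicate 1 (-4.97) the fold moved by more than 1.5 times, to the log2 value in parentheses, and the fitted fold moved as far for H2-M2 without uninfected replicate 4, ZC3HAV1L without uninfected replicate 1, MTSS1L without infected replicate 1, and PTGS1 without infected replicate 2, where a group is left with 0 to 3 counts and no value is given, and the direction turned for ENPP6 with counts summed per gene symbol (-0.02).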

At the FDR <0.01 cutoff, splenic macrophages had substantially fewer differentially expressed transcripts (n = 692), which included 449 (64.9%) that were up-regulated and 243 (35.1%) that were down-regulated (Fig 3B). 

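In infected macrophages the largest rises were those of an inducible cytochrome, a keratin, interferon-induced genes and the chemokine CCL8, and the falls were smaller. CYP1B1, a cytochrome P450 of xenobiotic and steroid metabolism, had no count in uninfected macrophages and was at least 425-fold higher. KRT6A, an epithelial keratin, rose 48.9-fold, GJB2 41-fold, BBS1 35.1-fold, APOL6, an apolipoprotein L 28.9-fold, UBD, the ubiquitin-like protein FAT10, 18.4-fold, DNAJA4, a co-chaperone, 17.6-fold, and transcript 137092 of IRG1 17.2-fold. IDO1 and CCL8 complete the 10 largest rises. CHRNA6, a nicotinic receptor subunit, was 8.33-fold lower, KCTD14 4.05-fold, STAM2, of the endosomal sorting machinery, 4-fold, the receptor NOTCH3 3.95-fold, the inhibitory receptor PILRA 3.94-fold, the integrin ITGB5 3.86-fold, the tetraspanin TSPAN15 3.7-fold, SH3PXD2A, a scaffold of podosomes, 3.3-fold, TMEM151A 3.23-fold and MICALL2 3.22-fold. Adjusted p for these 18 ranged from 0.000274 to 0.00952 in edgeR's quasi-likelihood test, at the same conditions on separation and mean level as in spleen. Each gene is again given by its transcript with the largest change. The threshold was passed by 284 of 33257 transcripts (0.9%), 213 higher (75.0%) and 71 lower (25.0%). The number was 313 without infected replicate 2, the library farthest from the others, and 42 to 140 without any other 1 library. The calls for CYP1B1, KRT6A, BBS1, APOL6, IRG1 transcript 137092, CHRNA6, KCTD14, STAM2, NOTCH3, PILRA, ITGB5, TSPAN15, SH3PXD2A, TMEM151A and MICALL2 ended without 1 or more of infected replicate 1, 2, 3 and 4 and uninfected replicate 1, 2, 3 and 4 (adjusted p 0.0102 to 0.0417), those for CYP1B1 and KRT6A with limma-voom and the replicate number as a block, those for APOL6, IRG1 transcript 137092, KCTD14, NOTCH3, PILRA, ITGB5, TSPAN15, SH3PXD2A and TMEM151A with the replicate number as a block, that for CHRNA6 with the replicate number as a block and the transcript of the highest mean CPM, that for STAM2 with the replicate number as a block and no low-count filter, and that for MICALL2 with the replicate number as a block, no low-count filter, DESeq2 size factors, library totals as the scaling and counts truncated to whole numbers. The direction turned for STAM2 with counts summed per gene symbol (0.37).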

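Transcripts higher in both sample types after infection were more numerous than those lower in both. Among the 26240 transcripts tested in both, 130 were higher in both, from 1550 higher in spleen and 208 higher in macrophages, and independent lists of these sizes would share 12.3. They include the guanylate-binding protein GBP5 (log2 fold change 2.73 ± 0.16, adjusted p = 1.34e-05 in spleen, 2.46 ± 0.14, adjusted p = 0.000242 in macrophages, edgeR's quasi-likelihood test), MYOF, the membrane repair protein myoferlin (3.46 ± 0.15, adjusted p = 1.71e-06 and 2.87 ± 0.22, adjusted p = 0.000765), and WARS, the tryptophanyl-tRNA synthetase (3.08 ± 0.09, adjusted p = 3.07e-07 and 1.9 ± 0.11, adjusted p = 0.000242). Lower in both were 28 transcripts, from 1308 and 66, against 3.3 for independent lists. The 2 experiments have separate uninfected animals, so no shared controls enter these numbers. The number changed in the same direction in both was 129 to 146 without 1 spleen library, 168 without infected macrophage replicate 2 and 37 to 92 without any other 1 macrophage library.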

Some differentially expressed transcripts were common to both the spleen and splenic macrophage samples (240 up-regulated and 64 down-regulated) (Fig 3A and 3B), but less <10% of the differentially expressed transcripts in the spleen samples were also differentially expressed in splenic macrophages. 

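CXCL9 and IDO1 remained among the called transcripts of macrophages at a false discovery rate of 0.001, as did 27 transcripts in all. In spleen 1222 transcripts passed this threshold in edgeR's quasi-likelihood test.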

The number of differentially expressed transcripts in the spleen tissue and splenic macrophages was decreased to 2778 and 363, respectively, by tightening the FDR to < 0.001 (S2C Fig).

**Fig 3:**
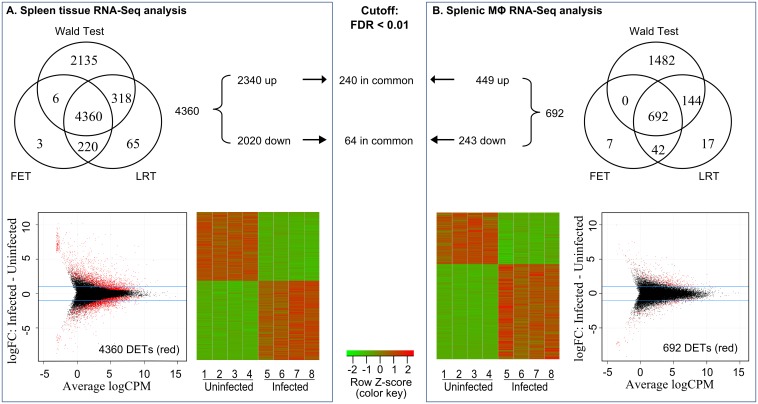
Identification of differentially expressed transcripts in spleen tissue and splenic macrophages in hamsters with VL. The number of differentially expressed transcripts in spleen **(A)** and splenic macrophages **(B)** from hamsters with VL determined by exact tests (FET) and generalized linear models with the likelihood ratio test (LRT) using the BioConductor R package EdgeR, and the Wald test in DESeq. A false discovery rate (FDR) <0.01 was used as the cutoff. Only transcripts with at least 1 count per million in at least 3 out of 4 samples in the control or experimental group were included in the analysis. A transcript was considered differentially expressed only when it was identified by all three different approaches. The lower panels show volcano plots and heat maps of the differentially expressed transcripts (DETs).

### Molecular pathways are activated or repressed in the spleen and splenic macrophages during VL

We identified the molecular pathways significantly altered during infection using the Ingenuity Pathway Analysis (IPA) software package. The top 10 pathways identified as enriched in the 28-day infected spleen and splenic macrophages are shown in Fig 4A and 4B, respectively. A list of the top 50 canonical pathways for both samples can be found in S3A and S3B Fig. A number of the top pathways (Hepatic fibrosis, pathogenesis of multiple sclerosis, atherosclerosis signaling, communication between innate, adaptive immune cells, and the glucocorticoid receptor signaling pathways) identified in whole spleen tissue were also identified in splenic macrophages, supporting the central importance of macrophages in the immunopathogenesis of the splenic infection.

**Fig 4:**
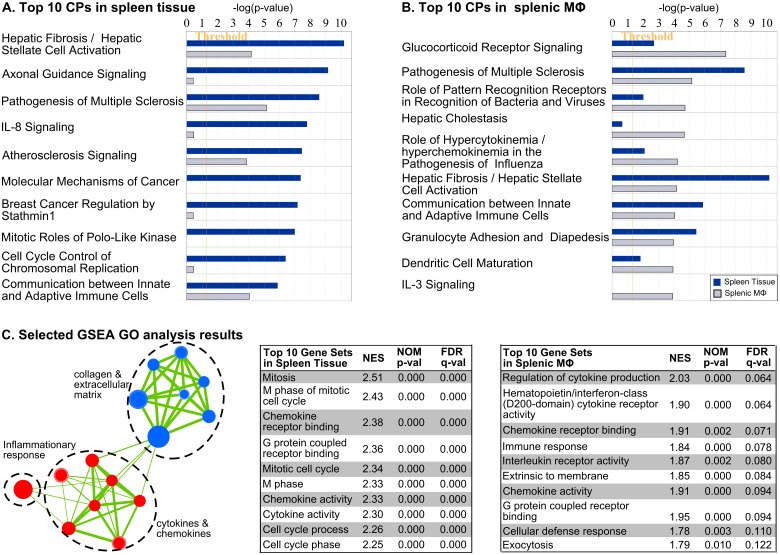
Functional characterization of differentially expressed transcripts in the spleen and splenic macrophages from hamsters with VL. **(A)** Top 10 canonical pathways (CPs) in the spleen (blue bars) compared to splenic macrophages (gray bars). The pathways were generated by loading all transcripts into IPA. **(B)** Top 10 canonical pathways (CPs) in splenic macrophages (gray bars) compared to spleen tissue (blue bars). **(C)** Top 10 gene sets identified in spleen and splenic macrophages determined by Gene Set Enrichment Analysis (GSEA) and Gene Ontology (GO) analysis. The Normalized Enrichment Score (NES), nominal p value, and False Discovery Rate (FDR) are shown for each gene set in the table. A network representation of the inflammatory response, cytokines and chemokines, and collagen and extracellular matrix gene sets is shown.

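Genes of collagens and the extracellular matrix, one of the families drawn in the network, were mostly lower in infected spleen. Of 35 genes listed beforehand, 21 were lower and 1 was higher (25 and 1 when adjusted over the list alone; camera adjusted p = 1.38e-10 with a preset and adjusted p = 0.086 with an estimated correlation). The small leucine-rich proteoglycan LUM fell 6.33-fold (log2 fold change -2.66 ± 0.42, adjusted p = 0.00239 from edgeR's quasi-likelihood test), TNXB, a tenascin of collagen fibrils, 5.2-fold (-2.38 ± 0.23, adjusted p = 0.000169), and the fibril-associated collagen COL14A1 4.49-fold (-2.17 ± 0.15, adjusted p = 3.07e-05). The member that rose was TIMP1, an inhibitor of matrix metalloproteinases (3.5-fold, 1.81 ± 0.23, adjusted p = 0.00068). Of 14 genes of fibroblasts and stromal cells, 8 were lower and 0 higher (8 and 0 when adjusted over the list alone; camera adjusted p = 1.18e-05 with a preset and adjusted p = 0.12 with an estimated correlation). In macrophages, 0 matrix genes were lower and 1 of 35 was higher, again TIMP1 (1.77 ± 0.21, adjusted p = 0.00408). Of these 35 genes 7 had a positive log2 fold change there (median -0.38; 1 higher and 1 lower when adjusted over the list alone). Tested as a whole, the list was lower with a preset correlation alone (camera adjusted p = 0.0165 with a preset and adjusted p = 0.776 with an estimated correlation). At an unadjusted p under 0.05 there were 1 higher and 7 lower. The numbers called higher and lower were 1 and 0 by limma-voom, 1 and 3 by DESeq2's Wald test, 1 and 3 by edgeR's exact test and 1 and 3 by its likelihood ratio test. The call for LUM in spleen ended without infected replicate 3 (adjusted p = 0.0106), and that for TIMP1 in macrophages without infected replicate 1 or 4 or uninfected replicate 1, 3 or 4 (adjusted p 0.0135 to 0.0254) and with the replicate number as a block.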

### The splenic environment in experimental VL is highly proinflammatory

A common characteristic shared by several of the enriched pathways in the infected spleen and splenic macrophages was the upregulation of inflammatory cytokines, chemokines and their receptors. 

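Chemokine ligand genes were mostly higher in infected spleen, while interleukin genes moved in both directions. Of 27 chemokine ligands tested in spleen, 15 were higher and 2 lower (16 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.000302 with a preset and adjusted p = 0.0795 with an estimated correlation). CCL12, a monocyte chemoattractant, had no count in uninfected spleen and was at least 73.1-fold higher, and CXCL10, an interferon-induced ligand of CXCR3, was 12.8-fold higher (log2 fold change 3.67 ± 0.18, adjusted p = 3.99e-06 from edgeR's quasi-likelihood test). The ligands that fell were CXCL12, made by stromal cells (-1.44 ± 0.18, adjusted p = 0.000678), and the platelet chemokine PPBP (-1.01 ± 0.09, adjusted p = 0.000154). Of 18 chemokine receptors, 5 were higher and 2 lower (5 higher and 5 lower when adjusted over the list alone; adjusted p = 0.395 from camera), among them CXCR6 (3.77 ± 0.71, adjusted p = 0.00583) and CXCR3 (1.83 ± 0.32, adjusted p = 0.00379), both carried by activated T cells. Of 27 interleukins and other cytokine ligands, 7 were higher and 4 lower (9 higher and 6 lower when adjusted over the list alone; adjusted p = 0.671 from camera). IL1RN, the antagonist of the interleukin-1 receptor, rose 19.2-fold (4.26 ± 0.32, adjusted p = 4.65e-05), and IL24 fell 3.2-fold (-1.68 ± 0.27, adjusted p = 0.00263). The call for CXCR6 ended without infected replicate 1, 2, 3 or 4 or uninfected replicate 2 or 4 (adjusted p 0.0121 to 0.0182), that for CXCR3 without infected replicate 1, 2, 3 or 4 or uninfected replicate 2 (adjusted p 0.0102 to 0.0124), that for IL24 without infected replicate 3 (adjusted p = 0.0105), and that for CCL12 with limma-voom. For CXCR6 without uninfected replicate 3 (4.65) the fold moved by more than 1.5 times, to the log2 value in parentheses, and the fitted fold moved as far for CCL12 without infected replicate 4, where a group is left with 0 to 3 counts and no value is given.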

The significance of these molecules was also confirmed by Gene Set Enrichment Analysis (GSEA), which revealed that at least 4 out of the top 10 gene sets enriched in spleen and splenic macrophages, were associated with production, receptor activity and signaling of cytokines and chemokines. The list of these gene clusters and their interaction networks are shown in Figs 4C and S3C. 

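Of 51 cytokines, chemokines and receptors of S2 Table tested in spleen, 28 were higher and 10 lower (29 higher and 14 lower when adjusted over the list alone; camera adjusted p = 0.000358 with a preset and adjusted p = 0.0951 with an estimated correlation). TNFAIP2, a gene induced by TNF, rose 3.76-fold (log2 fold change 1.91 ± 0.19, adjusted p = 0.000183 from edgeR's quasi-likelihood test). Genes of T helper 1 cells rose in part, with 6 of 11 higher and 0 lower (8 higher and 0 lower when adjusted over the list alone; camera adjusted p = 1.18e-05 with a preset and adjusted p = 0.0795 with an estimated correlation). Among genes of natural killer and cytotoxic cells 8 of 15 were higher and 1 lower (9 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00155 with a preset and adjusted p = 0.161 with an estimated correlation). The protease inhibitor CST7 (4.02 ± 0.11, adjusted p = 1.68e-07) and granzyme B, GZMB (2.95 ± 0.22, adjusted p = 4.84e-05), belong to the latter. The genes of S2 Table are the study's own list, so their direction may not be independent evidence.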

Differentially expressed cytokines, chemokines, and their receptors identified the broad inflammatory nature of the spleen during VL and suggested involvement of multiple leukocyte populations (Fig 5; S2 Table). 

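STAT2, which carries interferon signals to the nucleus, was 2.12-fold higher in infected spleen (log2 fold change 1.08 ± 0.12, adjusted p = 0.000366 from edgeR's quasi-likelihood test). NLRC5, the transactivator of class I genes, was 3.45-fold higher (1.79 ± 0.16, adjusted p = 9.76e-05) and XBP1, a factor of secretory cells, 2.3-fold (1.2 ± 0.07, adjusted p = 1.27e-05). STAT3, activated by interleukin-6 type cytokines, stood at 119 ± 15.8 CPM in infected and 66.6 ± 16.6 in uninfected spleens (transcript 64703, 0.84 ± 0.17, adjusted p = 0.00909). IRF7, an interferon-induced regulator, rose 2.14-fold (1.1 ± 0.18, adjusted p = 0.00289) and LITAF 1.51-fold (0.59 ± 0.1, adjusted p = 0.00288). The leading transcript of IRF1 rose 3.18-fold (1.67 ± 0.07, adjusted p = 1.71e-06). Its best match is ATP10D, and the leading transcript whose own best match is IRF1 had a log2 fold change of 4.93 ± 0.67, adjusted p = 0.00104. The call for STAT3 ended without infected replicate 1, 2, 3 or 4 or uninfected replicate 1, 2 or 4 (adjusted p 0.0112 to 0.0288) and with library totals as the scaling, that for IRF7 without uninfected replicate 1 (adjusted p = 0.0104), and that for LITAF without infected replicate 2 (adjusted p = 0.0112).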

In the spleen, transcription factors that drive inflammation, including those involved in interferon and cytokine responses (STAT1, STAT2, STAT3, IRF1, IRF7, XBP1, LITAF) and MHC expression (XBP1, NLRC5), were both transcriptionally upregulated and predicted to be activated during infection (S3 Table). Additionally, transcription factors involved in regulation of the inflammatory response, including the NF-kB complex (RELA, RELB), TBX21, NFATC2 (T cell activation), STAT4, IRF3/5, IFI16, HMGB1, BCL10 (NF-kB activator), CBP/P300, and DDIT3 (caspase activation, cytokine expression), were predicted to be activated in the infected spleen tissue despite some not being differentially expressed (S3 Table). 

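TBX21, the T-bet gene of T helper 1 cells, was the only one of 12 genes of these factors that was higher in infected spleen, 2.99-fold (log2 fold change 1.58 ± 0.13, adjusted p = 6.28e-05 from edgeR's quasi-likelihood test), and IRF5, of Toll-like receptor signaling, was the only one that was lower (-0.42 ± 0.09, adjusted p = 0.00849). RELA (0.39 ± 0.1, adjusted p = 0.0202), STAT4 (0.58 ± 0.16, adjusted p = 0.0292), HMGB1, a chromatin protein released on damage (0.4 ± 0.11, adjusted p = 0.0371), and RELB (0.51 ± 0.33, adjusted p = 0.321) had positive log2 fold changes that did not pass the test. Those of NFATC2 (-0.27), IRF3 (-0.37), BCL10 (0.09), CREBBP (-0.34), EP300 (0.1) and DDIT3 (0.36) had adjusted p of 0.289 to 0.894. The best match of the DDIT3 transcript is MARS. The call for IRF5 ended without infected replicate 2, 3 or 4 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0189 to 0.0248) and with DESeq2 size factors and no low-count filter. RELA, STAT4 and HMGB1 passed the threshold with DESeq2's Wald test and counts summed per gene symbol, and RELB with counts summed per gene symbol.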

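TLR4, the receptor for lipopolysaccharide, stood at 70.4 ± 18.1 CPM in infected and 32.5 ± 6.55 in uninfected macrophages (log2 fold change 1.11 ± 0.22, adjusted p = 0.0309 from edgeR's quasi-likelihood test) and did not pass the threshold. In spleen its log2 fold change was 0.34 ± 0.28, adjusted p = 0.433. LITAF had a negative log2 fold change in macrophages (-0.66 ± 0.12, adjusted p = 0.0249), and its response differed from that in spleen (difference of log2 fold changes 1.34 ± 0.18, adjusted p = 0.000436). Of 20 Toll-like and other pattern receptors in macrophages, 1 was higher and 0 lower (2 higher and 1 lower when adjusted over the list alone; adjusted p = 0.69 from camera), the former being CLEC4E, the receptor Mincle (1.37 ± 0.19, adjusted p = 0.00712). The call for CLEC4E in macrophages ended without infected splenic macrophages replicate 1, 3 or 4 or uninfected splenic macrophages replicate 1, 2, 3 or 4 (adjusted p 0.0151 to 0.0361) and with the replicate number as a block. TLR4 in macrophages and LITAF in macrophages passed the threshold with each of the study's 3 tests and counts summed per gene symbol, and TLR4 in spleen with counts summed per gene symbol.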

The predicted activation of lipopolysaccharide-induced TNF factor (LTIF) [38] and increased expression of TLR4 in the splenic macrophages suggested that circulating LPS may might be a contributor to the proinflammatory nature of the spleen in VL. Elevated circulating endotoxin levels resulting from increased intestinal permeability and bacterial translocation were observed during human VL [39]. In hamsters with VL we found serum endotoxin levels to be highly variable without a significant increase in mean levels in infected vs. uninfected hamsters (15.9 vs. 8.4, *p* = 0.13; S4 Fig). However, the proportion of infected hamsters with a high circulating endotoxin level (>30 EU/mL) was significantly greater in the infected compared to uninfected animals (40% vs. 5%; *p* = 0.027 by Fisher Exact Test).

**Fig 5:**
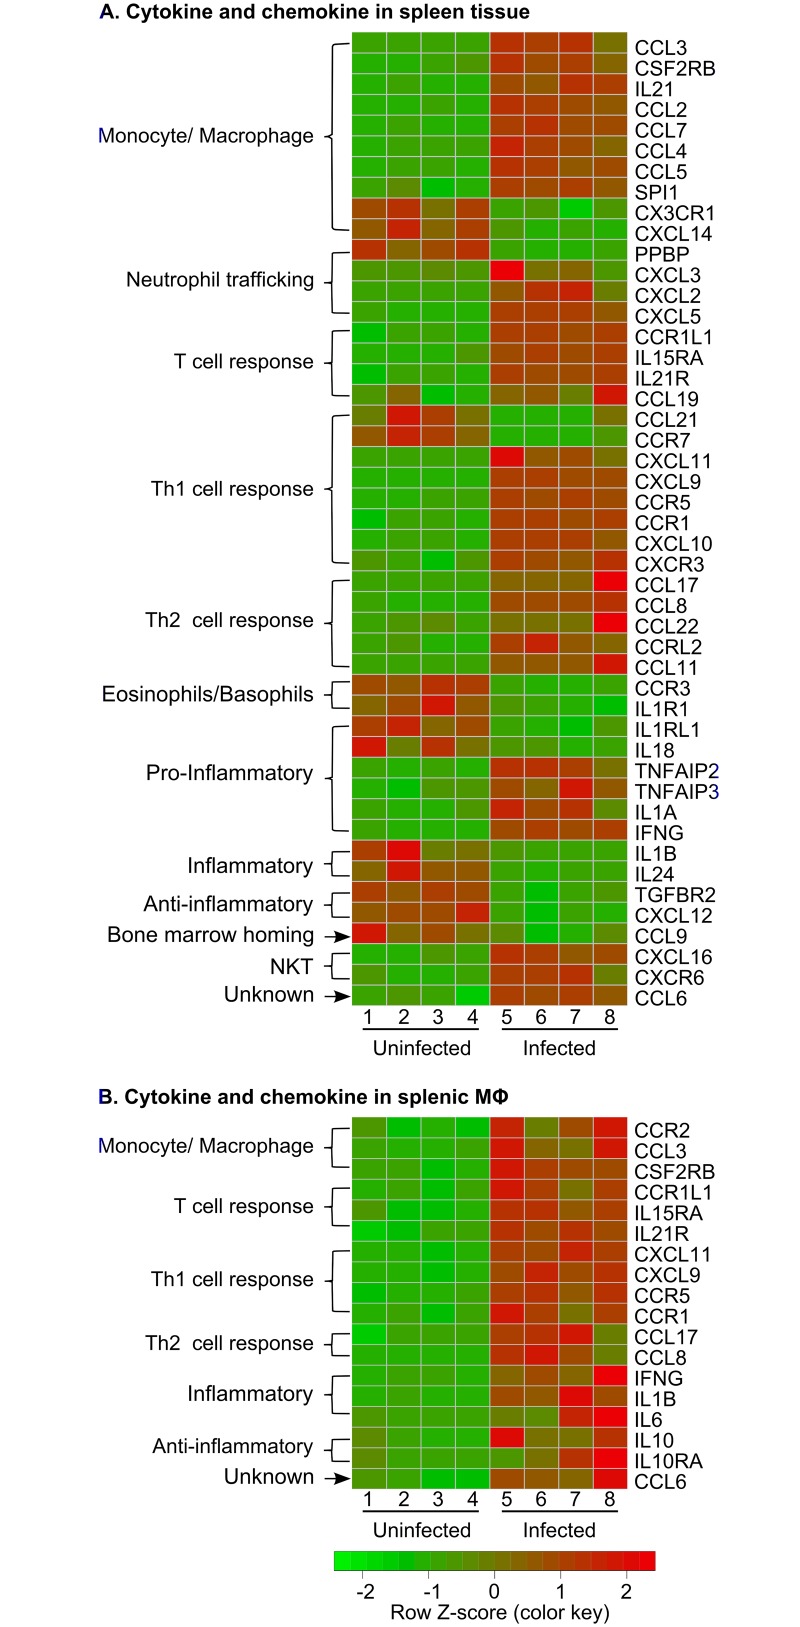
Differential expression of cytokine and chemokine transcripts in spleens and splenic macrophages of hamsters with VL. Heat maps showing the differential expression of selected transcripts in spleen tissue **(A)** and splenic macrophages **(B)** in uninfected (left side) and 28-day *L*. *donovani* infected (right side) hamsters (n = 4 per group). Transcripts down-regulated during infection are shown in green and upregulated transcripts are in red. The source or general function of the cytokine or chemokine is annotated to the left.

Fewer cytokine and chemokine mRNAs were differentially expressed in splenic macrophages compared to whole spleen tissue, but all of the differentially expressed cytokine/chemokine transcripts in splenic macrophages were upregulated. 

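In infected macrophages 3 of 28 chemokine ligands were higher and 0 lower (4 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.000883 with a preset and adjusted p = 0.228 with an estimated correlation), namely CCL8, CXCL9 and CCL3. CXCL10 was not called (log2 fold change 0.35 ± 0.16, adjusted p = 0.279 from edgeR's quasi-likelihood test), and its response differed from that in spleen (difference of log2 fold changes 3.43 ± 0.24, adjusted p = 2.08e-06). Of 23 interleukins and other cytokine ligands 1 was higher, IL1B, and 1 lower, EBI3, a subunit of interleukin-27 (6 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0107 with a preset and adjusted p = 0.113 with an estimated correlation). The leading TNF transcript had a log2 fold change of -0.52 ± 0.35, adjusted p = 0.457. Another TNF transcript holds the fold of -3.03 that S2 Table gives. Of the genes of S2 Table, the study's own list and so perhaps not independent evidence, 7 of 46 were higher and 0 lower (16 higher and 0 lower when adjusted over the list alone; camera adjusted p = 1.47e-05 with a preset and adjusted p = 0.083 with an estimated correlation).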

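IL1B, an early product of activated macrophages, was 1.94-fold higher in infected macrophages, at 614 ± 75 CPM in infected and 317 ± 11.3 in uninfected cells (log2 fold change 0.95 ± 0.1, adjusted p = 0.00255 from edgeR's quasi-likelihood test). IL15RA, which presents interleukin-15, rose 3.07-fold (1.62 ± 0.2, adjusted p = 0.0049), and CSF2RB, the common beta chain of the receptors for interleukin-3, interleukin-5 and GM-CSF, 2.52-fold (1.34 ± 0.15, adjusted p = 0.0033). IL21R, the receptor for interleukin-21, stood at 29.7 ± 2.71 CPM in infected and 12.8 ± 2.94 in uninfected macrophages and did not pass the threshold (1.22 ± 0.2, adjusted p = 0.0143). The call for IL1B ended without uninfected replicate 1, 2, 3 or 4 (adjusted p 0.012 to 0.0187) and with the replicate number as a block, that for IL15RA without infected replicate 1, 3 or 4 or uninfected replicate 1, 3 or 4 (adjusted p 0.013 to 0.0296) and with the replicate number as a block, and that for CSF2RB without infected replicate 1 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.012 to 0.0217) and with the replicate number as a block. IL21R passed the threshold with each of the study's 3 tests, limma-voom, a filter at 5 CPM and counts summed per gene symbol.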

Notably, proinflammatory macrophage-activating cytokines (IFN-γ, IL-1β) were upregulated, as were receptors that would be responsive to inflammatory signals (e.g. toll-like receptor-4 [TLR4], IL-15Rα, CSF2Rβ/IL-5Rβ [common subunit of the IL-3, IL-5, and GM-CSF receptors] and IL-21R) (Fig 5B; S2 Table). These findings distinctly contrast with data from *in vitro* infected mouse [40,41] and human [42] macrophages, which indicated that *Leishmania* infection had a broadly silent or suppressive rather than activating effect on macrophage inflammatory gene expression. Thus, our data suggest that the inflammatory signals generated in the infected spleen environment, which would be absent from *in vitro* infected macrophages, have considerable influence on the activation status of splenic macrophages.

### Diverse expression of myeloid cell chemokines in the spleen

The expansion of myeloid cells in the spleen in VL may result from recruitment from the bone marrow, extramedullary hematopoiesis from *in situ* precursors [43], and/or local proliferation of resident macrophages. 

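Ligands that attract monocytes were raised together in infected spleen. CCL7 rose 31.3-fold (log2 fold change 4.97 ± 0.26, adjusted p = 7.04e-06 from edgeR's quasi-likelihood test), CCL2 24-fold (4.58 ± 0.36, adjusted p = 6.28e-05), CCL5 16.2-fold (4.02 ± 0.14, adjusted p = 9.13e-07), CCL3 15.3-fold (3.93 ± 0.29, adjusted p = 4.81e-05), CCL4 11.5-fold (3.53 ± 0.26, adjusted p = 4.7e-05) and CCL6 1.57-fold (0.65 ± 0.11, adjusted p = 0.00296). The most abundant of these 6 was CCL5, at 142 ± 22.9 CPM in infected and 8.87 ± 0.739 in uninfected spleens (n = 4 per group). The call for CCL6 ended without infected replicate 2 or 3 (adjusted p 0.0116 to 0.0117).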

Chemokines that act to recruit monocytes/macrophages (CCL2, CCL3, CCL4, CCL5, CCL6 and CCL7) were highly expressed in the spleen during VL. 

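CCR1 stood at 74.5 ± 15.4 CPM in infected and 35.8 ± 4.49 in uninfected macrophages (log2 fold change 1.06 ± 0.17, adjusted p = 0.016 from edgeR's quasi-likelihood test), and CCR2, the receptor for CCL2, at 3.65 ± 0.916 CPM in infected and 1.39 ± 0.334 in uninfected macrophages (1.4 ± 0.33, adjusted p = 0.0566). Neither of them passed the threshold. CCR1 passed the threshold with each of the study's 3 tests, a filter at 5 CPM and counts summed per gene symbol, and CCR2 with each of the study's 3 tests, counts summed per gene symbol and the transcript of the highest mean CPM. These tests were rerun here, and in S2 Table itself CCR2 does not pass an FDR of 0.01 in macrophages.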

The chemokine receptors CCR1, CCR2, and CCR5 were also increased on splenic macrophages (Fig 5; S2 Table). Spleens from mice infected with *Leishmania chagasi* had sustained expression of CCL2, which was associated with the influx of macrophages that enhanced the infection [44]. Transcription factors that regulate myelopoiesis (Egr2, SPI1, IRF8 and AP1) [45,46] were enriched or predicted to be activated in the splenic macrophage population (S1 and S3 Tables). Thus, local generation may also contribute to the accumulation of myeloid cells in the spleen. 

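EGR2, an early growth response factor, was 2.22-fold higher in infected than in uninfected macrophages (log2 fold change 1.15 ± 0.15, adjusted p = 0.00548 from edgeR's quasi-likelihood test). IRF8, which directs monocyte differentiation, and the AP-1 components JUN and FOS were not called, with log2 fold changes of -0.79 ± 0.2, adjusted p = 0.0719, -0.25 ± 0.16, adjusted p = 0.446 and -0.43 ± 0.2, adjusted p = 0.298. The call for EGR2 ended without infected replicate 1, 3 or 4 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0104 to 0.0293) and with no low-count filter and the replicate number as a block.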

We have found that splenic macrophages are highly proliferative during active VL (Osorio, Melby, manuscript in preparation). 

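Among the neutrophil chemoattractants, CXCL2 had no count in uninfected spleen and was at least 102-fold higher after infection (adjusted p = 0.00114 from edgeR's quasi-likelihood test), and CXCL5 rose 86.2-fold (log2 fold change 6.43 ± 0.4, adjusted p = 1.68e-05). CXCL3 was below the count filter, at 1.18 ± 1.8 CPM in infected and 0.0935 ± 0.187 in uninfected spleens. CCL11, eotaxin, rose 19.5-fold (4.28 ± 0.28, adjusted p = 2.63e-05), while its receptor CCR3 was 4.03-fold lower, at 71.3 ± 11.3 CPM in infected and 287 ± 20.8 in uninfected spleens (-2.01 ± 0.12, adjusted p = 1.42e-05). Of 15 neutrophil genes, 2 were higher and 1 lower (2 higher and 1 lower when adjusted over the list alone; adjusted p = 0.26 from camera). The former were the gelatinase MMP9 (2.21 ± 0.2, adjusted p = 0.000115) and myeloperoxidase, MPO (2.16 ± 0.38, adjusted p = 0.00422), and the latter was RETNLG. Of 12 genes of eosinophils, basophils and mast cells, 1 was higher and 3 were lower (1 higher and 3 lower when adjusted over the list alone; adjusted p = 0.678 from camera), the lower ones being CCR3 and the mast cell proteases MCPT4 (-2.87 ± 0.49, adjusted p = 0.00354) and CMA1 (-1.34 ± 0.27, adjusted p = 0.00837). The call for MPO ended without infected replicate 2 or 3 or uninfected replicate 1, 2 or 4 (adjusted p 0.0111 to 0.0152), that for MCPT4 without infected replicate 2, 3 or 4 or uninfected replicate 1 or 3 (adjusted p 0.0106 to 0.0144), that for CMA1 without infected replicate 1, 2, 3 or 4 or uninfected replicate 1, 3 or 4 (adjusted p 0.0104 to 0.0295) and with no low-count filter, and that for CXCL2 with limma-voom. For CXCL5 without uninfected replicate 1 (7.06) the fold moved by more than 1.5 times, to the log2 value in parentheses.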

Expression of neutrophil (CXCL2, CXCL3, CXCL5, and CCL3) and eosinophil (CCL11 and its receptor CCR3) chemoattractants was also increased significantly in the infected spleen, but we found no increase in these cells by morphological analysis of splenocytes (Fig 2A). Better markers for hamster neutrophils are needed to exclude their accumulation in the spleen. It is also possible that the neutropenia commonly found in VL limits their accumulation in the spleen.

### Splenic macrophages in experimental VL demonstrate a mixed polarization/activation phenotype

Macrophages exhibit considerable plasticity in their activation state, which depends on cues received from the local environment [47,48]. The macrophage activation phenotype, and the signals that drive it, is critically important in VL because macrophages have the dual role of mediating intracellular parasite killing and controlling tissue damage and repair [49]. At the extremes of the polarization spectrum, M1 macrophages are important for the clearance of intracellular pathogens including *Leishmania* [50], while M2 macrophages are protective against helminths and have anti-inflammatory and tissue repair functions [49,51]. However, accumulating evidence indicates that in tissue inflammation and infection [52,53], the polarization of macrophages does not always fit neatly within the dichotomous M1–M2 classification system [48]. We evaluated the expression of genes known to be associated with macrophage activation/polarization (see S4 Table for a full list of references). 

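CXCL9, a chemokine induced by interferon-gamma, was 4.38-fold higher in infected macrophages, at 137 ± 12.3 CPM in infected and 31.2 ± 5.1 in uninfected cells (transcript 58159, log2 fold change 2.13 ± 0.15, adjusted p = 0.000484 from edgeR's quasi-likelihood test), and CCL3, which attracts monocytes, 3.27-fold (1.71 ± 0.22, adjusted p = 0.00548). FCGR1, the high-affinity receptor for IgG that the paper calls FCGR1A, had a log2 fold change of 0.94 ± 0.14, adjusted p = 0.0116, interleukin-6 one of 2.3 ± 0.56, adjusted p = 0.0645, and CCL5 one of 0.54 ± 0.23, adjusted p = 0.249. These 3 did not pass the threshold. The best match of the leading CXCL11 transcript is CWF19L1, and its log2 fold change was 0.23 ± 0.18, adjusted p = 0.524. The transcript whose own best match is CXCL11 had a log2 fold change of 2.35 ± 0.21, adjusted p = 0.00155. The call for CCL3 ended without infected replicate 1 or 4 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0118 to 0.0305) and with the replicate number as a block. FCGR1 passed the threshold with each of the study's 3 tests, limma-voom, DESeq2 size factors, library totals as the scaling, a filter at 5 CPM and counts summed per gene symbol, IL6 with each of the study's 3 tests and counts summed per gene symbol, and CXCL11 with counts summed per gene symbol and the best transcript among own best matches.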

Splenic macrophages from hamsters with VL had a significantly increased expression of genes characteristic of both M1 (CXCL9, CXCL11, IL1B, IL6, FCGR1A, IDO, IRG1, IFNγ, STAT1, CCL3, CCL5) (Fig 6, S4 Table) and M2 (Fig 7, S4 Table) polarization. 

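Of 20 M1-associated genes of S4 Table tested in macrophages, 6 were higher and 0 lower by edgeR's quasi-likelihood test (10 higher and 0 lower when adjusted over the list alone; camera adjusted p = 2.06e-07 with a preset and adjusted p = 0.0538 with an estimated correlation). Among them were IDO1, IRG1 and CXCL9. Of 27 M2-associated genes, 2 were higher, ARG1 and SOCS2, and 0 lower (2 higher and 1 lower when adjusted over the list alone; adjusted p = 0.69 from camera). The median log2 fold change was 0.73 for the former and -0.04 for the latter. In spleen, 14 M1-associated genes were higher and 2 lower of 19 (15 higher and 2 lower when adjusted over the list alone; camera adjusted p = 3.22e-08 with a preset and adjusted p = 0.086 with an estimated correlation), against 10 and 6 of 29 M2-associated genes (12 higher and 9 lower when adjusted over the list alone; adjusted p = 0.591 from camera). The study compiled both lists with references to the literature.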

The M1-associated genes showed a more consistent pattern of upregulation in the infected vs. uninfected groups compared to the M2-associated genes, perhaps suggesting a bias toward the M1 phenotype (compare Figs 6 and 7). 

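OASL, an oligoadenylate synthetase-like protein of the interferon response, rose 5.88-fold in infected spleen (log2 fold change 2.56 ± 0.26, adjusted p = 0.000232 from edgeR's quasi-likelihood test) and had a log2 fold change of -0.07 ± 0.08, adjusted p = 0.681 in macrophages. Its 2 responses differed (difference of log2 fold changes 2.73 ± 0.26, adjusted p = 3.13e-05), and the best match of its transcript is the mouse paralog OASL1. For IRF1 the macrophage value was -0.18 ± 0.1, adjusted p = 0.384 and the responses differed as well (difference of log2 fold changes 1.95 ± 0.14, adjusted p = 2.08e-06), on the transcript whose best match is ATP10D. IRF7 had a log2 fold change of 0.3 ± 0.12, adjusted p = 0.201 in macrophages, and the test of its difference from spleen did not pass (difference of log2 fold changes 0.9 ± 0.22, adjusted p = 0.0287). IRF7 in the test of the difference passed the threshold with counts summed per gene symbol.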

Some M1-associated transcripts (OASL, IRF1, IRF7) were upregulated in the spleen tissue but not splenic macrophages, suggesting that other cell populations, possibly fibroblasts [37], may have an immunoregulatory role. Other M1-associated markers (NOS2, CXCL13, IFNGR, CD86, CCR7, CD80, CD68, IL7R, HRH1, BCL2A1, SPHK1, PFKFB3, PSMA2, ATF3) were not upregulated in either spleen tissue or splenic macrophages (data accessible in NCBI's Gene Expression Omnibus [54] through GEO Series accession number GSE91187; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE91187). 

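Of 15 genes of these markers tested in spleen, 4 were higher and 2 lower (6 higher and 4 lower when adjusted over the list alone; adjusted p = 0.678 from camera). BCL2A1, a survival protein of the BCL2 family (log2 fold change 1.24 ± 0.13, adjusted p = 0.000303 from edgeR's quasi-likelihood test), SPHK1, sphingosine kinase (1.28 ± 0.25, adjusted p = 0.00713), PSMA2, a proteasome subunit (0.55 ± 0.1, adjusted p = 0.00557), and the stress-induced factor ATF3 (1.11 ± 0.1, adjusted p = 0.000136) were higher. CCR7, which guides dendritic cells and T cells (-1.27 ± 0.17, adjusted p = 0.00103), and IFNGR1, the ligand-binding chain of the interferon-gamma receptor (-0.45 ± 0.09, adjusted p = 0.00675), were lower. The best match of the BCL2A1 transcript is BCL2A1D. In macrophages 0 of 14 were higher and 0 lower (0 higher and 0 lower when adjusted over the list alone; adjusted p = 0.69 from camera), with ATF3 at 0.39 ± 0.11, adjusted p = 0.1, CD86 at -0.5 ± 0.39, adjusted p = 0.524, CD80 at -0.07 ± 0.14, adjusted p = 0.813 and IFNGR2 at -0.54 ± 0.44, adjusted p = 0.548. At an unadjusted p under 0.05 there were 4 higher and 2 lower. The numbers called higher and lower were 0 and 0 by limma-voom, 2 and 0 by DESeq2's Wald test, 0 and 0 by edgeR's exact test and 0 and 0 by its likelihood ratio test. The paper names these markers as not raised in these same samples, so the absence of calls in macrophages is not independent evidence. The call for SPHK1 in spleen ended without infected replicate 1, 2, 3 or 4 or uninfected replicate 2, 3 or 4 (adjusted p 0.0124 to 0.0259) and with no low-count filter and the transcript of the highest mean CPM, that for PSMA2 in spleen without infected replicate 1, 2 or 3 or uninfected replicate 1, 3 or 4 (adjusted p 0.0109 to 0.0199), and that for IFNGR1 in spleen without infected replicate 1, 2, 3 or 4 or uninfected replicate 1, 2 or 3 (adjusted p 0.013 to 0.0288) and with no low-count filter and DESeq2 size factors. ATF3 in macrophages passed the threshold with DESeq2's Wald test.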

The upregulation of IL-1β, IFN-γ and IL-6 in splenic macrophages (Fig 6; S2 Table) suggests an additional inflammatory effect on the macrophages through paracrine or autocrine activation.

**Fig 6:**
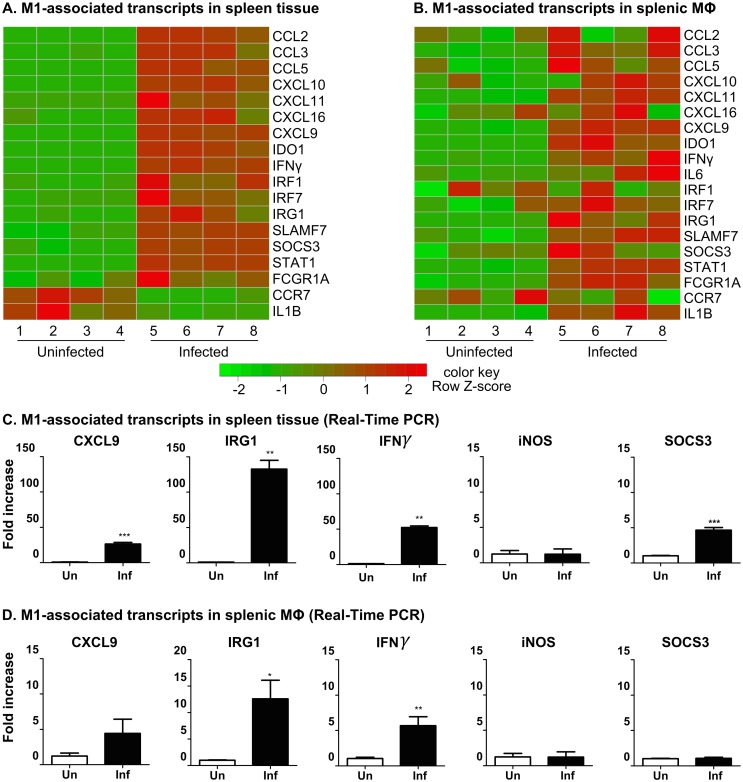
Expression of M1-associated transcripts in spleen and splenic macrophages in VL. Heat maps showing the differential expression of selected M1-associated transcripts in spleen tissue **(A)** and splenic macrophages **(B)** in uninfected (left side) and 28-day *L*. *donovani* infected (right side) hamsters (n = 4 per group). Transcripts down-regulated during infection are shown in green and upregulated transcripts are in red. The expression of selected M1-associated transcripts were confirmed by real-time RT-PCR in spleen tissue **(C)** and splenic macrophages **(D)** from hamsters with VL (n = 6–8 per group). Data are shown as the mean and SEM of the fold-change relative to the uninfected group. *p<0.05; **p<0.01; ***p<0.001.

**Fig 7:**
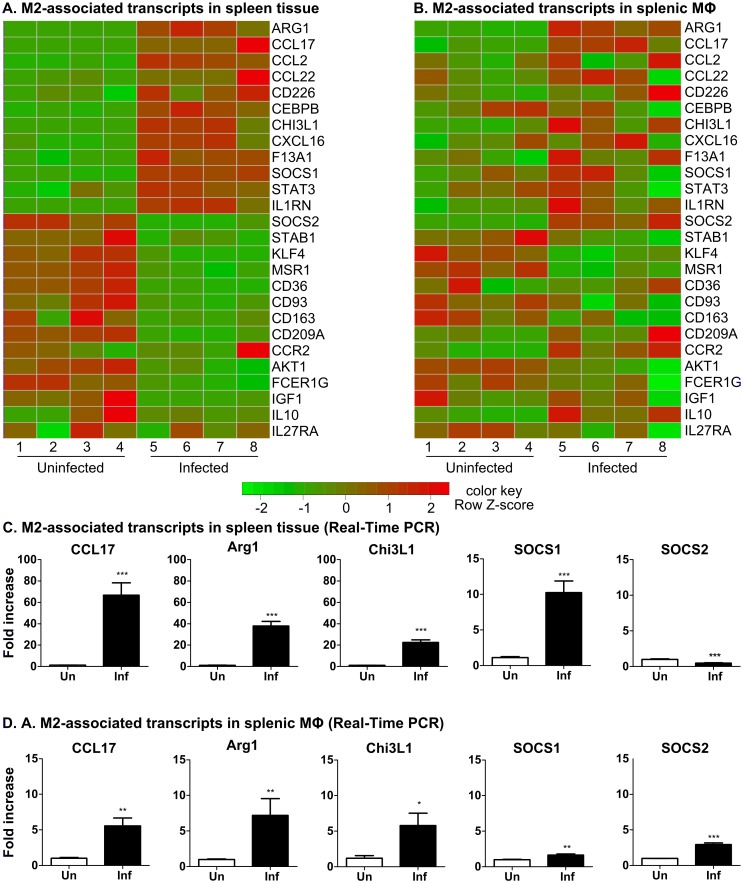
Expression of M2-associated transcripts in spleen and splenic macrophages in VL. Heat maps showing the differential expression of selected M2-associated transcripts in spleen tissue **(A)** and splenic macrophages **(B)** in uninfected (left side) and 28-day *L*. *donovani* infected (right side) hamsters (n = 4 per group). Transcripts down-regulated during infection are shown in green and upregulated transcripts are in red. The expression of selected M2-associated transcripts was confirmed by real-time PCR in spleen tissue **(C)** and splenic macrophages **(D)** from hamsters with VL (n = 6–8 per group). Data are shown as the mean and SEM of the fold-change relative to the uninfected group. *p<0.05; **p<0.01; ***p<0.001.

The M2 program of macrophage polarization was classically described as driven by IL-4- or IL-13-induced STAT6 activation [55]. However, there is a spectrum of macrophage phenotypes induced by anti-inflammatory signals such as IL-10, TGF-β, glucocorticoids, and immune complexes [48,52], which overlap with the IL-4/IL-13-polarized phenotype. 

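ARG1, which hydrolyzes arginine, was 5.83-fold higher in infected macrophages, at 236 ± 58.4 CPM in infected and 40.5 ± 2.85 in uninfected cells (transcript 60527, log2 fold change 2.54 ± 0.18, adjusted p = 0.000632 from edgeR's quasi-likelihood test). SOCS2, a suppressor of cytokine signaling, rose 3.63-fold (1.86 ± 0.15, adjusted p = 0.00088), whereas in spleen it fell 2.55-fold (-1.35 ± 0.15, adjusted p = 0.000361), and the responses differed (difference of log2 fold changes -3.11 ± 0.22, adjusted p = 2.08e-06). CCL17, a ligand of CCR4, had a log2 fold change of 2.17 ± 0.61, adjusted p = 0.0986 in macrophages, at 1.5 ± 0.466 CPM in infected and 0.306 ± 0.206 in uninfected cells, and did not pass the threshold. CHI3L1, a chitinase-like protein, was below the count filter in macrophages, at 1.23 ± 0.795 CPM in infected and 0.349 ± 0.336 in uninfected cells. In spleen it was 13.5-fold higher (3.75 ± 0.78, adjusted p = 0.00949). The call for CHI3L1 in spleen ended without infected spleen replicate 1, 2, 3 or 4 or uninfected spleen replicate 1, 2 or 3 (adjusted p 0.0146 to 0.0306) and with limma-voom and library totals as the scaling, and that for SOCS2 in macrophages with the replicate number as a block. CCL17 in macrophages passed the threshold with each of the study's 3 tests.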

In hamsters with VL, the splenic macrophages showed significantly increased expression of some M2-associated transcripts, including Arg1, IL-10, SOCS2, CCL17, Chi3L1 (Fig 7, S4 Table). We demonstrated previously that parasite-induced arginase-1 expression in macrophages in VL was dependent on STAT6 activation and amplified by IL-4 and growth factor receptor signaling [19,20]. 

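IL10, the anti-inflammatory interleukin-10, stood at 692 ± 142 CPM in infected and 461 ± 33.5 in uninfected macrophages (log2 fold change 0.59 ± 0.14, adjusted p = 0.0685 from edgeR's quasi-likelihood test). The receptor chains IL10RA and IL10RB had log2 fold changes of 0.22 ± 0.51, adjusted p = 0.851 and 0.27 ± 0.15, adjusted p = 0.367. None of the 3 passed the threshold in macrophages. In spleen, IL10 had a log2 fold change of -0.34 ± 0.37, adjusted p = 0.57 and IL10RA one of 0.01 ± 0.11, adjusted p = 0.945. IL10 in macrophages passed the threshold with DESeq2's Wald test, and IL10RA in macrophages with counts summed per gene symbol.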

Increased expression of IL-10 and IL-10R in splenic macrophages (Fig 5; S2 Table) also contributed to arginase expression [20]. IL-10 is also likely to dampen the effects of the proinflammatory cytokines and promote infection through suppression of T cell or macrophage effector function [56,57]. In contrast, other transcripts considered to be markers for M2 macrophages (F13A1, CCL11, FN1, CCL2, CCL22, PPARγ) were not upregulated in splenic macrophages (S4 Table). 

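None of these genes passed the threshold in macrophages. The log2 fold change was 0.68 ± 0.31, adjusted p = 0.274 for F13A1, a transglutaminase of clotting (edgeR's quasi-likelihood test), -0.12 ± 0.57, adjusted p = 0.935 for fibronectin, FN1, 0.44 ± 0.43, adjusted p = 0.617 for CCL2, 0.32 ± 0.38, adjusted p = 0.685 for CCL22, and -0.65 ± 0.19, adjusted p = 0.116 for the nuclear receptor PPARG. CCL11 was below the count filter, at 0.819 ± 0.559 CPM in infected and 0.294 ± 0.104 in uninfected cells. In spleen F13A1 rose 1.82-fold (0.86 ± 0.1, adjusted p = 0.000535), and its response did not differ past the threshold from that in macrophages (difference of log2 fold changes 0.27 ± 0.33, adjusted p = 0.713). For CCL2 the responses differed (difference of log2 fold changes 4.24 ± 0.61, adjusted p = 0.000949). The call for CCL2 in the test of the difference ended with limma-voom.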

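MSR1, the class A scavenger receptor of macrophages, stood at 11.9 ± 3.07 CPM in infected and 23.8 ± 1.95 in uninfected macrophages and did not pass the threshold (log2 fold change -1.0 ± 0.21, adjusted p = 0.0381 from edgeR's quasi-likelihood test). In spleen its log2 fold change was -0.61 ± 0.16, adjusted p = 0.0264. MSR1 in macrophages passed the threshold with each of the study's 3 tests, and MSR1 in spleen with edgeR's likelihood ratio test, DESeq2's Wald test, counts summed per gene symbol and the transcript of the highest mean CPM. These tests were rerun here, and in S4 and S5 Tables MSR1 does not pass an FDR of 0.01 in macrophages.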

The M2-associated marker MSR1 (Fig 7, S4 Table) was down-regulated. Furthermore, splenic macrophages did not display upregulation of angiogenic factors (VEGFA, EPHB1/4, DLL4, LYVE1, ANGPT1, NRP1), which are characteristic of M2 activation. 

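Of the 6 angiogenic factors of the paper's text tested in macrophages none was higher or lower by edgeR's quasi-likelihood test (0 higher and 0 lower when adjusted over the list alone; adjusted p = 0.994 from camera). At an unadjusted p under 0.05 there were 1 higher and 0 lower. The numbers called higher and lower were 0 and 0 by limma-voom, 0 and 0 by DESeq2's Wald test, 0 and 0 by edgeR's exact test and 0 and 0 by its likelihood ratio test. VEGFA had a log2 fold change of 0.91 ± 0.36, adjusted p = 0.218 and NRP1 one of 0.17 ± 0.18, adjusted p = 0.655. EPHB1 was below the count filter. The paper names these factors as not raised in these same macrophages, so the absence of calls there is not independent evidence. In spleen 4 of 7 were lower and 0 higher (0 higher and 6 lower when adjusted over the list alone; camera adjusted p = 0.000302 with a preset and adjusted p = 0.127 with an estimated correlation). These were LYVE1, a hyaluronan receptor of lymphatic and sinusoidal endothelium (-2.68 ± 0.2, adjusted p = 5.13e-05), VEGFA itself (-1.69 ± 0.23, adjusted p = 0.00101), the Notch ligand DLL4 (-1.32 ± 0.21, adjusted p = 0.00257) and the ephrin receptor EPHB4 (-1.17 ± 0.11, adjusted p = 0.000148). The responses of VEGFA (difference of log2 fold changes -2.49 ± 0.44, adjusted p = 0.00395) and LYVE1 (difference of log2 fold changes -2.34 ± 0.44, adjusted p = 0.00622) differed between spleen and macrophages. The call for DLL4 in spleen ended without infected spleen replicate 2 or 3 or uninfected spleen replicate 1 (adjusted p 0.01 to 0.0113), that for VEGFA in the test of the difference without uninfected splenic macrophages replicate 1, 3 or 4 (adjusted p 0.0102 to 0.012) and with the replicate number as a block, and that for LYVE1 in the test of the difference without infected spleen replicate 1, 2, 3 or 4 or uninfected spleen replicate 1, 2, 3 or 4 or infected splenic macrophages replicate 3 or uninfected splenic macrophages replicate 1, 3 or 4 (adjusted p 0.0106 to 0.0179) and with the replicate number as a block and no low-count filter.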

CCL2, which was highly upregulated in the spleen in VL, was demonstrated to drive the accumulation of tumor-associated macrophages and together with IL-6 (also found to be upregulated in splenic macrophages) promoted polarization and survival of M2-like macrophages [58].

To determine if the coexistent expression of M1- and M2-associated transcripts occurred within the same macrophages or within a mixed population of macrophages, we detected M1-associated (Ido1 and Cxcl9) and M2-associated (Arg1) mRNA transcripts in CD68^+^ splenic macrophages by *in situ* amplification and fluorescence hybridization [59]. We found that the spleen of hamsters with VL contained macrophages that were single-positive for either the M1 or M2 marker, and double-positive for both (Fig 8). Thus, splenic macrophages in VL have a diverse phenotype with evidence of M1, M2 and mixed polarization. Co-expression of M1 and M2 associated genes has also been shown in peritoneal macrophages elicited with *Toxoplama gondii* [52], adipose tissue macrophages [60], GM-CSF knockout mice [61] and monocytes infected with human cytomegalovirus [53]. A mixed phenotype of macrophages could also be present during the transition from acute to chronic stages of infection [62].

**Fig 8:**
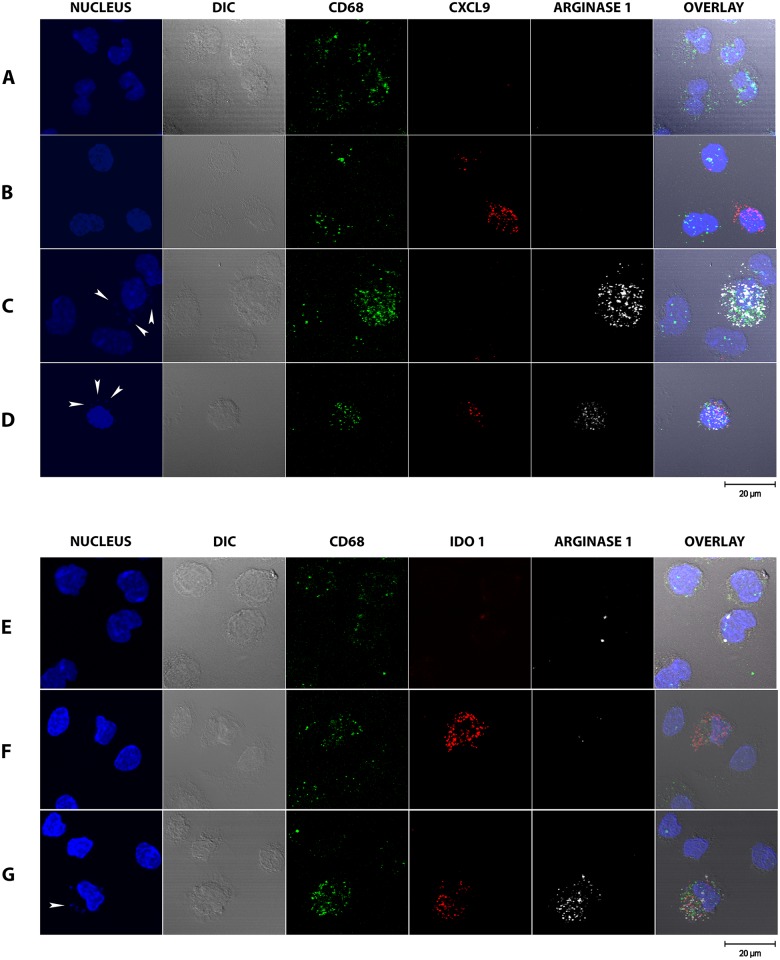
Single-cell expression of Cxcl9, Arg1, and Ido1 RNAs in splenic macrophages from uninfected and *L*. *donovani* infected hamsters. The single-cell expression of M1-associated (Ido1 and Cxcl9) and M2-associated (Arg1) mRNA transcripts and CD68 in splenic macrophages from uninfected (row A) and *L*. *donovani* infected hamsters (rows B, C, and D) was determined by *in situ* amplification and fluorescence hybridization. To determine co-expression, cells were hybridized with fluorescent probes specific to CD68, CXCL9, and Arginase 1 (upper panel) or CD68, IDO1, and Arginase 1 (lower panel) and imaged using confocal microscopy. Nuclei were detected by DAPI staining and cellular morphology by Differential interference contrast (DIC) microscopy. In some cases, parasite nuclei could be seen adjacent to macrophage nuclei (indicated by white arrowheads in the DAPI stained cells). The percent of single-positive and double-positive cells was calculated by counting 100 CD68-positive cells. Uninfected cells (row A) were negative for CXCL9, IDO1, and Arginase 1.

### Regulators of splenic macrophage polarization in VL

To better define the regulation of the splenic macrophage transcriptional response we examined differential expression of mRNAs of M1/M2-relevant specific transcription factors. 

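CEBPB, a factor of myeloid cells and acute inflammation, was 3.72-fold higher in infected spleen (log2 fold change 1.89 ± 0.2, adjusted p = 0.000258 from edgeR's quasi-likelihood test). The growth factor and cytokine signal transducers STAT5A and STAT5B had log2 fold changes of 0.52 ± 0.21, adjusted p = 0.117 and 1.14 ± 0.28, adjusted p = 0.0196. The best match of the leading STAT5A transcript is STAT5B, and the counts of these neighboring paralogs are not separated here. STAT5A passed the threshold with counts summed per gene symbol, and STAT5B with each of the study's 3 tests and counts summed per gene symbol.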

We also loaded the set of differentially expressed genes into IPA software to predict the transcription factors likely to be activated. mRNAs for transcription factors associated with M1 (IRF1, IRF7, STAT1, STAT5A/B) and M2 (IRF4, CEBPβ, STAT3) were upregulated, and except for CEBPβ, were predicted to be activated (S3 Table). 

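KLF4, a Krüppel-like factor of monocytes and vessels, was 2.09-fold lower in infected spleen, at 7 ± 0.681 CPM in infected and 14.6 ± 1.76 in uninfected spleens (log2 fold change -1.07 ± 0.17, adjusted p = 0.00229 from edgeR's quasi-likelihood test). In macrophages it had a log2 fold change of -0.55 ± 0.19, adjusted p = 0.171, and the test of the difference did not pass (difference of log2 fold changes -0.42 ± 0.24, adjusted p = 0.378). The call for KLF4 in spleen ended with no low-count filter. KLF4 in macrophages and KLF4 in the test of the difference passed the threshold with counts summed per gene symbol.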

The M2-associated transcription factor KLF4 was downregulated and predicted to be inhibited in the spleen (S3 Table). 

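STAT4 was higher in infected macrophages (log2 fold change 1.73 ± 0.23, adjusted p = 0.00671 from edgeR's quasi-likelihood test). RELA, of NF-kB (-0.24), IRF3 (-0.37), JUNB (-0.59), the antioxidant regulator NFE2L2 (-0.25), CEBPA (-0.16), CEBPB (-0.41) and NFKB1 (-0.12) had log2 fold changes below 0 with adjusted p of 0.429 to 0.774. The call for STAT4 ended without infected replicate 1, 3 or 4 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0181 to 0.0366) and with no low-count filter and the replicate number as a block.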

In splenic macrophages, STAT1 mRNA was significantly upregulated and this transcription factor was predicted to be activated, while other M1- (RELA, IRF3, IRF7, JUNB/AP1, NFE2L2/NRF2, IFI16) and M2-associated transcription factors (CEBPα,β; NFKB1/P50) were predicted to be activated (based on downstream gene targets) without increase in their mRNA expression (S3 Table). Overlapping network analysis suggests IRF7 as a primary regulator of M1-associated gene expression, and STAT1, IRF1 and STAT3 as dual regulators of both M1 and M2 gene expression in VL (Fig 9). IRF7 was shown previously to mediate acquired resistance in the liver of *L*. *donovani* infected mice via expression of IFN-γ and iNOS [63]. 

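STAT6, the mediator of interleukin-4 and interleukin-13 signals, stood at 206 ± 6.6 CPM in infected and 199 ± 5.83 in uninfected spleens (log2 fold change 0.05 ± 0.06, adjusted p = 0.567 from edgeR's quasi-likelihood test). It was at 116 ± 30.9 CPM in infected and 139 ± 9.13 in uninfected macrophages (-0.27 ± 0.2, adjusted p = 0.498).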

STAT6, which we showed was activated (phosphorylated) in the spleen in VL and was critically important for splenic arg1 expression [20,37], was neither upregulated at the transcript level or predicted to be activated. This suggests that the effect of STAT6 activation is limited to a relatively small set of genes that do not reach the threshold for detection of pathway activation in the context of global gene expression. Consistent with our previous finding [20], activation of STAT3 was predicted. Its activation may be driven by IL-21, IL-6 and/or IL-10, which were upregulated in the spleen and splenic macrophages. STAT3 may coordinately regulate with STAT6 the expression of M2-associated genes, including ARG1 [20]. STAT3 also has a key role in the expansion and suppressive activity of myeloid derived suppressor cells (see further discussion below) [64]. 

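IRF4, which also directs plasma cell differentiation, was 1.96-fold higher in infected spleen, at 150 ± 15.6 CPM in infected and 76.3 ± 7.16 in uninfected spleens (log2 fold change 0.97 ± 0.1, adjusted p = 0.000224 from edgeR's quasi-likelihood test). Its log2 fold change in macrophages was 0.04 ± 0.17, adjusted p = 0.921, and the test of the difference did not pass (difference of log2 fold changes 1.03 ± 0.22, adjusted p = 0.014). IRF4 in the test of the difference passed the threshold with a filter at 5 CPM, DESeq2's Wald test and counts summed per gene symbol.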

IRF4, a transcription factor that contributes to M2 polarization [65], showed upregulated mRNA but was not predicted to be activated.

**Fig 9:**
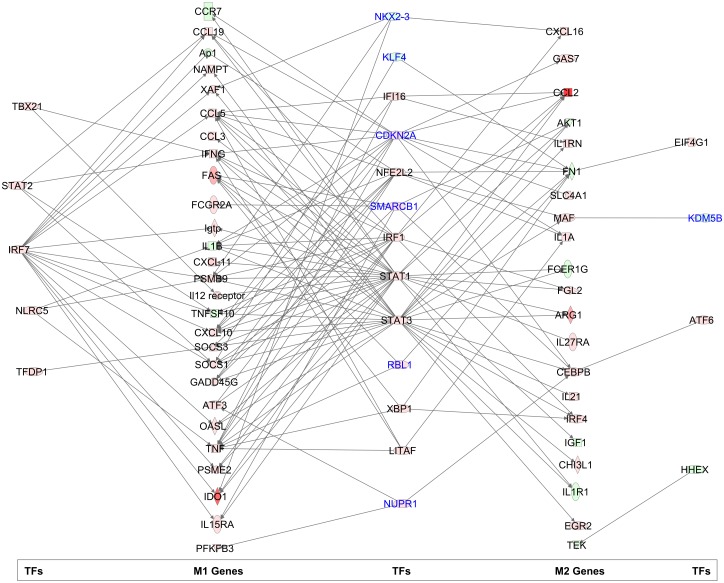
Predicted transcription factor regulation of M1- and M2-associated gene expression in splenic macrophages from hamsters with VL. The set of differentially expressed genes in splenic macrophages was loaded into IPA software to predict the transcription factors likely to be activated. Shown is the overlapping network analysis of these transcription factors and the differentially expressed transcripts.

### Interferons and interferon-response signature in VL

Consistent with previous studies in this experimental model [15,16,20,21] and human VL [6,9–11], we found IFN-γ was highly upregulated in the spleens of infected hamsters (>50-fold increase). 

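IFNG, the gene of interferon-gamma, stood at 25.3 ± 2.67 CPM in infected and 0.558 ± 0.176 in uninfected spleens (transcript 120323, n = 4 per group), a 46.5-fold rise (log2 fold change 5.54 ± 0.23, adjusted p = 1.71e-06 from edgeR's quasi-likelihood test). All infected spleens were above all uninfected spleens.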

We also found significantly increased splenic expression of >100 known IFN-responsive genes (Figs 10A and S5, S5 Table). These included members of the IFI gene family, interferon-stimulated genes (ISG), guanylate binding proteins, interferon response factors, and antiviral effectors. 

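Of 131 genes of S5 Table tested, 73 were higher (55.7%) and 11 lower by edgeR's quasi-likelihood test (83 higher and 14 lower when adjusted over the list alone; camera adjusted p = 3.83e-12 with a preset and adjusted p = 0.0795 with an estimated correlation). GBP1, a guanylate-binding protein that acts on pathogen vacuoles, rose 151-fold (log2 fold change 7.24 ± 0.35, adjusted p = 3.87e-06), and SPP1, osteopontin, 57.8-fold (5.85 ± 0.67, adjusted p = 0.000426). The guanylate-binding protein GBP2 rose 11.2-fold (3.49 ± 0.16, adjusted p = 2.43e-06), and CXCL9 29.3-fold (4.87 ± 0.1, adjusted p = 3.35e-08). The study curated these genes from 3 publications. Among 20 interferon-gamma-induced genes listed beforehand, 16 were higher and 0 lower (18 higher and 0 lower when adjusted over the list alone; camera adjusted p = 3.26e-15 with a preset and adjusted p = 0.086 with an estimated correlation). Of 13 genes of class I presentation, 11 were higher and 0 lower (12 higher and 0 lower when adjusted over the list alone; camera adjusted p = 2.79e-09 with a preset and adjusted p = 0.0892 with an estimated correlation). The peptide transporter TAP1 was among the former (1.43 ± 0.11, adjusted p = 4.65e-05). The call for SPP1 ended with limma-voom. For SPP1 without uninfected replicate 3 (7.12) the fold moved by more than 1.5 times, to the log2 value in parentheses.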

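In infected macrophages 19 of 118 tested interferon-response genes of S5 Table (16.1%) were higher and 1 lower by edgeR's quasi-likelihood test (45 higher and 3 lower when adjusted over the list alone; camera adjusted p = 1.56e-13 with a preset and adjusted p = 0.0515 with an estimated correlation). Of 20 interferon-gamma-induced genes listed beforehand 8 were higher and 0 lower (13 higher and 1 lower when adjusted over the list alone; camera adjusted p = 2.96e-10 with a preset and adjusted p = 0.113 with an estimated correlation). GBP1 rose 16.8-fold in macrophages (log2 fold change 4.07 ± 0.31, adjusted p = 0.000733), GBP2 6.04-fold (2.59 ± 0.22, adjusted p = 0.0012) and TRPM2, a cation channel, 4.93-fold (2.3 ± 0.2, adjusted p = 0.00141). The share differed from that in spleen (Fisher's exact test, two-sided p = 5.87e-11). Over the 116 genes tested in both, 18 were higher in both, 52 in spleen alone and 1 in macrophages alone (exact McNemar test, p = 1.2e-14). Genes are not independent replicates in either test. Of the same genes 92 had a positive log2 fold change in spleen (median 0.93) and 87 in macrophages (median 0.68). The number higher in macrophages was 11 without uninfected replicate 1, 12 without uninfected replicate 3, and 12 without uninfected replicate 4. The calls for GBP1 and TRPM2 ended with the replicate number as a block.

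**Figure D3:**
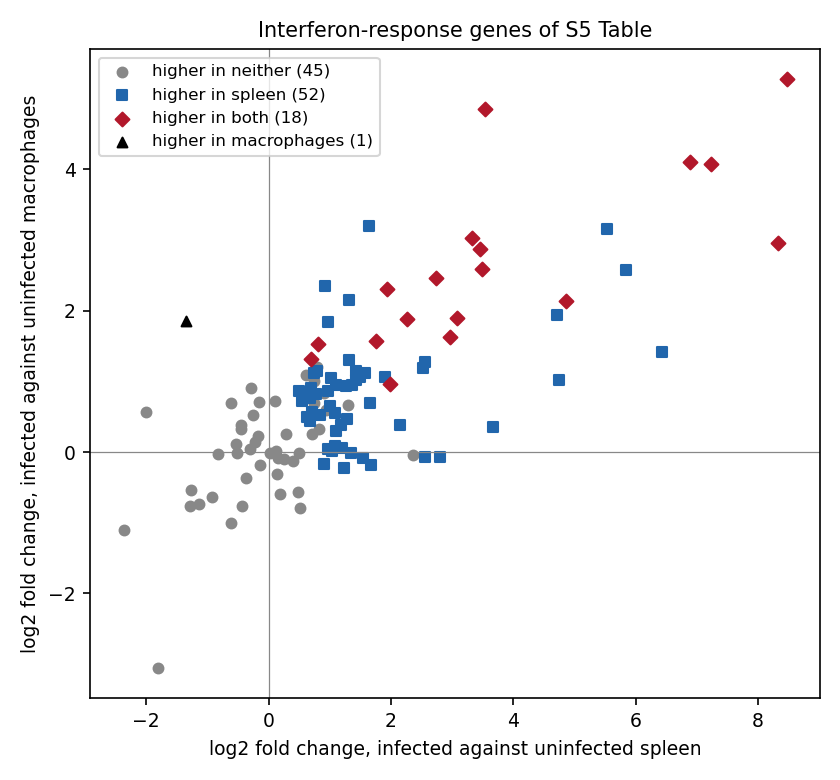
Log2 fold change with infection of each interferon-response gene of S5 Table tested in both experiments, in spleen (horizontal axis) and in splenic macrophages (vertical axis). Each point is 1 gene, colors show in which experiment it passed a false discovery rate of 0.01, and 18 genes were higher in both.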

The repertoire of interferon response genes (compared to a manually curated reference set) was significantly more extensive in the spleen tissue compared to splenic macrophages (99/148 [67%] vs. 52/148 [35%]; *p* = 0.0001 by Fisher Exact Test; S5 Table). Ingenuity Pathway Analysis confirmed that there were fewer IFN-response genes upregulated in splenic macrophages relative to the whole spleen (Fig 10A and 10B). Collectively, these data suggest impaired or altered responsiveness of splenic macrophages to interferons in VL relative to other spleen cell populations. 

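The log2 fold changes of 18 interferon-response genes were larger in spleen and those of 4 larger in macrophages, of 133 tested for the difference itself by edgeR's quasi-likelihood test of the interaction. CXCL9 is among the former (difference of log2 fold changes 2.85 ± 0.18, adjusted p = 2.08e-06), as is GBP1 (difference of log2 fold changes 3.32 ± 0.44, adjusted p = 0.000511). Over all genes, SOD2, the mitochondrial superoxide dismutase (adjusted p = 0.00487), and LILRB4, an inhibitory receptor of myeloid cells (adjusted p = 3.13e-05), responded more in spleen. Uninfected spleens hold 0 counts of this SOD2 transcript (114836) and 1 of this LILRB4 transcript (141600), so no size is given here. These 2 genes and those that follow are each given by the transcript with the largest difference, which need not stand for the whole gene. Among named genes at a mean of at least 5 CPM over the 16 libraries, the largest other differences toward spleen were those of IBSP (5.84 ± 1.0, adjusted p = 0.00337), the cysteine dioxygenase CDO1 (5.64 ± 0.48, adjusted p = 1.27e-05) and IRG1 (5.43 ± 0.83, adjusted p = 0.00145). The transcription factor SOX4 (adjusted p = 0.0058) had a negative difference and fell in spleen (log2 fold change -3.12 ± 0.29). Uninfected macrophages hold 2 of its counts, so no size of the difference is given here either. Under the same limit, the largest other negative differences were those of EMR4, an adhesion receptor of macrophages (-4.99 ± 0.93, adjusted p = 0.006), DCUN1D5 (-4.43 ± 0.74, adjusted p = 0.00273), ETS2 (-4.42 ± 0.46, adjusted p = 5.88e-05) and ELOVL1 (-4.29 ± 0.35, adjusted p = 6.77e-06). These genes fell in spleen, with log2 fold changes of -4.5, -5.98, -4.18 and -4.61 in this order. In macrophages none of them was called (0.6, -1.47, 0.32 and -0.23). In all 669 of 42179 transcripts responded differently, 460 with the larger log2 fold change in spleen (68.8%). With library totals in place of TMM the share was 43.8% of 806. The total was 411 without infected spleen replicate 2, 406 without infected spleen replicate 3, 438 without infected macrophage replicate 3, 405 without uninfected macrophage replicate 1, 445 without uninfected macrophage replicate 3, and 442 without uninfected macrophage replicate 4. The calls for SOD2, IBSP, SOX4 and EMR4 ended without 1 or more of infected spleen replicate 1, 2, 3 and 4 and infected splenic macrophages replicate 1, 2, 3 and 4 and uninfected spleen replicate 1, 2, 3 and 4 and uninfected splenic macrophages replicate 1, 2, 3 and 4 (adjusted p 0.0102 to 0.0691), that for GBP1 with limma-voom, the replicate number as a block and the transcript of the highest mean CPM, those for SOD2, SOX4 and DCUN1D5 with limma-voom and the replicate number as a block, those for IBSP and IRG1 with limma-voom, and that for EMR4 with limma-voom, the replicate number as a block and counts summed per gene symbol. For IBSP without uninfected spleen replicate 1 (6.43), IRG1 without uninfected spleen replicate 2 (6.1), and IRG1 without uninfected spleen replicate 4 (4.73) the fold moved by more than 1.5 times, to the log2 value in parentheses, and the fitted fold moved as far for LILRB4 without uninfected spleen replicate 2, LILRB4 without uninfected spleen replicate 4, and SOX4 without uninfected splenic macrophages replicate 3, where a group is left with 0 to 3 counts and no value is given, and the direction turned for DCUN1D5 with counts summed per gene symbol (0.21). From the smaller number of upregulated interferon-response genes in macrophages than in spleen tissue, the paper proposes that splenic macrophages respond to interferons in an impaired or altered way compared with other cells of the spleen.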

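IFNG stood at 1.65 ± 0.693 CPM in infected and 0.174 ± 0.0655 in uninfected macrophages, a fitted ratio of 8.95, and did not pass the threshold (log2 fold change 3.16 ± 0.5, adjusted p = 0.0134 from edgeR's quasi-likelihood test). Its response was not shown to differ from that in spleen (difference of log2 fold changes 2.5 ± 0.52, adjusted p = 0.0115). Of 5 genes of natural killer and cytotoxic cells, which also make interferon-gamma, tested there, 2 were higher and 0 lower (3 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.000612 with a preset and adjusted p = 0.113 with an estimated correlation). These were granzyme A, GZMA (3.0 ± 0.43, adjusted p = 0.009), and CST7 (2.19 ± 0.26, adjusted p = 0.00466). Of 14 T cell genes, 0 were higher and 0 lower (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0279 with a preset and adjusted p = 0.146 with an estimated correlation). At an unadjusted p under 0.05 there were 6 higher and 1 lower. The numbers called higher and lower were 0 and 0 by limma-voom, 4 and 1 by DESeq2's Wald test, 3 and 0 by edgeR's exact test and 3 and 0 by its likelihood ratio test. The call for GZMA in macrophages ended without infected splenic macrophages replicate 1, 2, 3 or 4 or uninfected splenic macrophages replicate 1, 2, 3 or 4 (adjusted p 0.0131 to 0.0505) and with no low-count filter, the replicate number as a block and counts truncated to whole numbers, and that for CST7 in macrophages without infected splenic macrophages replicate 1, 3 or 4 or uninfected splenic macrophages replicate 1, 2, 3 or 4 (adjusted p 0.0142 to 0.028) and with the replicate number as a block. IFNG in macrophages passed the threshold with each of the study's 3 tests and counts summed per gene symbol, and IFNG in the test of the difference with a filter at 5 CPM, DESeq2's Wald test and counts summed per gene symbol.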

Although the production of IFN-γ is considered to be restricted to T cells and NK cells, we also found increased IFN-γ expression in splenic macrophages from hamsters with VL (11-fold increase) (Fig 6, S4A Table). Other studies demonstrated that murine macrophages expressed IFN-γ in response to LPS, IFNγ, *M*. *tuberculosis*, and *Streptococcus pyogenes* [66–69].

**Fig 10:**
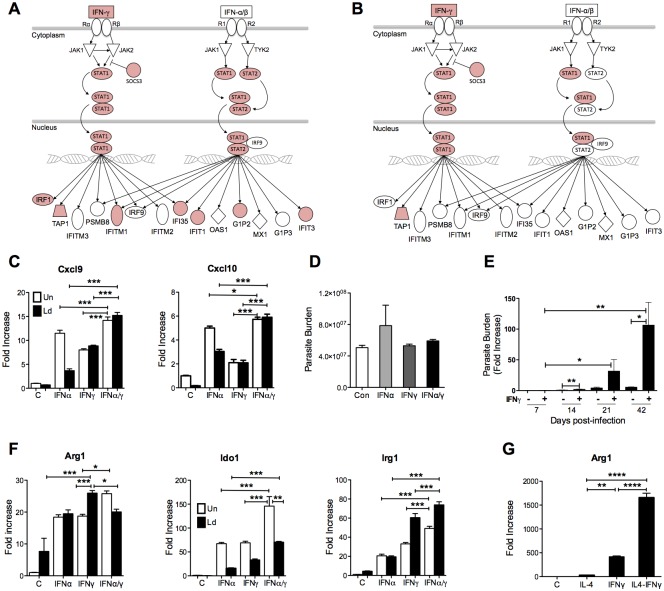
IFN-γ signaling leads to altered gene expression and increased parasite load in infected splenic macrophages. Differentially expressed transcripts from spleen tissue **(A)** and splenic macrophages **(B)** were loaded into IPA and the canonical IFN-γ signaling pathway generated. Transcripts upregulated in infection are shaded in red. **(C)** Expression of Cxcl9 and Cxcl10 in bone marrow derived macrophages (BMDMs) that were uninfected (Un) or infected *in vitro* with *L*. *donovani* (Ld), and left unstimulated (C) or stimulated with IFN-α, IFN-γ, or a combination of both (IFNα/γ) for 24 hrs. Data are shown as the mean and SEM of the fold-change relative to the uninfected, unstimulated group. **(D)** Parasite burden in bone marrow derived macrophages infected *in vitro* with *L*. *donovani* and left unstimulated (Con) or stimulated by IFN-α, IFN-γ, or a combination of both (IFNα/γ) for 24 hrs. **(E)** Relative parasite burden in splenic macrophages isolated from hamsters at 7, 14, 21, and 42 days after *L*. *donovani* infection, cultured and stimulated *ex vivo* for 24 hrs with hamster IFNγ (+) or mock supernatant (-). Parasite load was determined by expression of Leishmania 18S gene and fold-increase calculated against uninfected cells. **(F)** Expression of Arg1, Ido1, and Irg1 in uninfected (Un) and infected (Ld) BMDMs treated for 24 hrs with recombinant mouse IFN-α, recombinant hamster IFN-γ, or a combination of both (IFNα/γ). **(G)** Expression of Arg1 in uninfected BMDMs treated for 24 hrs with recombinant hamster IL-4, IFN-γ, or a combination of both (IL4-IFNγ). *p<0.05; **p<0.01; ***p<0.001.

In the environment of the chronically infected spleen, the high level of IFN-γ expression is ineffective in mediating exclusive M1 macrophage polarization, suppressing M2-associated gene expression, and restraining parasite replication and progressive disease. The generation of nitric oxide via macrophage inducible nitric oxide synthase (NOS2) is a key anti-leishmanial effector mechanism in mice [17]. Consistent with our previous observations [16,18], NOS2 was notably absent from the upregulated M1-associated repertoire of genes. 

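NOS2 stood at 0.37 ± 0.164 CPM in infected and 1.33 ± 0.678 in uninfected spleens (log2 fold change -1.82 ± 0.58, adjusted p = 0.0539 from edgeR's quasi-likelihood test). In macrophages it was below the count filter, at 0.0739 ± 0.103 CPM in infected and 0.031 ± 0.0402 in uninfected cells, so that a small change was not detectable at this depth.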

NOS2 is a target of IFN-γ via the action of STAT1 and IRF1. These transcription factors were predicted to be activated, so the absence of NOS2 expression suggests its suppression by other regulatory mechanisms. Specific sequences in the hamster NOS2 promoter that render it less responsive to IFN-γ-mediated transactivation (also found in the human NOS2 promoter) [18] may contribute to this. There is also a large body of evidence that supports NOS2 suppression by anti-inflammatory cytokines such as IL-10 (see below).

Evidence for a role of type 1 interferons in *Leishmania* infection is ambiguous. Early type 1 IFN production is protective in murine *L*. *major* infection, probably via promoting or shaping the adaptive Th1 response [70,71]. However, IFN-β impaired parasite killing in human macrophages [72]. Furthermore, sustained pathogen-induced type 1 interferon signaling can promote infection with intracellular bacteria [73–76]. Since many of the upregulated IFN-response genes in VL are induced by type 1 interferons (either uniquely or in common with IFN-γ), we reasoned that the apparent unresponsiveness of infected macrophages to IFN-γ could be due to antagonistic crosstalk with type 1 IFN signaling (reviewed in [77]). Pathway analysis revealed evidence of activation of the type 1 interferon signaling pathway with upregulation of numerous type 1 IFN-responsive genes in the spleen (Figs 10A and S5; S5 Table). 

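Of 23 type I interferon-induced genes listed beforehand, 16 were higher in infected spleen and 0 lower by edgeR's quasi-likelihood test (17 higher and 1 lower when adjusted over the list alone; camera adjusted p = 1.5e-05 with a preset and adjusted p = 0.127 with an estimated correlation). IFIT1, which binds viral RNA, rose 6.97-fold (log2 fold change 2.8 ± 0.52, adjusted p = 0.00557), RSAD2, the antiviral protein viperin, 5.86-fold (2.55 ± 0.35, adjusted p = 0.00114), and the ubiquitin-like ISG15 3.73-fold (1.9 ± 0.32, adjusted p = 0.00331). In macrophages 1 of 21 was higher and 0 lower (2 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.000357 with a preset and adjusted p = 0.291 with an estimated correlation), the former being XAF1, a promoter of apoptosis (1.32 ± 0.19, adjusted p = 0.009). Of the 24 genes, 2 responded more in spleen and 0 more in macrophages in the test of the difference. The call for IFIT1 in spleen ended without infected replicate 1, 2, 3 or 4 or uninfected replicate 1, 3 or 4 (adjusted p 0.0103 to 0.0163) and with limma-voom, that for ISG15 in spleen without infected replicate 3 or uninfected replicate 1, 3 or 4 (adjusted p 0.0105 to 0.0127) and with limma-voom, and that for XAF1 in macrophages without infected replicate 1, 2, 3 or 4 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0111 to 0.0428) and with no low-count filter and the replicate number as a block. The paper reasons from the many upregulated genes that type 1 interferons induce that signals of these interferons acting against those of IFN-γ could account for the apparent lack of response of infected macrophages to IFN-γ.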

Surprisingly, we did not find increased expression of type 1 or type 3 interferon transcripts in the spleen of infected animals in the RNA-Seq dataset (data accessible in NCBI's Gene Expression Omnibus [54] through GEO Series accession number GSE91187; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE91187). 

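None of the 21 type I and type III interferon genes listed beforehand had a transcript named for it in the files (0 of 21). Names were deposited only for transcripts past the authors' count filter, so a low level and a missing match cannot be told apart here. Sensors and regulators that act upstream of these interferons were present, among them DDX58, the RNA sensor RIG-I, which was 1.54-fold higher in infected spleen (log2 fold change 0.63 ± 0.1, adjusted p = 0.00204 from edgeR's quasi-likelihood test), and TLR3, a receptor for double-stranded RNA, which was 2.42-fold lower (-1.28 ± 0.17, adjusted p = 0.00085).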

Since there is considerable heterogeneity in type 1 and type 3 interferons among different animal species, it is possible that some hamster IFN sequences were missed because they did not have sufficient homology to mouse, rat, or human sequences to meet the threshold of identification by BLAST. Alternatively, activation of the type 1 IFN pathway independent of type 1 IFNs, such as may occur via TLR-mediated activation of IRF3 or IRF7 [78,79] (which were predicted to be activated), may contribute to the broad type 1 IFN-response signature.

To evaluate the functional significance of IFN signaling we exposed hamster macrophages to IFN-α, IFN-γ or both. We found that both were effective in inducing the classic IFN-response genes, CXCL9 and CXCL10 (Fig 10C). Pre-exposure to IFN-α did not blunt the IFN-γ-induced transcriptional response but amplified the expression of IFN-response genes (Fig 10C). This indicates there was no IFN-α-induced inhibitory crosstalk. Pre-exposure of bone marrow derived macrophages to IFN-α, like IFN-γ [16], did not lead to parasite killing (Fig 10D). Strikingly, however, splenic macrophages isolated from hamsters with VL showed a dramatic increase in parasite burden when exposed to IFN-γ (Fig 10E). This pathological effect increased over the course of the infection. Collectively, these data indicate that type 1 interferons have neither a direct pathologic or protective role, but IFN-γ has a paradoxical disease promoting effect on macrophages conditioned by the inflammatory environment of the spleen or the high intracellular parasite load in VL.

We found evidence that IFN-γ induces immunomodulatory proteins that are likely to render the macrophage more permissive to parasite replication. Our previous work demonstrated a pathological role for macrophage Arg1 in VL [19,20]. Arg1 is a prototypic IL-4-induced M2 marker in most models (as discussed above). The pathological expression of Arg1 in *L*. *major* infection in mice is driven by a dominant Th2 response [80–82]. In contrast, our data indicate that expression of Arg1 is not part of a conventional Th2-driven M2 macrophage phenotype, but occurs within the highly proinflammatory, IFN-dominated environment of the spleen. 

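ARG1 rose 37.1-fold in infected spleen, from 24.1 ± 15.8 to 850 ± 263 CPM (log2 fold change 5.21 ± 0.44, adjusted p = 8.66e-05 from edgeR's quasi-likelihood test). Of 4 genes of T helper 2 cells tested, 0 were higher and 1 was lower (0 higher and 1 lower when adjusted over the list alone), the latter being IL1RL1, the receptor for interleukin-33 (-1.64 ± 0.34, adjusted p = 0.00911). GATA3, the lineage factor of these cells, had a log2 fold change of 0.28 ± 0.27, adjusted p = 0.499. IL4 was below the count filter in spleen, at 0.168 ± 0.199 CPM in infected and 0 ± 0 in uninfected spleens, and in macrophages it had a log2 fold change of 1.59 ± 0.65, adjusted p = 0.232. The call for IL1RL1 in spleen ended without infected replicate 1, 2, 3 or 4 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0102 to 0.0296) and with DESeq2 size factors and no low-count filter.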

We show here for the first time that both IFN-α and IFN-γ are potent inducers of Arg1 in uninfected and infected macrophages (Fig 10F). Furthermore, IL-4 and IFN-γ, both of which are expressed in the spleen in VL, were synergistic in their induction of Arg1 expression (Fig 10G). Since Arg1 expression impairs macrophage and T cell effector function (the latter through depletion of L-arginine), this may be part of the mechanism through which IFN-γ is paradoxically disease-promoting.

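IDO1 stood at 653 ± 109 CPM in infected and 1.77 ± 0.438 in uninfected spleens, a 353-fold rise (log2 fold change 8.47 ± 0.21, adjusted p = 1.06e-07 from edgeR's quasi-likelihood test). It was at 96.5 ± 26.9 CPM in infected and 2.51 ± 0.862 in uninfected macrophages, a 38.9-fold rise (5.28 ± 0.32, adjusted p = 0.000242). Both values are of transcript 99958. The response was larger in spleen (difference of log2 fold changes 3.29 ± 0.37, adjusted p = 0.000128). Of 17 genes of arginine and tryptophan metabolism tested in spleen, 8 were higher and 1 lower (9 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00155 with a preset and adjusted p = 0.127 with an estimated correlation), among them the cystine transporter SLC7A11 (6.39 ± 0.92, adjusted p = 0.0014). In macrophages 3 of 13 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0279 with a preset and adjusted p = 0.228 with an estimated correlation), namely IDO1, ARG1 and WARS. The calls for IDO1 in the test of the difference and SLC7A11 in spleen ended with limma-voom.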

The IFN-γ-inducible gene indoleamine 2,3-deoxygenase (IDO-1), which mediates the catalytic degradation of L-tryptophan [83], was highly upregulated in the whole spleen (369-fold) and splenic macrophages (40-fold) of hamsters with VL (Fig 6, S4A Table). IDO-1 was induced in macrophages by IFN-γ and/or IFN-α, and this was amplified by infection with *L*. *donovani* (Fig 10F). Previous studies demonstrated that Ido1 can suppress adaptive immunity through generation of T cell tolerance [83], suppression of the T cell stimulatory capacity of dendritic cells [84], generation of regulatory T cells [85], and polarization of macrophages into an M2-like phenotype [86]. Ido1 has been proposed as a biomarker of active VL in humans [87] and a pathological determinant in experimental *L*. *major* infection [84,88]. Its role in the pathogenesis of VL remains to be determined.

Another IFN-γ-induced transcript, immunoresponsive gene 1 (Irg1) [89] was significantly up regulated in the infected spleen (365-fold) and splenic macrophages (7.8-fold) compared to uninfected controls (Fig 6, S4 Table). 

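The leading transcript of IRG1, number 137093, which encodes the enzyme that makes itaconate, stood at 104 ± 47.3 CPM in infected and 0.494 ± 0.541 in uninfected spleens, a 321-fold rise (log2 fold change 8.33 ± 0.67, adjusted p = 6.55e-05 from edgeR's quasi-likelihood test). In macrophages it stood at 109 ± 48.3 CPM in infected and 14.1 ± 4.37 in uninfected cells, a 7.71-fold rise (2.95 ± 0.37, adjusted p = 0.0052). The call for IRG1 in macrophages ended without infected replicate 1 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0148 to 0.0313) and with the replicate number as a block, and that for IRG1 in spleen with limma-voom. For IRG1 in spleen without uninfected replicate 2 (8.98), and IRG1 in spleen without uninfected replicate 4 (7.63) the fold moved by more than 1.5 times, to the log2 value in parentheses.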

Irg1 expression was increased in macrophages following IFN-γ and/or IFN-α exposure, and this was amplified by infection (Fig 10F). Recently, IRG1 was found to suppress macrophage activation via expression of the negative regulator A20 [90]. Thus, the high level of IFN-γ expression in VL may be paradoxically counterproductive by promoting the development of macrophage and/or T cell phenotypes that favor parasite growth and survival. This possibility needs further research.

### Splenic expression of cytokine inhibitors of macrophage effector function in VL

Concomitant with the IFN-γ expression, several anti-inflammatory cytokines that favor parasite growth and survival were expressed in the spleen and/or splenic macrophages. IL-10 and IL-10R were upregulated in splenic macrophages. IL-10 has emerged as a key cytokine that drives VL pathogenesis [6,12] through suppression of effector T cell responses and possibly macrophage function. The binding of immune complexes (known to be abundant in active VL [91]) to Fc-gamma receptors (upregulated in splenic macrophages) can also polarize macrophages to a regulatory IL-10-producing phenotype [92,93]. 

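Of the 5 genes of Fc-gamma receptors tested in macrophages, 0 were higher and 0 lower by edgeR's quasi-likelihood test (1 higher and 0 lower when adjusted over the list alone; adjusted p = 0.0836 from camera). At an unadjusted p under 0.05 there were 3 higher and 0 lower. The numbers called higher and lower were 1 and 0 by limma-voom, 1 and 0 by DESeq2's Wald test, 1 and 0 by edgeR's exact test and 1 and 0 by its likelihood ratio test. FCGR4, a receptor for IgG complexes, had a log2 fold change of 0.75 ± 0.26, adjusted p = 0.157, FCGR3 one of 0.92 ± 0.34, adjusted p = 0.183, the inhibitory FCGR2B one of 1.13 ± 0.58, adjusted p = 0.333, and FCER1G, the signaling chain, one of -0.47 ± 0.28, adjusted p = 0.414. The best match of the FCGR3 transcript is FCGR2A, and these receptors share sequence, so that counts of single members are uncertain. FCGR4 passed the threshold with counts summed per gene symbol.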

The pleiotropic cytokines IL-21 and IL-27 can induce the production of IL-10 through the activation of STAT3 [94,95]. Co-expression of splenic IL-21, IL-27 and IL-10, and IL-21-mediated induction of IL-10, was shown in patients with VL [96]. In our model, Il27 mRNA (IL-27p38 subunit) was upregulated 2.7-fold (FDR = 0.045) in the spleen in VL. However, the other subunit of the heterodimer, Eib3, was downregulated (2.0-fold in the spleen and 2.7-fold in splenic macrophages; FDR<0.001 for both). 

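IL27, the p28 subunit of interleukin-27, stood at 1.67 ± 0.33 CPM in infected and 0.63 ± 0.157 in uninfected spleens, a fitted ratio of 2.71 (log2 fold change 1.44 ± 0.39, adjusted p = 0.0285 from edgeR's quasi-likelihood test). This value lies past a false discovery rate of 0.05 and not past 0.01. Its receptor chain IL27RA had a log2 fold change of 0.09 ± 0.22, adjusted p = 0.815. IL27 passed the threshold with edgeR's exact test, edgeR's likelihood ratio test and counts summed per gene symbol, and IL27RA with counts summed per gene symbol.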

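EBI3 was 2.04-fold lower in infected spleen, at 10.9 ± 2.07 CPM in infected and 22.1 ± 2.03 in uninfected spleens (log2 fold change -1.03 ± 0.17, adjusted p = 0.00268 from edgeR's quasi-likelihood test). It was 2.76-fold lower in infected macrophages, at 24.6 ± 6.21 CPM in infected and 68.3 ± 5.96 in uninfected cells (-1.46 ± 0.19, adjusted p = 0.00679). The call for EBI3 in spleen ended without infected replicate 2 or uninfected replicate 1 or 4 (adjusted p 0.0102 to 0.0113), and that for EBI3 in macrophages without infected replicate 1, 3 or 4 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0144 to 0.0329) and with the replicate number as a block.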

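IL21, a cytokine of follicular helper T cells, stood at 7.93 ± 0.905 CPM in infected and 0.131 ± 0.0857 in uninfected spleens (68.6-fold, log2 fold change 6.1 ± 0.41, adjusted p = 2.74e-05 from edgeR's quasi-likelihood test). IL21R rose 2.01-fold there (1.01 ± 0.09, adjusted p = 0.000141). Of 12 genes of regulatory and follicular helper T cells, 4 were higher and 1 lower (6 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0409 with a preset and adjusted p = 0.292 with an estimated correlation), with the costimulatory receptor ICOS at 2.19 ± 0.13, adjusted p = 1.24e-05.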

IL-21 and its receptor were upregulated in the spleen, and IL-21R was upregulated in splenic macrophages. Besides its induction of IL-10, IL-21 receptor signaling may also promote infection via M2 polarization of macrophages [97], development of Th2 responses [98], and suppression of dendritic cell activation and maturation [99]. It could also have a role in expansion of splenic hematopoietic progenitor cells [100] and B cells, both of which are associated with an increase in parasite burden [101]. Splenic B cells in turn may promote infection by production of IL-10 and suppression of protective Th1 cell responses [102–104].

Inflammatory cues in a number of infections and cancers lead to accumulation of a heterogeneous population of immature myeloid-derived suppressor cells (MDSC) that have profound anti-inflammatory and immunosuppressive effects [105]. These cells accumulate in the blood, bone marrow, and secondary lymphoid organs and may arise within either the granulocytic or monocytic MDSC lineages [106]. 

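In infected spleen IL1A, one form of interleukin-1, was 5.02-fold higher (log2 fold change 2.33 ± 0.44, adjusted p = 0.00608 from edgeR's quasi-likelihood test), and IL1B, the other form, was 2.08-fold lower (-1.05 ± 0.22, adjusted p = 0.00911). The response of IL1B differed from the rise in macrophages (difference of log2 fold changes -1.91 ± 0.27, adjusted p = 0.00064). TNF had a log2 fold change of 0.21 ± 0.28, adjusted p = 0.661, and no count lay on the leading transcript of IL6 in any spleen library. The call for IL1A in spleen ended without infected spleen replicate 1, 2 or 3 or uninfected spleen replicate 1, 2 or 3 (adjusted p 0.0142 to 0.0204) and with limma-voom, and that for IL1B in spleen without infected spleen replicate 1, 2, 3 or 4 or uninfected spleen replicate 1, 2 or 4 (adjusted p 0.011 to 0.0303) and with limma-voom and DESeq2 size factors.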

MDSCs are induced by pro-inflammatory cytokines (TNF, IL-6, IL-1), such as we found in the inflammatory environment of the spleen in VL. MDSCs promote immune suppression primarily by dampening T cell responses [105,107], but may also provide a permissive environment for replication of intracellular pathogens. 

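Of 13 genes associated with myeloid-derived suppressor cells, 2 were higher in infected macrophages and 0 lower by edgeR's quasi-likelihood test (5 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0241 with a preset and adjusted p = 0.143 with an estimated correlation). In spleen 7 of 14 were higher and 1 was lower (7 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.02 with a preset and adjusted p = 0.344 with an estimated correlation). CYBB, the catalytic subunit of the phagocyte oxidase, rose 4.16-fold in spleen (log2 fold change 2.06 ± 0.14, adjusted p = 2.74e-05) and CD274, the ligand PD-L1, 2.57-fold (1.36 ± 0.09, adjusted p = 3.19e-05), and the integrin ITGAM fell 1.48-fold (-0.56 ± 0.1, adjusted p = 0.00538). The call for ITGAM ended without infected replicate 2, 3 or 4 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0122 to 0.0202) and with no low-count filter.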

Arg1 and Ido1, which were highly upregulated in splenic macrophages in VL, are common mediators of the immunosuppression conferred by MDSC [105,108]. The high expression of CCL8 in the spleen in VL may also contribute to the expansion of immature myeloid cells having a regulatory phenotype [109]. 

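CCL8, a ligand of CCR2 and other receptors of monocytes, stood at 724 ± 99.5 CPM in infected and 6 ± 1.53 in uninfected spleens, a 119-fold rise (log2 fold change 6.89 ± 0.2, adjusted p = 2.52e-07 from edgeR's quasi-likelihood test). In macrophages it rose 17.1-fold, from 8.45 ± 1.55 to 145 ± 56.2 CPM (4.1 ± 0.33, adjusted p = 0.00088), and the responses differed (difference of log2 fold changes 2.88 ± 0.4, adjusted p = 0.000614). The call for CCL8 in macrophages ended with the replicate number as a block, and that for CCL8 in the test of the difference with limma-voom.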

While tools to detect surface markers for MDSCs in hamsters are not available, our data suggests that splenic MDSCs may have a role in disease progression in VL.

### The parasite-promoting effect of IFN-γ is mediated through STAT3 activation

We hypothesized that IFN-γ may increase parasite load in splenic macrophages through the STAT3 pathway, which was predicted by IPA analysis of the RNA-seq dataset to be activated during VL (S3 Table; Fig 9). STAT3 phosphorylation was significantly increased in splenic macrophages from hamsters with VL as early as 7 days post-infection and was sustained throughout the course of infection (Fig 11A). This preceded the activation of STAT1, which was increased at day 14 and 28 post-infection. We used a chemical inhibitor to block STAT3 phosphorylation in infected splenic macrophages exposed to IFN-γ (Fig 11B). Inhibition of STAT3 activation abrogated the IFN-γ-induced increase in parasite load and ARG1 expression in *in vitro* infected bone marrow macrophages (Fig 11C) and *ex vivo* cultured splenic macrophages from hamsters with VL (Fig 11D). We reasoned that IFN-γ could mediate the disease promoting effect through direct STAT3 activation, as has been demonstrated [110,111], or through an indirect pathway involving STAT3-activating counter-regulatory cytokines, such as IL-10. Using a STAT3 reporter assay, we found that exposure to *L*. *donovani* and IFN-γ induced STAT3 activation as early as 4 hrs after exposure (Fig 11E). This early effect would not be dependent on *de novo* synthesis of a secondary protein mediator, and was not affected by IL-10 neutralization (Fig 11E). However, at 48 hrs after exposure the increased IFN-γ-induced STAT3 activation was reduced by neutralization of IL-10 (Fig 11E), suggesting an indirect effect that required synthesis of this cytokine. Lastly, we found that IFN-γ induced a STAT3-dependent IL-10 response in *in vitro* infected bone marrow-derived macrophages (Fig 11F) and *ex vivo* stimulated splenic macrophages from hamsters with VL (Fig 11G). Collectively, these data indicate that IFN-γ promotes disease in experimental VL in part through direct and indirect (via IL-10) activation of STAT3, which then acts on downstream genes (e.g. Arg1) that confer a permissive macrophage phenotype. The blockade of this process with STAT3 inhibitors, which are being extensively studies as non-cytotoxic chemotherapeutics for some cancers [112], identifies STAT3 as a candidate target for adjunctive host-directed therapy in VL.

**Fig 11:**
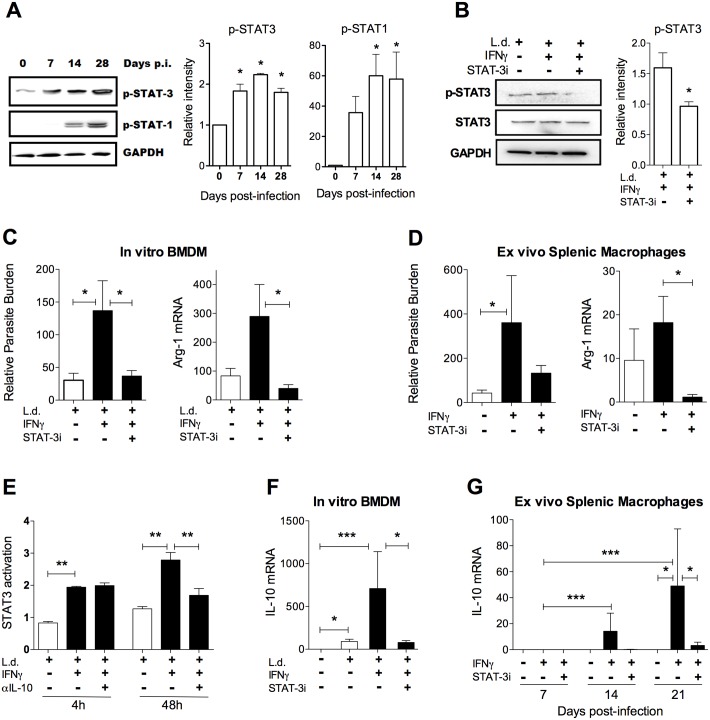
IFN-γ-mediated counter-regulatory response and increased parasite load in macrophages is dependent on STAT3 activation. **(A)** Representative immunoblots showing phosphorylation of STAT1 and STAT3 in splenic macrophages from uninfected (day 0) and *L*. *donovani* infected (day 7, 14 and 28) hamsters. The relative band intensities are graphed from data from 3 experiments with samples pooled from 4 hamsters per time point. (**B)** Representative immunoblot of phospho-STAT3 (p-STAT3) expression in infected splenic macrophages after 20 min of IFN-γ exposure with and without treatment with 100 μM STAT3 inhibitor (STAT-3i) before IFN-γ stimulation. The relative intensities of the p-STAT3 bands are graphed, representative of 3 experiments. **(C)** Relative parasite burden (left panel) and arginase-1 (Arg-1) expression (right panel) in hamster BMDM infected *in vitro* with *L*. *donovani* and treated or not for 24 hrs with IFN-γ, with or without pre-treatment with the STAT3 inhibitor (STAT-3i). Fold change compared to mock treated macrophages. **(D)** Relative parasite burden (left panel) and arginase-1 (Arg-1) expression (right panel) in splenic macrophages from *L*. *donovani* infected hamsters (21 days p.i.), cultured and stimulated *ex vivo* for 24h with or without IFN-γ, with or without pre-treatment with the STAT3 inhibitor (STAT3i). Fold change compared to mock treated macrophages. (**E)** STAT3 Luciferase reporter assay in BHK cells transduced with STAT3 lentiviral reporter (Cignal Lenti, Qiagen) exposed or not for 4h or 48h to *L*. *donovani* with or without IFN-γ, with or without or pre-treatment with 2 μg/mL of anti-mouse/rat IL-10 neutralizing antibody (AF519, R&D). **(F)** Interleukin-10 (IL-10) mRNA expression in hamster BMDM uninfected or infected *in vitro* with *L*. *donovani* and stimulated or not for 24 hours with IFN-γ, with or without pre-treatment with the STAT3i. Fold change compared to mock treated macrophages. (**G)** Interleukin-10 (IL-10) expression in splenic macrophages from hamsters isolated 7, 14, or 21 days after infection with *L*. *donovani*, and cultured and stimulated *ex vivo* with IFN-γ for 24h, with or without pre-treatment with the STAT3 inhibitor (STAT3i). Fold change compared to mock treated macrophages. *p<0.05, **p<0.01, ***p<0.001.

IFN-γ is well-established as having a critical role in protection against *Leishmania* infection so our contrary finding of an infection-promoting effect deserves some contextual discussion. A number of previous studies in experimental models demonstrated that IFN-γ is required, but not sufficient, to protect against *Leishmania* infection [113]. The reason that the high endogenous IFN-γ production in the spleen is not protective in human VL has been an enigma. A clinical benefit of exogenous IFN-γ as adjunctive therapy was shown when it was combined with antileishmanial chemotherapy (pentavalent antimony) [114,115]. Since the anti-leishmanial activity of pentavalent antimony is mediated in part through modulating macrophage signaling [116], this drug may make the cells more responsive to IFN-γ-induced activation. Use of IFN-γ as monotherapy in VL was beneficial in some but not all patients [117], and the variable response was one of the reasons that IFN-γ was abandoned as a therapeutic agent for VL. *Ex vivo* cultures of splenic aspirates from patients with VL [118] showed that endogenous splenic IFN-γ was protective in most, but not all, subjects. In some subjects, the parasite burden decreased with IFN-γ neutralization, suggesting that It might play a pathological role. Collectively, these data suggest that a subset of patients fail to benefit from endogenous splenic IFN-γ expression and some are refractory to the effects of exogenous IFN-γ. Our data suggest a possible explanation for this enigma: that in some patients with VL, IFN-γ is part of a broad splenic proinflammatory response that drives an exuberant STAT3-dependent counter-regulatory response that promotes disease. Further investigation is needed to determine if this is the case.

## Conclusions

Genome-wide expression analysis revealed evidence of a broad inflammatory signature that included an extensive array of upregulated interferon response genes in the spleen during progressive VL. This type of gene expression would be expected to drive macrophages toward a M1 phenotype and protect against *Leishmania* [119]. However, M1 polarization was not dominant and IFN-γ paradoxically enhanced parasite growth in splenic macrophages. Importantly, the parasite-promoting effect of IFN-γ was more pronounced in splenic macrophages isolated later in the course of infection. This suggests that as VL progresses, splenic macrophages in VL are conditioned by the chronic inflammatory environment to respond to macrophage activation signals in an aberrant, pathological way that contributes to the progressive infection. Several mechanisms could account for this. First, the finding of fewer upregulated IFN-response genes in splenic macrophages relative to the whole spleen, including transcripts known to be induced in macrophages, suggests relative macrophage unresponsiveness to IFN-γ. The absence of NOS2 upregulation is likely a central determinant of ineffective parasite killing. Impaired IFN-γ signaling, which has been well-described in *in vitro* infected macrophages [120–124], is likely to contribute to impaired NOS2 expression during VL. Second, the co-expression of M1- and M2-associated transcripts, and the finding that IFN-γ induces Arg1, are suggestive of a misdirected signaling in splenic macrophages during VL. There is a growing body of evidence that Arg1 has a significant pathological role in *Leishmania* infection, including human VL [19,20,80–82,125,126]. Our data indicate that expression of Arg1 is not part of a conventional Th2-driven M2 macrophage phenotype, but identify a previously unrecognized mechanism of IFN-induced Arg1. This has significant bearing on the pathogenesis of VL so the mechanisms of IFN regulation of Arg1 in VL need further investigation. Third, parasite-derived signals and anti-inflammatory/regulatory cues (e.g. IL-10 and IL-21) [19,20] may impair macrophage effector function and lead to disease-promoting gene expression. Fourth, the massive interferon response in the spleen appears to have a counter-protective effect through initiation of an exuberant counter-regulatory response mediated via STAT3 and IL-10. The STAT3-dependent IFN-γ-induced Arg1 expression may paradoxically lead to impaired macrophage or T cell responses, as we and others have described previously in VL [19,20,80–82,125,126]. Lastly, the high expression of a broad array of chemokines in the spleen is likely to lead to accumulation of immature myeloid cell populations, which have some features consistent with myeloid-derived suppressor cells, that are less responsive to classical activation signals. Collectively, these data identify a number of molecules, pathways and transcription factors that contribute to the pathogenesis of VL. The STAT3 pathway in particular is an attractive target for adjunctive host-directed therapy for VL.

## Materials and Methods

### Ethics statement

The animals used in this study were handled in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committee of the University of Texas Medical Branch, Galveston, Texas (protocol number 1101004).

### Animal model and *Leishmania donovani* infection

6–8 week old outbred Syrian hamsters females (*Mesocricetus auratus*) were obtained from Harlan Laboratories. Hamsters were either uninfected or infected (n = 4–8 per group) with 1x10^6^ peanut agglutinin purified *Leishmania donovani* (MHOM/SD/001S-2D) metacyclic promastigotes by intracardial injection as we have described previously [127].

### Isolation of total spleen cells and splenic macrophages

Hamsters were sacrificed at 28 days post-infection by CO_2_ inhalation and the spleens were collected in complete DMEM (Gibco), supplemented with 2% fetal bovine serum (FBS), 1 mM Sodium pyruvate (Gibco), 1X MEM amino acids solution (Sigma), 0.02% v/v/ EDTA, 10 mM HEPES buffer (Cellgro) and 100 IU/mL Penicillin/100mg/mL Streptomycin solution (Cellgro). Adherent spleen cells were isolated after infiltrating the whole organ with the injection of 2 mL of Collagenase D (Sigma) at 2 mg/mL. The spleen tissue was cut into small pieces and incubated for 20 minutes at 37°C resuspended in the enzyme solution. The cell suspension and remaining tissue fragments were suspended in culture medium and gently passed using a syringe plug through a 100 μm cell strainer (B-D) to obtain a single cell suspension. Cells were cultured in a 75cm flasks and were allowed to adhere for 4 hr at 37°C and the non-adherent cells were removed after washing the monolayers with pre- warmed PBS (10 times), before the RNA was isolated.

### RNA isolation and RNA-seq library preparation and sequencing

For isolation of RNA from the whole spleen, it was cut in small pieces, resuspended in 2 mL of lysis buffer and homogenized to isolate RNA using the RNAqueus kit (Ambion-Life Technologies, CA) following the manufacturers protocol. Adherent splenic macrophages were similarly lysed and the RNA isolated. Libraries for deep sequencing were constructed from poly-A RNA isolated from the spleens or splenic macrophages of uninfected and 28-day *L*. *donovani*-infected hamsters (n = 4 per group) using the Illumina TruSeq RNA Sample Preparation kit. The library quality was confirmed by Agilent Bioanalyzer. Paired-end 50-base sequencing was performed using TruSeq SBS kit v3 (Illumina) on an Illumina HiSeq 1000.

### De novo transcriptome assembly

The quality of raw sequencing reads was checked using FastQC (v0.10.1) [128]. To avoid the contamination of pathogen sequences, we filtered out reads (using the FASTX Toolkit v0.0.13) that aligned to the *Leishmania donovani* BPK282A1 genome (NCBI BioProject PRJEA61817) [29] using Bowtie 2 (v2.0.0-beta5) [129] under default options. To reduce the effect of low quality reads, we further filtered out artifacts and reads having a phred score <28 in more than 10% of nucleotides using FASTX Toolkit (v0.0.13). Both forward and reverse reads were removed if any of them failed to pass the filters. To obtain a complete transcriptome, we used two steps. First, the cleaned sequencing reads from different spleen samples were pooled together and *de novo* assembled using Trinity software [23]. Second, the resulting transcriptome was combined with all cleaned reads from hamster spleen and splenic macrophages and the CHO-K1 RefSeq genome [28] to perform a second *de novo* assembly using BRANCH [22]. Both assembling steps were run in collaboration with Texas Advanced Computing Center (TACC) at the University of Texas at Austin.

### BLAST filtering

We first created a customized reference library using *Rattus norvegicus* (Rnor_5.0.73) and *Mus musculus* (GRCm38.73) genomes. We then used BLAST (v 2.2.28+) [30] to align each transcript generated from BRANCH against the customized library to assign it a gene name based upon sequence similarity. An E-value cutoff of <1e-3 was used. Additionally, we compared the Trinity transcripts with the CHO-K1 Ref Seq genome.

### RNA-Seq differential analysis

The spleen tissue and splenic macrophage RNA samples were collected and sequenced in two different experiments, so we analyzed them separately to avoid the batch effects. All the non-*Leishmania*-like raw sequencing reads were first mapped to our *de novo* reference genome using Bowtie2 (v2.1.0) with default options, but allowing one read to map to as many as 500 different transcripts. We then measured the expression abundance, count of reads mapped to each transcript, using the software eXpress. The effective counts were recommended for RNA-Seq differential expression analysis because they correct biases caused by multiple hits and mismatches in alignment. To identify differentially expressed transcripts in each experiment, 3 different approaches were applied: exact tests of Robinson and Smyth [130] and generalized linear models with the likelihood ratio test using the BioConductor R package EdgeR [35], and the Wald test using DESeq2 [36]. Only transcripts with at least 1 count per million in at least 3 out of 4 samples in control or experimental group were included in the analysis. A transcript was considered differentially expressed only when it was identified by all three different approaches. The transcriptome data have been deposited in NCBI's Gene Expression Omnibus [54] and are accessible through GEO Series accession number GSE91187 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE91187).

#### Ingenuity Pathway Analysis (IPA)

We evaluated the functional significance of differentially expressed transcripts in hamsters with VL using Ingenuity Pathway analysis (IPA) software (http://www.ingenuity.com) and gene set enrichment analysis [131]. We uploaded data sets (those that met false discovery rate (FDR) cut-offs of either FDR < 0.001 or FDR < 0.01) into IPA, and mapped them to the pathways available in the program to identify the most significant canonical pathways.

#### Gene Set Enrichment Analysis (GSEA)

We performed GSEA via Broad Institute (http://www.broadinstitute.org/gsea) using MSigDB C5: GO gene set collection (1379 gene set available) (v4.0). The GSEA determines the significance of a pre-defined gene set by comparing the correlation between their expression and the class distinction to other random situations [132]. We carried out 1000 random gene set permutations because each group has 4 samples, and the significance threshold was set at FDR<0.1.

### Validation of gene expression by quantitative RT-PCR

RNA samples were DNase treated with TURBO DNA-free kit (Ambion) and quantified using a NanoDrop Spectrophotometer (Thermo Scientific) and maintained at -80°C until used. 250–500 ng of RNA were used for cDNA synthesis using the high capacity cDNA reverse transcription kit (Applied Biosystems). Gene expression was determined by SYBR green (Applied Biosystems) PCR using primers whose sequences were reported previously [20,21] or are shown in S6 Table, at a final concentration of 300–500 nM. With the exception of CCL17, SOCS1, and IRG1 primers were designed to span an intron, and were confirmed by analysis of dissociation curves to not generate primer dimers. Data was analyzed using the comparative Ct method, relative to uninfected control spleen or macrophages, and with the 18S rRNA gene as the normalizer.

### Gene expression by *in situ* amplification and fluorescence hybridization

The expression of M1- and M2-associated transcripts in splenic macrophages was determined at the single cell level using the QuantiGene ViewRNA ISH cell Assay (Affymetrix, Santa Clara, CA). RNA was visualized following the manufacturer protocol with the exception that MOWIOL (Sigma, ST Louis, MO) was used as mounting media. Spleen cells from infected hamsters and uninfected controls were allowed to attach to poly-L-lysine coated glass cover slips for 3 hr. After-fixation with 4% formaldehyde, adherent cells on coverslips were incubated with 1× detergent solution and digested with a protease solution (1:4000). Cells were subsequently hybridized with specific probes sets (1:100 in diluent QF), conjugated to a specific fluorescent dye with different excitation wavelengths. Probes were designed to target the hamster IDO1 (type1 fluorophore-550nm), CXCL9 (type 1 fluorophore-550nm), Arg1 (type 6 fluorophore-650nm) and CD68 mRNA (type 4 fluorophore-488nm) using the accession numbers (XM_005066560, MH01025X1B04, NM_001281645 and XM_005067542), respectively (Affymetrix). Cells were then hybridized with pre-amplifier (1:25 in amplifier diluent QF) and amplifier (1:25 in amplifier diluent QF) mix solutions. All hybridization steps were carried out at 40°C and were followed by three washes with washing buffer. All hybridized slides were examined by confocal microscopy and the number of fluorescent cells counted manually. Nuclei were stained with a 1X working DAPI solution in PBS. Cells incubated with no probe were used as negative controls.

### *In vitro* and *ex vivo* macrophage cultures

To determine effect of IFNs in macrophages, splenic macrophages were obtained as described above and BMDM were generated as we described previously [20]. Cells were infected with stationary phase L. donovani promastigotes (5 parasites per macrophage) as described previously [20]. Uninfected or *L*. *donovani* infected macrophages were stimulated with recombinant hamster IFN-γ expressed in CHO cells (10% v/v supernatant) or CHO cells transfected with empty vector (mock supernatant control) as described [16], or with recombinant IFN-α (Universal Type I Interferon, PBL Interferon Source) at 100 U/mL. Infections and treatments were carried out for 24 hrs. For treatment with the STAT3 inhibitor, hamster BMDM or splenic macrophages were treated with 25–100 μM STAT3 inhibitor (S31-201, Cayman) or DMSO vehicle control for 30 min before stimulation with recombinant hamster IFN-γ. The viability of cells after treatment was >95% (CellTiter Glo, Promega).

### Determination of parasite burden

The parasite burden in infected macrophages was determined by quantitation of *Leishmania* 18S **r**RNA expression by qPCR. RNA was extracted and reverse-transcribed [20] and the *Leishmania* 18S rRNA amplified and quantified by SYBR-Green reaction (Bio-Rad). The primers used were: For: 5’- CCAAAGTGTGGAGATCGAAG-5’ and Rev: 5’- GGCCGGTAAAGGCCGAATAG-3’. The number of parasites was determined by extrapolation from a standard curve generated from purified splenic amastigotes, or by the relative expression determined by comparison to mock-infected cells (background Ct value).

### Immunoblotting

Phosphorylation of STAT-1 and STAT-3 was determined by immunoblotting of splenic macrophages obtained at different times after infection of hamsters with *L*. *donovani* as described [20]. The following antibodies were used: p-STAT1 (9171, Cell Signaling), p-STAT3 (9145, Cell Signaling), GAPDH (Clone 6C5, Millipore) and STAT3 (Sc-80910, SantaCruz). Bands were captured with a Chemi X T4 camera (G BOX, SynGene) and relative band intensity calculated by densitometry analysis with the softGeneTools Analysis Software (Syngene).

### STAT3 reporter assay

Hamster BHK-21 cell line was transiently transduced with lentiviral particles carrying a STAT-3 luciferase reporter construct (Cignal Lenti Reporter, Qiagen). Cells (5,000 cells/100 μL) were transduced at 20 MOI in 8 μg/mL polybrene in DMEM with 10% FBS. At 16 hrs post-transduction the medium was changed, and after 72h cells were exposed or not to *L*. *donovani* promastigotes (1:5), treated with or without recombinant hamster IFN-γ, and pre-treated with or without 2 μg/mL of anti-IL-10 antibody (mouse/rat anti-IL-10, R&D, AF519, R&D). Activity of the STAT-3 reporter was expressed as relative luciferase activity per number of cells determined with cell titer Glo (Promega).

### Determination of plasma endotoxin concentration

Bacterial endotoxin level was determined by the Limulus Amebocyte Lysate (LAL) method (Pierce LAL Chromogenic Endotoxin Quantitation Kit, Thermo Scientific) in serum samples from uninfected or infected hamsters according the manufacturer instructions.

### Statistical analysis

We implemented “trimmed mean for M-values” (TMM) method for normalization and calculated the significance using tagwise dispersion in the RNA differential analysis. The Benjamin–Hochberg procedure was applied to gain the False Discovery Rate (FDR) from p values for multiple tests. Differences in mRNA expression determined by qRT-PCR between non-infected and 28 day infected animals were analyzed by two tail Mann-Whitney test or two tail unpaired t-test using GraphPad Prism version 5.01 for windows, GraphPad Software, San Diego California USA (www.graphpad.com). In instances where groups were compared, ANOVA with a post hoc correction for multiple comparisons (Bonferroni or Tukey) was applied. All other statistical analyses are as described in the body of the paper or figure legends.

## Supporting Information

S1 Fig Quality assessment of RNA sequencing data. **(A)** Quality (Phred) scores at each base position. **(B)** Quality (Phred) score distribution across all sequences. **(C)** GC distribution over all sequences compared to theoretical distribution. **(D)** Percentage of unidentified nucleotides (N content) across all bases.
(PDF)

S2 Fig Characterization of RNA sequences and differentially expressed transcripts. Clustering of samples within groups shown by Principal Component Analysis of RNA sequences from uninfected and infected spleen tissue **(A)** and splenic macrophages **(B). (C)** Venn diagram of the number of differentially expressed transcripts in spleen and splenic macrophages (MΦ) from hamsters with VL determined by exact test (FET), generalized linear model with likelihood ratio test (LRT), and Wald test using a false discovery rate (FDR) of <0.001 as the cutoff. Only transcripts with at least 1 count per million in at least 3 out of 4 samples in control or experimental group were included in the analysis. A transcript was considered differentially expressed only when it was identified by all three different approaches.
(PDF)

S3 Fig Canonical pathway analysis and Gene Set Enrichment Analysis (GSEA) of differentially expressed transcripts. **(A)** Top 50 canonical pathways (CPs) in the spleen (blue bars) compared to splenic macrophages (gray bars). **(B)** Top 50 canonical pathways (CPs) in splenic macrophages (gray bars) compared to spleen tissue (blue bars). **(C)** Top 10 gene sets identified in spleen and splenic macrophages determined by Gene Set Enrichment Analysis (GSEA) and Gene Ontology (GO) analysis. The N Enrichment Score (NES), nominal p value, and False Discovery Rate (FDR) are shown for each gene set in the table. A pictorial representation of the inflammatory response, cytokines and chemokines, and collagen and extracellular matrix gene sets is shown.
(PDF)

S4 Fig Serum endotoxin levels in uninfected and *L*. *donovani* infected hamsters. Blood was collected from euthanized uninfected (n = 21) or 28-day infected (n = 10) hamsters by terminal cardiac puncture. After clotting, the serum was separated and endotoxin concentration determined by ELISA. Data are expressed as a single endotoxin unit (EU) value per animal with the median and 25^th^ and 75^th^ percentiles shown as a horizontal lines.
(PDF)

S5 Fig Network analysis of differentially expressed transcripts of type I (IFNα/β) and type II (IFN-γ) interferon and interferon-response genes in the spleen tissue of hamsters with VL. Transcripts identified as significantly upregulated (FDR<0.01) were loaded into IPA and compared against a manually curated set of IFN-responsive genes. The network connections of those transcripts known to interact with either interferon alpha, beta, or gamma (IFN-α, IFN-β, or IFN-γ) is shown.
(PDF)

S1 Table Cell markers used to evaluate lineage of adherent spleen cells.

S2 Table Expression of cytokines, chemokines and Innate Immune Receptors in infected spleen tissue and splenic macrophages.

S3 Table TFs predicted to be activated/inhibited in infected spleen tissue and splenic macrophages.

S4 Table Expression of M1- and M2-associated genes in infected spleen tissue and splenic macrophages.

S5 Table Expression of Hamster Interferon Response Genes in infected spleen tissue and splenic macrophages.

S6 Table Primer sequences used for real time RT-PCR assays.

# Supplementary material for: Transcriptional Profiling in Experimental Visceral Leishmaniasis Reveals a Broad Splenic Inflammatory Environment that Conditions Macrophages toward a Disease-Promoting Phenotype
**Source:** PLoS Pathog. 2017 Jan 31;13(1):e1006165. doi: 10.1371/journal.ppat.1006165

**A. Quality scores across all bases**

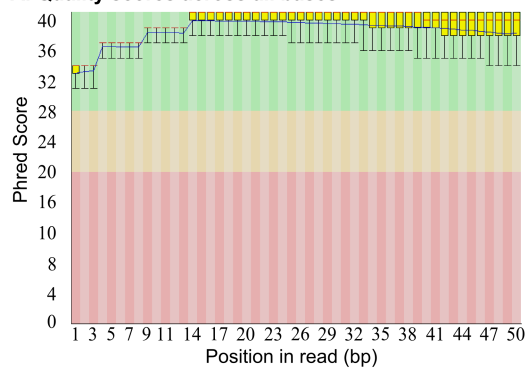

**B. Quality score distribution over all sequences**

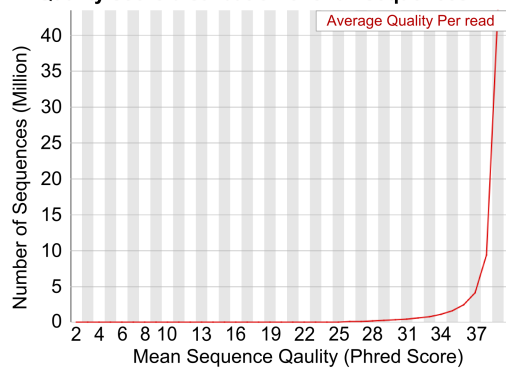

**C. GC distribution overall all sequences**

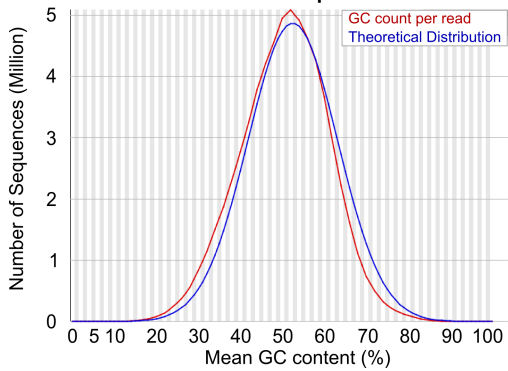

**D. N content across all bases**

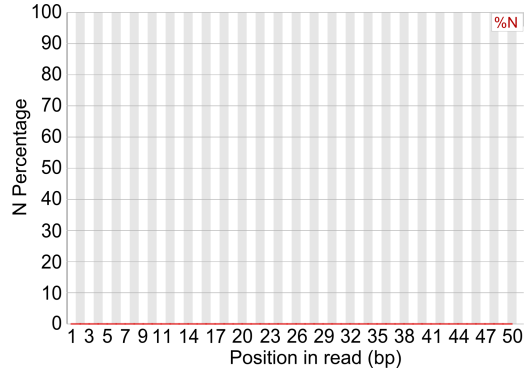

**Supplement:** S1 Fig — (A) Quality (Phred) scores at each base position. (B) Quality (Phred) score distribution across all sequences. (C) GC distribution over all sequences compared to theoretical distribution. (D) Percentage of unidentified nucleotides (N content) across all bases.

# Supplementary material for: Transcriptional Profiling in Experimental Visceral Leishmaniasis Reveals a Broad Splenic Inflammatory Environment that Conditions Macrophages toward a Disease-Promoting Phenotype
**Source:** PLoS Pathog. 2017 Jan 31;13(1):e1006165. doi: 10.1371/journal.ppat.1006165
**Supplement:** S1 Table

Table S1. Cell markers used to evaluate lineage of adherent spleen cells [1-8]

Cell lineage	Gene symbol	Entrez Gene Name	Blast results		Mean CPM		Ratio	p value
			Score	EValue	Spleen	Spleen MΦ		
Monocyte / Macrophage	Emr1	Egf-like module containing, mucin-like, hormone receptor-like 1	2847	0	325.39	471.1	1.45	<0.001
	Cd163	CD163 molecule	2477	0	3.12	4.57	1.46	0.338
	Slc11a1	Solute carrier family 11 (proton-coupled divalent metal ion transporter), member 1	2185	0	60.45	103.59	1.71	0.008
	Mertk	c-mer proto-oncogene tyrosine kinase	4695	0	78.41	150.7	1.92	0.001
	Cd14	CD14 molecule	1213	0	72.2	141.1	1.95	0.010
	Maib	v-maf avian musculoaponeurotic fibrosarcoma oncogene homolog B	3416	0	256.66	529.34	2.06	0.002
	Fcgr1	Fc receptor, IgG, high affinity I	1577	0	60.44	148.34	2.45	0.003
	Cd68	CD68 molecule	1261	0	152.16	795.04	5.23	<0.001
	Spi1	Spleen focus forming virus (SFFV) proviral integration oncogene	2044	0	94.57	554.06	5.86	<0.001
	Csf1r	Colony stimulating factor 1 receptor	183	3E-45	0.2	1.51	7.69	0.104
	Lgals3	Lectin, galactoside-binding, soluble, 3	884	0	228.71	1881.62	8.23	0.018
	Mmp12	matrix metalloproteinase 12 (macrophage elastase)	1535	0	859.49	19724.78	22.95	<0.001
	Mpeg1	macrophage expressed 1	3438	0	302.21	136.44	-2.21	0.011
Dendritic cell	Kit	v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog	4776	0	16.7	6.83	-2.45	0.010
	Zbtb46	zinc finger and BTB domain containing 46	6574	0	31.65	7.72	-4.1	0.008
	Flt3	fms-related tyrosine kinase 3	4691	0	15.77	2.57	-6.14	<0.001
	Dpp4	dipeptidyl-peptidase 4	5707	0	28.46	2.25	-12.65	0.007
	Btla	B and T lymphocyte associated	1510	0	87.34	1.25	-70.02	<0.001
Neutrophil	Neu2	sialidase 2 (cytosolic sialidase)	1860	0	2.55	0.81	-3.15	0.123
	Ltf	lactotransferrin	2569	0	9.5	0.38	-25.21	0.005
	Prtn3	proteinase 3	1012	0	0.81	0.01	-116.13	0.208
	Mpo	myeloperoxidase	2980	0	2.69	0	-Inf	0.021
Fibroblast	Acta1	actin, alpha 1, skeletal muscle	1339	0	1.08	1.07	-1.01	0.975
	Vim	vimentin	2940	0	813.45	256.73	-3.17	<0.001
	S100a4	S100 calcium binding protein A4	628	5E-179	11.69	1.42	-8.24	0.001
	P4hb	prolyl 4-hydroxylase, beta polypeptide	3231	0	256.51	343.85	1.34	0.012
Lymphocyte	Cd247	CD247 molecule	1178	0	25.83	6.44	-4.01	<0.001
	Cd69	CD69 molecule	1314	0	22.17	5.48	-4.04	0.005
	Cd8a	CD8a molecule	581	1E-164	8.58	1.78	-4.81	0.007
	Tbx21	T-box 21	2953	0	11.72	0.66	-17.67	<0.001
	Gata3	GATA binding protein 3	3261	0	4.56	0.2	-22.57	<0.001
	Cd19	CD19 molecule	2156	0	31.78	1.25	-25.4	0.002
	Cd3d	CD3d molecule, delta (CD3-TCR complex)	930	0	50.49	1.46	-34.57	0.003
	Cd28	CD28 molecule	1631	0	10.48	0.3	-35.17	<0.001
	Cd3e	CD3e molecule, epsilon (CD3-TCR complex)	955	0	53.16	1.35	-39.36	<0.001
	Cd22	CD22 molecule	2253	0	68.44	1.48	-46.14	<0.001
	Cd27	CD27 molecule	1021	0	21.24	0.42	-50.92	<0.001
	Cd4	CD4 molecule	1344	0	25.24	0.39	-64.91	0.001
	Cd8b	CD8b molecule	969	0	9.5	0.13	-75.37	0.005

References

1. Shapiro SD, Kobayashi DK, Ley TJ (1993) Cloning and characterization of a unique elastolytic metalloproteinase produced by human alveolar macrophages. J Biol Chem 268: 23824-23829.
2. Beyer M, Mallmann MR, Xue J, Staratschek-Jox A, Vorholt D, et al. (2012) High-Resolution Transcriptome of Human Macrophages. PLoS ONE 7: e45466.
3. Lau SK, Chu PG, Weiss LM (2004) CD163: a specific marker of macrophages in paraffin-embedded tissue samples. Am J Clin Pathol 122: 794-801.

4. Vidal SM, Malo D, Vogan K, Skamene E, Gros P (1993) Natural resistance to infection with intracellular parasites: isolation of a candidate for Bcg. *Cell* 73: 469-485.
5. Murray PJ, Wynn TA (2011) Protective and pathogenic functions of macrophage subsets. *Nat Rev Immunol* 11: 723-737.
6. Franklin RA, Liao W, Sarkar A, Kim MV, Bivona MR, et al. (2014) The cellular and molecular origin of tumor-associated macrophages. *Science* 344: 921-925.
7. Jersmann HP (2005) Time to abandon dogma: CD14 is expressed by non-myeloid lineage cells. *Immunol Cell Biol* 83: 462-467.
8. Perussia B, Starr S, Abraham S, Fanning V, Trinchieri G (1983) Human natural killer cells analyzed by B73.1, a monoclonal antibody blocking Fc receptor functions. I. Characterization of the lymphocyte subset reactive with B73.1. *Journal of immunology (Baltimore, Md : 1950)* 130: 2133-2141.

# Supplementary material for: Transcriptional Profiling in Experimental Visceral Leishmaniasis Reveals a Broad Splenic Inflammatory Environment that Conditions Macrophages toward a Disease-Promoting Phenotype
**Source:** PLoS Pathog. 2017 Jan 31;13(1):e1006165. doi: 10.1371/journal.ppat.1006165
**Supplement:** S2 Table

Table S2. Cytokines, chemokines and Innate Immune Receptors

Symbol	Entrez Gene Name	Blast Result		Spleen Infection		Splenic MΦ Infection	
		Score	Evalue	FC	FDR	FC	FDR
CCL11	chemokine (C-C motif) ligand 11	823	0	20.48	<0.001	--	--
CCL17	chemokine (C-C motif) ligand 17	383	4E-105	70.91	<0.001	4.53	0.009
CCL19	chemokine (C-C motif) ligand 19	379	2E-104	1.74	0.033	--	--
CCL2	chemokine (C-C motif) ligand 2	643	0	25.17	<0.001	1.36	0.577
CCL21	chemokine (C-C motif) ligand 21	881	0	-2.01	0.001	1.13	0.909
CCL22	chemokine (C-C motif) ligand 22	1023	0	4.01	0.001	1.26	0.743
CCL3	chemokine (C-C motif) ligand 3	623	4E-177	15.46	<0.001	3.28	<0.001
CCL4	chemokine (C-C motif) ligand 4	632	7E-180	11.72	<0.001	1.32	0.245
CCL5	chemokine (C-C motif) ligand 5	607	3E-172	16.3	<0.001	1.45	0.495
CCL6	chemokine (C-C motif) ligand 6	760	0	1.57	<0.001	2.39	0.002
CCL7	chemokine (C-C motif) ligand 7	731	0	32.4	<0.001	3.14	0.02
CCL8	chemokine (C-C motif) ligand 8	360	5E-98	120.48	<0.001	17.22	<0.001
CCL9	chemokine (C-C motif) ligand 9	747	0	-2.07	0.019	-1.42	0.727
CCR1	chemokine (C-C motif) receptor 1	1894	0	4.2	<0.001	2.09	<0.001
CCR1L1	chemokine (C-C motif) receptor 1-like 1	861	0	4.2	<0.001	2.09	<0.001
CCR2	chemokine (C-C motif) receptor 2	1296	0	1.14	0.638	2.7	0.063
CCR3	chemokine (C-C motif) receptor 3	2892	0	-4.05	<0.001	1.49	0.04
CCR5	chemokine (C-C motif) receptor 5 (gene/pseudogene)	1737	0	19.83	<0.001	2.38	<0.001
CCR7	chemokine (C-C motif) receptor 7	1743	0	-2.43	<0.001	-1.15	0.703
CCRL2	chemokine (C-C motif) receptor-like 2	1802	0	2.5	<0.001	-1.24	0.53
CSF2RB	colony stimulating factor 2 receptor, beta, low-affinity (granulocyte-macrophage)	2803	0	2.57	<0.001	2.53	<0.001
CXCL10	chemokine (C-X-C motif) ligand 10	618	2E-175	12.86	<0.001	1.28	0.365
CXCL11	chemokine (C-X-C motif) ligand 11	455	1E-126	104.37	<0.001	5.13	<0.001
CXCL12	chemokine (C-X-C motif) ligand 12	2778	0	-2.72	<0.001	1.53	0.454
CXCL14	chemokine (C-X-C motif) ligand 14	1584	0	-6.91	<0.001	--	--
CXCL16	chemokine (C-X-C motif) ligand 16	964	0	1.8	<0.001	1.08	0.839
CXCL2	chemokine (C-X-C motif) ligand 2	693	0	678.8	<0.001	-1.46	0.725
CXCL3	chemokine (C-X-C motif) ligand 3	181	2E-44	34.01	0.001	3.46	0.146
CXCL5	chemokine (C-X-C motif) ligand 5	699	0	94.92	<0.001	2.71	0.188
CXCL9	chemokine (C-X-C motif) ligand 9	1067	0	29.35	<0.001	4.39	<0.001
CXCR3	chemokine (C-X-C motif) receptor 3	1954	0	3.59	<0.001	--	--
CXCR6	chemokine (C-X-C motif) receptor 6	1710	0	13.62	<0.001	--	--
CX3CR1	CX3C chemokine receptor 1	1615	0	-2.49	0.048	--	--
IFNG	interferon, gamma	706	0	52.15	<0.001	11.12	<0.001
IL10	interleukin 10	1397	0	-1.27	0.611	1.51	0.051
IL10RA	interleukin 10 receptor, alpha	2839	0	1.12	0.529	2.42	0.001
IL15RA	interleukin 15 receptor, alpha	1034	0	8.12	<0.001	3.08	<0.001
IL18	interleukin 18 (interferon-gamma-inducing factor)	664	0	-1.81	0.002	1.44	0.268
IL1A	interleukin 1, alpha	1642	0	5.37	<0.001	1.21	0.632
IL1B	interleukin 1, beta	1294	0	-2.09	<0.001	1.95	<0.001
IL1R1	interleukin 1 receptor, type I	2870	0	-1.75	<0.001	1.13	0.91
IL1RL1	interleukin 1 receptor-like 1	2176	0	-3.22	0.002	1.02	0.984
IL21	interleukin 21	1604	0	68.93	<0.001	--	--
IL21R	interleukin 21 receptor	2174	0	2.01	<0.001	2.33	0.002
IL24	interleukin 24	338	3E-91	-3.21	<0.001	--	--
IL6	interleukin 6 (interferon, beta 2)	1074	0	--	--	5.04	0.007
PPBP	pro-platelet basic protein (chemokine (C-X-C motif) ligand 7)	650	0	-2.02	<0.001	1.13	0.766
SFPI1	spleen focus forming virus (SFFV) proviral integration oncogene	2044	0	1.38	0.002	-1.42	0.239
TGFB2	transforming growth factor, beta receptor II (70/80kDa)	4800	0	-1.49	<0.001	-1.13	0.719
TLR2	Toll-Like Receptor 2	2839	0	3.5	<0.001	-1.2	0.415
TLR3	Toll-Like Receptor 3	4006	0	-2.4	<0.001	-1.7	0.433
TLR4	Toll-Like Receptor 4	3427	0	1.6	<0.001	2.4	<0.001
TNF	tumor necrosis alpha	1076	0	6.8	<0.001	-3.03	<0.001
TNFAIP2	tumor necrosis factor, alpha-induced protein 2	2224	0	3.76	<0.001	-1.3	0.357
TNFAIP3	tumor necrosis factor, alpha-induced protein 3	4969	0	2.83	<0.001	1.46	0.047

# Supplementary material for: Transcriptional Profiling in Experimental Visceral Leishmaniasis Reveals a Broad Splenic Inflammatory Environment that Conditions Macrophages toward a Disease-Promoting Phenotype
**Source:** PLoS Pathog. 2017 Jan 31;13(1):e1006165. doi: 10.1371/journal.ppat.1006165
**Supplement:** S3 Table

Table S3.**A. TFs predicted to be activated/inhibited in infected spleen tissue**

Symbol	Entrez Gene Name	Blast Results		Differential Expression		IPA Prediction	
		Score	EValue	FC	FDR	Status	p-value
AHR	aryl hydrocarbon receptor	3710	0	-1.29	0.079	Activated	<0.001
Ahr-aryl hydrocarbon --		NA	NA	--	--	Activated	0.042
ARNT	aryl hydrocarbon receptor nuclear translocator	2832	0	1.31	0.693	Activated	<0.001
ATF4	activating transcription factor 4	1952	0	1.31	0.014	Activated	<0.001
ATF6	activating transcription factor 6	3360	0	2.14	<0.001	Activated	0.005
BCL10	B-cell CLL/lymphoma 10	1314	0	1.06	0.817	Activated	0.003
Cbp/p300	Cbp/p300 group	1333	0	-1.02	0.947	Activated	0.003
DDIT3	DNA-damage-inducible transcript 3	210	3E-53	--	--	Activated	0.048
E2f	E2F group	NA	NA	--	--	Activated	<0.001
E2F1	E2F transcription factor 1	1921	0	1.50	0.134	Activated	<0.001
ESRRA	estrogen-related receptor alpha	3328	0	-1.12	0.474	Activated	<0.001
ESRRG	estrogen-related receptor gamma	NA	NA	--	--	Activated	<0.001
HHEX	hematopoietically expressed homeobox	1768	0	-1.54	<0.001	Activated	<0.001
HIC1	hypermethylated in cancer 1	2610	0	-1.47	0.186	Activated	<0.001
HMGB1	high mobility group box 1	3398	0	1.31	0.055	Activated	<0.001
HMGN5	high mobility group nucleosome binding domain 5	1012	0	1.18	0.722	Activated	0.043
IFI16	interferon, gamma-inducible protein 16	NA	NA	--	--	Activated	<0.001
IRF1	interferon regulatory factor 1	340	6E-92	29.63	<0.001	Activated	<0.001
IRF3	interferon regulatory factor 3	1828	0	-1.30	0.339	Activated	<0.001
IRF5	interferon regulatory factor 5	2565	0	-1.34	0.007	Activated	<0.001
IRF7	interferon regulatory factor 7	2003	0	2.14	<0.001	Activated	<0.001
LITAF	lipopolysaccharide-induced TNF factor	1755	0	1.50	<0.001	Activated	0.001
MYC	v-myc avian myelocytomatosis viral oncogene homolog	3086	0	-1.09	0.637	Activated	<0.001
MYCN	v-myc avian myelocytomatosis viral oncogene neuroblastoma derived homolog	NA	NA	--	--	Activated	<0.001
NFATC2	nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 2	4740	0	-1.21	0.875	Activated	<0.001
NFE2L2	nuclear factor, erythroid 2-like 2	3191	0	1.84	<0.001	Activated	<0.001
NFkB (complex)	NFkB complex	NA	NA	--	--	Activated	<0.001
NLRC5	NLR family, CARD domain containing 5	5386	0	3.44	<0.001	Activated	0.002
NROB1	nuclear receptor subfamily 0, group B, member 1	NA	NA	--	--	Activated	0.043

NRF1	nuclear respiratory factor 1	3779	0	1.18	0.594	Activated	0.006
REL	v-rel avian reticuloendotheliosis viral oncogene homolog	2773	0	-1.26	0.285	Activated	<0.001
RELA	v-rel avian reticuloendotheliosis viral oncogene homolog A	3180	0	1.30	0.026	Activated	<0.001
RELB	v-rel avian reticuloendotheliosis viral oncogene homolog B	1418	0	1.42	0.358	Activated	<0.001
SPDEF	SAM pointed domain containing ETS transcription factor	NA	NA	--	--	Activated	<0.001
STAT1	signal transducer and activator of transcription 1, 91kDa	4136	0	3.37	<0.001	Activated	<0.001
STAT2	signal transducer and activator of transcription 2, 113kDa	3216	0	2.11	<0.001	Activated	<0.001
STAT3	signal transducer and activator of transcription 3 (acute-phase response factor)	4268	0	1.78	<0.001	Activated	<0.001
STAT4	signal transducer and activator of transcription 4	3653	0	1.50	0.039	Activated	<0.001
TBX2	T-box 2	2087	0	-2.30	0.030	Activated	<0.001
TBX21	T-box 21	2953	0	2.99	<0.001	Activated	0.001
TFDP1	transcription factor Dp-1	2379	0	2.22	<0.001	Activated	<0.001
TLX1	T-cell leukemia homeobox 1	1862	0	-5.19	<0.001	Activated	0.007
XBP1	X-box binding protein 1	2116	0	2.29	<0.001	Activated	<0.001
BCL6	B-cell CLL/lymphoma 6	4955	0	1.23	0.270	Inhibited	<0.001
CDKN2A	cyclin-dependent kinase inhibitor 2A	425	2E-117	5.04	<0.001	Inhibited	<0.001
CNOT7	CCR4-NOT transcription complex, subunit 7	3593	0	-1.12	0.526	Inhibited	<0.001
FOXC2	forkhead box C2 (MFH-1, mesenchyme forkhead 1)	NA	NA	--	--	Inhibited	<0.001
HOXA9	homeobox A9	NA	NA	--	--	Inhibited	<0.001
HTT	huntingtin	15230	0	-1.07	0.718	Inhibited	<0.001
KDM5B	lysine (K)-specific demethylase 5B	8224	0	-1.41	0.002	Inhibited	<0.001
KLF4	Kruppel-like factor 4 (gut)	3077	0	-2.11	0.002	Inhibited	<0.001
LMX1B	LIM homeobox transcription factor 1, beta	NA	NA	--	--	Inhibited	0.002
MXI1	MAX interactor 1, dimerization protein	3094	0	-1.21	0.442	Inhibited	0.056
NEUROG3	neurogenin 3	NA	NA	--	--	Inhibited	0.368
NFIL3	nuclear factor, interleukin 3 regulated	2450	0	1.76	0.037	Inhibited	0.048
NKX2-3	NK2 homeobox 3	2684	0	-2.21	<0.001	Inhibited	<0.001
NOTCH4	notch 4	2819	0	-2.27	0.091	Inhibited	<0.001
NR1H2	nuclear receptor subfamily 1, group H, member 2	2489	0	1.31	0.718	Inhibited	<0.001
NR1H3	nuclear receptor subfamily 1, group H, member 3	2219	0	-1.05	0.761	Inhibited	<0.001
NUPR1	nuclear protein, transcriptional regulator, 1	666	0	12.73	<0.001	Inhibited	<0.001
Rb	Retinoblastoma group	NA	NA	--	--	Inhibited	<0.001
RB1	retinoblastoma 1	6334	0	1.28	0.078	Inhibited	<0.001
RBL1	retinoblastoma-like 1 (p107)	6156	0	2.29	<0.001	Inhibited	<0.001

RXRB	retinoid X receptor, beta	2498	0	-1.42	0.128	Inhibited	0.087
SIRT1	sirtuin 1	4370	0	-1.53	0.103	Inhibited	<0.001
SMAD6	SMAD family member 6	2461	0	-3.22	0.017	Inhibited	0.021
SMARCB1	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily b, member 1	2295	0	1.20	0.469	Inhibited	<0.001
SNAI1	snail family zinc finger 1	2022	0	-1.85	0.195	Inhibited	<0.001
TAF4	TAF4 RNA polymerase II, TATA box binding protein (TBP)-associated factor, 135kDa	NA	NA	--	--	Inhibited	<0.001
TCF3	transcription factor 3	3712	0	-1.04	0.814	Inhibited	<0.001
THRB	thyroid hormone receptor, beta	1893	0	-1.85	0.015	Inhibited	<0.001
TOB1	transducer of ERBB2, 1	1680	0	-1.18	0.423	Inhibited	<0.001
TP53	tumor protein p53	1328	0	-1.10	0.598	Inhibited	<0.001
TRIM24	tripartite motif containing 24	4964	0	1.46	0.037	Inhibited	<0.001

B. TFs predicted to be activated/inhibited in infected splenic MΦ

Symbol	Entrez Gene Name	Blast Results		Differential Expression		IPA Prediction	
		Score	EValue	FC	FDR	Status	p-value
BRCA1	breast cancer 1, early onset	5633	0	1.10	0.923	Activated	0.011
CEBPA	CCAAT/enhancer binding protein (C/EBP), alpha	895	0	-1.11	0.851	Activated	<0.001
CEBPB	CCAAT/enhancer binding protein (C/EBP), beta	969	0	-1.33	0.542	Activated	<0.001
ELK1	ELK1, member of ETS oncogene family	4058	0	1.21	0.833	Activated	0.001
HAND2	heart and neural crest derivatives expressed 2	1633	0	--	--	Activated	0.008
HNF4A	hepatocyte nuclear factor 4, alpha	NA	NA	--	--	Activated	0.027
IFI16	interferon, gamma-inducible protein 16	NA	NA	--	--	Activated	0.001
IRF3	interferon regulatory factor 3	1828	0	-1.29	0.667	Activated	<0.001
IRF6	interferon regulatory factor 6	2691	0	-2.10	0.082	Activated	0.003
IRF7	interferon regulatory factor 7	2003	0	1.24	0.400	Activated	<0.001
JUNB/AP1	jun B proto-oncogene	2668	0	-1.50	0.369	Activated	<0.001
MEF2C	myocyte enhancer factor 2C	4462	0	-1.65	0.678	Activated	0.008
MYOCD	myocardin	53.6	1E-05	--	--	Activated	0.012
NFATC2	nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 2	4740	0	--	--	Activated	<0.001
NFE2L2	nuclear factor, erythroid 2-like 2	3191	0	-1.19	0.732	Activated	<0.001
NFkB (complex)	NFkB complex	NA	NA	--	--	Activated	<0.001

NFKB1/p50	nuclear factor of kappa light polypeptide gene enhancer in B-cells 1	4715	0	-1.08	0.805	Activated	<0.001
POU2AF1	POU class 2 associating factor 1	1462	0	1.66	0.239	Activated	<0.001
RELA	v-rel avian reticuloendotheliosis viral oncogene homolog A	3180	0	-1.18	0.665	Activated	<0.001
SMARCB1	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily b, member 1	2295	0	2.86	0.082	Activated	0.001
STAT1	signal transducer and activator of transcription 1, 91kDa	4136	0	2.99	<0.001	Activated	<0.001
TBX5	T-box 5	NA	NA	--	--	Activated	0.024
FOXA2	forkhead box A2	NA	NA	--	--	Inhibited	0.057
NKX2-3	NK2 homeobox 3	2684	0	-1.75	0.481	Inhibited	<0.001
Nr1h	Nr1h group	NA	NA	--	--	Inhibited	<0.001
NR1H3	nuclear receptor subfamily 1, group H, member 3	2219	0	-1.33	0.248	Inhibited	0.021
PIAS4	protein inhibitor of activated STAT, 4	2439	0	-1.45	0.275	Inhibited	<0.001
SMAD4	SMAD family member 4	4194	0	-1.00	0.993	Inhibited	<0.001
TRIM24	tripartite motif containing 24	4964	0	2.07	0.246	Inhibited	<0.001
TSC22D3	TSC22 domain family, member 3	2590	0	-1.01	0.988	Inhibited	<0.001

# Supplementary material for: Transcriptional Profiling in Experimental Visceral Leishmaniasis Reveals a Broad Splenic Inflammatory Environment that Conditions Macrophages toward a Disease-Promoting Phenotype
**Source:** PLoS Pathog. 2017 Jan 31;13(1):e1006165. doi: 10.1371/journal.ppat.1006165
**Supplement:** S4 Table

Table S4. M1- and M2-associated genes [1-27]

Gene Symbol	Entrez Gene Name	Blast Results		Spleen Tissue		Splenic MΦ ¹	
		Score	E Value	FC ²	FDR ³	FC	FDR
M1-associated Genes							
Ccl2	Chemokine (C-C motif) ligand 2	643	0	25.17	<0.001	1.36	0.577
Ccl3	Chemokine (C-C motif) ligand 3	623	4E-177	15.46	<0.001	3.28	<0.001
Ccl5	Chemokine (C-C motif) ligand 5	607	3E-172	16.30	<0.001	1.45	0.495
Cxcl10	Chemokine (C-X-C motif) ligand 10	618	2E-175	12.86	<0.001	1.28	0.365
Cxcl11	Chemokine (C-X-C motif) ligand 11	455	1E-126	104.37	<0.001	5.13	<0.001
Cxcl16	Chemokine (C-X-C motif) ligand 16	964	0	1.80	<0.001	1.08	0.839
Cxcl9	Chemokine (C-X-C motif) ligand 9	1067	0	29.35	<0.001	4.39	<0.001
Ido1	Indoleamine 2,3-dioxygenase 1	1274	0	368.73	<0.001	39.87	<0.001
Ifny	Interferon, gamma	706	0	52.15	<0.001	11.12	<0.001
Il6	Interleukin 6 (interferon, beta 2)	1074	0	-	-	5.04	0.007
Irf1	Interferon regulatory factor 1	340	6E-92	29.63	<0.001	-1.08	0.947
Irf7	Interferon regulatory factor 7	2003	0	2.14	<0.001	1.24	0.400
Irg1	Immunoresponsive 1 homolog (mouse)	2107	0	365.35	<0.001	7.77	<0.001
Slamf7	SLAM family member 7	769	0	2.86	<0.001	1.91	<0.001
Socs3	Suppressor of cytokine signaling 3	1799	0	4.42	<0.001	1.30	0.393
Stat1	Signal transducer and activator of transcription 1, 91kDa	4136	0	3.37	<0.001	2.99	<0.001
Fcgr1a	Fc receptor, IgG, high affinity I	1577	0	1.37	0.013	1.93	<0.001
Tnf	Tumor necrosis factor	1142	0	1.16	0.707	-1.43	0.400
Ccr7	Chemokine (C-C motif) receptor 7	1743	0	-2.43	<0.001	-1.15	0.703
Il1b	Interleukin 1, beta	1294	0	-2.09	<0.001	1.95	<0.001
M2-associated Genes							
Arg1	Arginase 1	1498	0	35.71	<0.001	5.85	<0.001
Ccl11	Chemokine (C-C motif) ligand 11	823	0	20.5	<0.001	-	-
Ccl17	Chemokine (C-C motif) ligand 17	383	4E-105	70.91	<0.001	4.53	0.009
Ccl2	Chemokine (C-C motif) ligand 2	643	0	25.17	<0.001	1.36	0.577
Ccl22	Chemokine (C-C motif) ligand 22	1023	0	4.01	<0.001	1.26	0.743
Cd226	CD226 molecule	1948	0	3.01	0.005	1.41	0.593
Cebpb	CCAAT/enhancer binding protein (C/EBP), beta	969	0	3.73	<0.001	-1.33	0.542
Chi3l1	Chitinase 3-like 1 (cartilage glycoprotein-39)	1674	0	20.15	<0.001	3.78	0.044
Cxcl16	Chemokine (C-X-C motif) ligand 16	964	0	1.80	<0.001	1.08	0.839
F13a1	Coagulation factor XIII, A1 polypeptide	4601	0	1.82	<0.001	1.61	0.410
Fn1	Fibronectin 1	11400	0	-1.7	0.146	1.1	0.925
Socs1	Suppressor of cytokine signaling 1	1701	0	9.89	<0.001	1.17	0.772
Stat3	Signal transducer and activator of transcription 3	4268	0	1.78	<0.001	-1.08	0.889
Il1rn	Interleukin 1 receptor antagonist	1557	0	19.65	<0.001	1.60	0.072
Socs2	Suppressor of cytokine signaling 2	2493	0	-2.56	<0.001	3.65	<0.001
Stab1	Stabilin 1	9499	0	-1.80	0.001	-2.08	0.198
Klf4	Kruppel-like factor 4 (gut)	3077	0	-2.11	0.002	-1.47	0.436
Msr1	Macrophage scavenger receptor 1	1570	0	-1.62	<0.001	-1.46	0.065
Pparg	Peroxisome Proliferator-Activated Receptor Gamma	2791	0	-1.3	0.376	-1.6	0.101
Cd36	CD36 molecule (thrombospondin receptor)	2486	0	-3.62	<0.001	1.02	0.977
Cd93	CD93 molecule	2578	0	-1.90	<0.001	-1.45	0.520
Cd163	CD163 molecule	2477	0	-5.27	0.035	-2.20	0.209
Cd209a	CD209a antigen	1169	0	-7.08	<0.001	1.41	0.635
Ccr2	Chemokine (C-C motif) receptor 2	1296	0	1.14	0.638	2.70	0.063
Akt1	v-akt murine thymoma viral oncogene homolog 1	3110	0	-1.09	0.514	-1.69	0.056
Fcer1g	Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide	598	2E-169	-1.42	0.006	-1.38	0.385
Igf1	Insulin-like growth factor 1 (somatomedin C)	4298	0	-5.24	<0.001	-1.13	0.933
Il10	Interleukin 10	1397	0	-1.27	0.611	1.51	0.051
Il27ra	Interleukin 27 receptor, alpha	2053	0	1.06	0.849	-1.52	0.538

¹ Macrophage² Fold-change (infected/uninfected)³ False Discovery Rate**References**

1. Murray PJ, Wynn TA (2011) Protective and pathogenic functions of macrophage subsets. Nat Rev Immunol 11: 723-737.
2. Biswas SK, Mantovani A (2010) Macrophage plasticity and interaction with lymphocyte subsets: cancer as a paradigm. Nat Immunol 11: 889-896.
3. Martinez FO (2009) The transcriptome of human monocyte subsets begins to emerge. J Biol 8: 99.

4. Martinez FO (2011) Regulators of macrophage activation. *Eur J Immunol* 41: 1531-1534.
5. Martinez FO (2012) Analysis of gene expression and gene silencing in human macrophages. *Curr Protoc Immunol* Chapter 14: Unit 14.28.11-23.
6. Martinez FO, Gordon S (2014) The M1 and M2 paradigm of macrophage activation: time for reassessment. *F1000Prime Rep* 6: 13.
7. Martinez FO, Gordon S, Locati M, Mantovani A (2006) Transcriptional profiling of the human monocyte-to-macrophage differentiation and polarization: new molecules and patterns of gene expression. *J Immunol* 177: 7303-7311.
8. Martinez FO, Helming L, Milde R, Varin A, Melgert BN, et al. (2013) Genetic programs expressed in resting and IL-4 alternatively activated mouse and human macrophages: similarities and differences. *Blood* 121: e57-69.
9. Martinez FO, Sica A, Mantovani A, Locati M (2008) Macrophage activation and polarization. *Front Biosci* 13: 453-461.
10. van de Garde MD, Martinez FO, Melgert BN, Hylkema MN, Jonkers RE, et al. (2014) Chronic exposure to glucocorticoids shapes gene expression and modulates innate and adaptive activation pathways in macrophages with distinct changes in leukocyte attraction. *J Immunol* 192: 1196-1208.
11. Mosser DM, Edwards JP (2008) Exploring the full spectrum of macrophage activation. *Nat Rev Immunol* 8: 958-969.
12. Ohteki T (2002) Critical role for IL-15 in innate immunity. *Curr Mol Med* 2: 371-380.
13. Wang XF, Wang HS, Wang H, Zhang F, Wang KF, et al. (2014) The role of indoleamine 2,3-dioxygenase (IDO) in immune tolerance: Focus on macrophage polarization of THP-1 cells. *Cell Immunol* 289: 42-48.
14. Mantovani A, Sica A, Locati M (2005) Macrophage polarization comes of age. *Immunity* 23: 344-346.
15. Sica A, Mantovani A (2012) Macrophage plasticity and polarization: in vivo veritas. *J Clin Invest* 122: 787-795.
16. Ambarus CA, Krausz S, van Eijk M, Hamann J, Radstake TR, et al. (2012) Systematic validation of specific phenotypic markers for in vitro polarized human macrophages. *J Immunol Methods* 375: 196-206.
17. Porta C, Rimoldi M, Raes G, Brys L, Ghezzi P, et al. (2009) Tolerance and M2 (alternative) macrophage polarization are related processes orchestrated by p50 nuclear factor kappaB. *Proc Natl Acad Sci U S A* 106: 14978-14983.
18. Garzetti L, Menon R, Finardi A, Bergami A, Sica A, et al. (2013) Activated macrophages release microvesicles containing polarized M1 or M2 mRNAs. *J Leukoc Biol*.
19. Tiemessen MM, Jagger AL, Evans HG, van Herwijnen MJ, John S, et al. (2007) CD4+CD25+Foxp3+ regulatory T cells induce alternative activation of human monocytes/macrophages. *Proc Natl Acad Sci U S A* 104: 19446-19451.
20. Huber S, Hoffmann R, Muskens F, Voehringer D (2010) Alternatively activated macrophages inhibit T-cell proliferation by Stat6-dependent expression of PD-L2. *Blood* 116: 3311-3320.
21. Stahl M, Schupp J, Jager B, Schmid M, Zissel G, et al. (2013) Lung collagens perpetuate pulmonary fibrosis via CD204 and M2 macrophage activation. *PLoS One* 8: e81382.
22. Sica A, Schioppa T, Mantovani A, Allavena P (2006) Tumour-associated macrophages are a distinct M2 polarised population promoting tumour progression: potential targets of anti-cancer therapy. *Eur J Cancer* 42: 717-727.
23. Kurowska-Stolarska M, Stolarski B, Kewin P, Murphy G, Corrigan CJ, et al. (2009) IL-33 amplifies the polarization of alternatively activated macrophages that contribute to airway inflammation. *J Immunol* 183: 6469-6477.
24. Van den Bossche J, Bogaert P, van Hengel J, Guerin CJ, Berx G, et al. (2009) Alternatively activated macrophages engage in homotypic and heterotypic interactions through IL-4 and polyamine-induced E-cadherin/catenin complexes. *Blood* 114: 4664-4674.
25. Puig-Kroger A, Sierra-Filardi E, Dominguez-Soto A, Samaniego R, Corcuera MT, et al. (2009) Folate receptor beta is expressed by tumor-associated macrophages and constitutes a marker for M2 anti-inflammatory/regulatory macrophages. *Cancer Res* 69: 9395-9403.
26. Patil V, Zhao Y, Shah S, Fox BA, Rommereim LM, et al. (2014) Co-existence of classical and alternative activation programs in macrophages responding to *Toxoplasma gondii*. *Int J Parasitol* 44: 161-164.
27. Spence S, Fitzsimons A, Boyd CR, Kessler J, Fitzgerald D, et al. (2013) Suppressors of cytokine signaling 2 and 3 diametrically control macrophage polarization. *Immunity* 38: 66-78.

# Supplementary material for: Transcriptional Profiling in Experimental Visceral Leishmaniasis Reveals a Broad Splenic Inflammatory Environment that Conditions Macrophages toward a Disease-Promoting Phenotype
**Source:** PLoS Pathog. 2017 Jan 31;13(1):e1006165. doi: 10.1371/journal.ppat.1006165
**Supplement:** S5 Table

Table S5. Hamster Interferon Response Genes *

Gene Category	Gene Symbol	Description	Spleen Infection		Splenic MΦ Infection	
			FC	FDR	FC	FDR
IFI Family	IFIH1	interferon induced with helicase C domain 1	-1.4	0.4	-1.4	0.4
	IFI6	interferon, alpha-inducible protein 6	NF	NF	NF	NF
	IFI16	interferon, gamma-inducible protein 16	NF	NF	NF	NF
	IFIT5	interferon-induced protein with tetratricopeptide repeats 5	NF	NF	NF	NF
	IFI44	interferon-induced protein 44	-1.2	0.1	1	1
	IFIT3	interferon-induced protein with tetratricopeptide repeats 3	2.1	<0.001	1.5	0.6
	IFI44L	interferon-induced protein 44-like	-1.2	0.1	1.9	<0.001
	IFIT2	interferon-induced protein with tetratricopeptide repeats 2	2.8	<0.001	2.1	0.15
	IFITM3	interferon induced transmembrane protein 3	1.1	0.42	-1.5	0.55
	IFI35	interferon-induced protein 35	1.4	0.012	-1.5	0.57
	IFITM1	interferon induced transmembrane protein 1	20.5	<0.001	-	-
	IFI203	interferon activated gene 203	3	<0.001	2.2	0.05
	IFI204	interferon activated gene 204	1.8	<0.001	2.9	<0.001
	IFI205	interferon activated gene 205	1.8	<0.001	2.9	<0.001
	IFI27L2B	interferon, alpha-inducible protein 27 like 2B	88.2	<0.001	-	-
	IFIT1	interferon-induced protein with tetratricopeptide repeats 1	7.8	<0.001	-1	0.932
	IFIT1LB	interferon-induced protein with tetratricopeptide repeats 1B-like	1.5	0.296	-	-
	IFI27	interferon, alpha-inducible protein 27	1	0.949	-1	0.992
	IFI47	interferon gamma inducible protein 47	4.8	<0.001	3.7	<0.001
	MNDA	myeloid cell nuclear differentiation antigen	1.8	<0.001	1.5	<0.001
Interferon stimulated genes	ISG20	interferon stimulated exonuclease gene 20kDa	1.6	0.225	2.1	0.202
	ISG15	ISG15 ubiquitin-like modifier	3.8	<0.001	2.1	0.143
Antiviral effectors	OAS1G	2'-5' oligoadenylate synthetase 1G	1.2	0.856	-	-
	OAS1K	2'-5' oligoadenylate synthetase 1K	3.2	<0.001	11.4	<0.001
	OAS3	2'-5'-oligoadenylate synthetase 3, 100kDa	3.9	<0.001	-	-
	OAS2	2'-5'-oligoadenylate synthetase 2, 69/71kDa	-	-	2.1	0.381
	OASL	2'-5'-oligoadenylate synthetase-like	5.9	<0.001	-1	0.9
	MX1	MX dynamin-like GTPase 1	1.1	0.798	1.7	0.15
	MX2	MX dynamin-like GTPase 2	-30.7	<0.001	-	-
	DDX58	DEAD (Asp-Glu-Ala-Asp) box polypeptide 58	1.5	<0.001	1.4	0.409
Signal Transducer and Activator of Transcription (STAT)	MAVS	mitochondrial antiviral signaling protein	1.3	0.5	-1.1	0.934
	STAT1	signal transducer and activator of transcription 1, 91kDa	3.4	<0.001	3	<0.001
	STAT2	signal transducer and activator of transcription 2, 113kDa	2.1	<0.001	1.1	0.936
Interferon regulatory factors	IRF1	interferon regulatory factor 1	3.2	<0.001	-1.1	0.679
	IRF2	interferon regulatory factor 2	1.1	0.778	-1	0.993
	IRF3	interferon regulatory factor 3	-1.3	0.339	-1.3	0.667
	IRF4	interferon regulatory factor 4	2	<0.001	1	0.956
	IRF7	interferon regulatory factor 7	2.1	<0.001	1.2	0.4
	IRF8	interferon regulatory factor 8	1.4	<0.001	-1.7	0.01
Cytokines / Chemokines	CXCL5	chemokine (C-X-C motif) ligand 5	94.9	<0.001	2.7	0.188
	CXCL9	chemokine (C-X-C motif) ligand 9	29.4	<0.001	4.4	<0.001
	CXCL10	chemokine (C-X-C motif) ligand 10	12.9	<0.001	1.3	0.365
	CXCL11	chemokine (C-X-C motif) ligand 11	-1.1	0.657	1.2	0.796
	CCL8	chemokine (C-C motif) ligand 8	120.5	<0.001	17.2	<0.001
	CCR3	chemokine (C-C motif) receptor 3	-4	<0.001	1.5	0.04
	IFNG	interferon, gamma	52.2	<0.001	11.1	<0.001
	IFNGR1	interferon gamma receptor 1	-1.4	0.004	1.3	0.435
	IL15RA	interleukin 15 receptor, alpha	8.1	<0.001	3.1	<0.001
	SPP1	secreted phosphoprotein 1	54.8	<0.001	5.9	<0.001
	TNFSF10	tumor necrosis factor (ligand) superfamily, member 10	1.9	<0.001	5.2	<0.001
Tripartite motif (TRIM) protein family	TNFSF13B	tumor necrosis factor (ligand) superfamily, member 13b	2	<0.001	2.1	0.253
	TRIM5	tripartite motif containing 5	-1.1	0.761	-1.1	0.917
	TRIM10	tripartite motif containing 10	5.7	<0.001	-	-
	TRIM12A	tripartite motif-containing 12A	-1.5	0.204	2	0.327
	TRIM26	tripartite motif containing 26	1.1	0.785	-1.1	0.928
	TRIM30A	tripartite motif-containing 30A	1.6	<0.001	1.4	0.422
	TRIM56	tripartite motif containing 56	1.2	0.552	-1.1	0.927
	TRIM59	tripartite motif containing 59	1.6	0.001	1.2	0.742
	TRIM58	tripartite motif containing 58	3.7	0.008	-	-
	TRIM65	tripartite motif containing 65	-1.4	0.446	-	-

	TRIM67	tripartite motif containing 67	-2.2	0.039	-	-
	TRIM72	tripartite motif containing 72, E3 ubiquitin protein ligase	-	-	2.4	0.358
Guanylate-Binding Proteins	GBP1	guanylate binding protein 1, interferon-inducible	187.6	<0.001	18.1	<0.001
	GBP2	guanylate binding protein 2, interferon-inducible	11.2	<0.001	6.1	<0.001
	GBP2B	guanylate binding protein 2b	7.4	<0.001	8.6	0.25
	GBP3	guanylate binding protein 3	1.7	0.003	2	0.025
	GBP4	guanylate binding protein 4	1.7	0.003	2	0.025
	GBP5	guanylate binding protein 5	6.6	<0.001	5.5	<0.001
	GBP6	guanylate binding protein family, member 6	1.7	0.003	2	0.025
	GBP7	guanylate binding protein 7	3.5	<0.001	2.2	0.201
	GBP8	guanylate-binding protein 8	10.1	<0.001	8.2	<0.001
	GBP9	guanylate-binding protein 9	1.7	0.003	2	0.025
	GBP10	guanylate-binding protein 10	1.7	0.003	2	0.025
	GBP11	guanylate binding protein 11	1.7	0.003	2	0.025
T cell related	CD274	CD274 molecule (PDCD1LG1, programmed cell death 1 ligand 1)	2.6	<0.001	1.9	<0.001
	LAG3	lymphocyte-activation gene 3	27.3	<0.001	2.1	0.286
	LILRA6	leukocyte immunoglobulin-like receptor, subfamily A (with TM domain), member 6	22.7	<0.001	2.7	0.002
	PDCD1LG2	programmed cell death 1 ligand 2	26.9	<0.001	3.9	<0.001
Miscellaneous	TAP1	transporter 1, ATP-binding cassette, sub-family B (MDR/TAP)	2.7	<0.001	2.2	<0.001
	TAP2	transporter 2, ATP-binding cassette, sub-family B (MDR/TAP)	2.3	<0.001	1.3	0.577
	SOCS1	suppressor of cytokine signaling 1	5.3	0.001	-1	0.979
	SOCS2	suppressor of cytokine signaling 2	-2.6	<0.001	3.6	<0.001
	SOCS3	suppressor of cytokine signaling 3	4.4	<0.001	1.3	0.393
	IDO1	indoleamine 2,3-dioxygenase 1	368.7	<0.001	39.9	<0.001
	IRG1	immunoresponsive 1 homolog (mouse)	365.3	<0.001	7.8	<0.001
	WARS	tryptophanyl-tRNA synthetase	8.4	<0.001	3.8	<0.001
	TLR3	toll-like receptor 3	-2.6	0.046	-	-
	TLR9	toll-like receptor 9	-2.2	<0.001	-1.6	0.259
	ANKRD22	ankyrin repeat domain 22	NF	NF	NF	NF
	CMPK2	cytidine monophosphate (UMP-CMP) kinase 2, mitochondrial	2	<0.001	1.6	0.2
	DTX3L	deltex 3 like, E3 ubiquitin ligase	1.7	0.005	2.3	0.086
	EPSTI1	epithelial stromal interaction 1 (breast)	2.5	<0.001	2.5	0.022
	HERC6	HECT and RLD domain containing E3 ubiquitin protein ligase family member 6	2.1	<0.001	1.9	0.065
	LAP3	leucine aminopeptidase 3	2.5	<0.001	-1	0.989
	LY6E	lymphocyte antigen 6 complex, locus E	1.4	0.002	1.8	0.081
	PARP9	poly (ADP-ribose) polymerase family, member 9	2	<0.001	3.6	<0.001
	PARP12	poly (ADP-ribose) polymerase family, member 12	1.7	<0.001	1.8	0.031
	PGAP1	post-GPI attachment to proteins 1	-1.4	0.158	1	0.994
	PML	promyelocytic leukemia	1.7	<0.001	2.2	0.028
	RGL1	ral guanine nucleotide dissociation stimulator-like 1	-1.5	<0.001	1.6	0.007
	RSAD2	radical S-adenosyl methionine domain containing 2	6	<0.001	2.4	<0.001
	SAMD9L	sterile alpha motif domain containing 9-like	1.7	<0.001	2.2	<0.001
	USP18	ubiquitin specific peptidase 18	2.3	<0.001	1	0.957
	XAF1	XIAP associated factor 1	1.6	0.004	2.5	0.001
	APOL6	apolipoprotein L, 6	11.7	<0.001	29.8	<0.001
	APOL2	apolipoprotein L, 2	9.6	<0.001	-	-
	APOBEC3	apolipoprotein B mRNA editing enzyme, catalytic polypeptide 3	1.6	<0.001	1.9	0.079
	ARHGEF3	Rho guanine nucleotide exchange factor (GEF) 3	2.4	<0.001	3.3	0.003
	ARHGEF10	Rho guanine nucleotide exchange factor (GEF) 10	-1.9	0.016	-1.5	0.511
	BATF	basic leucine zipper transcription factor, ATF-like	6.3	<0.001	2	0.228
	CD163	CD163 molecule	-5.3	0.035	-2.2	0.208
	CD38	CD38 molecule	3.9	<0.001	1.9	<0.001
	CHRNA6	cholinergic receptor, nicotinic, alpha 6 (neuronal)	-3.5	<0.001	-8.6	<0.001
	EHD4	EH-domain containing 4	-1.2	0.169	1.1	0.737
	EPHB2	EPH receptor B2	-1	0.978	-	-
	FASLG	Fas ligand (TNF superfamily, member 6)	3.4	<0.001	-	-
	GNB4	guanine nucleotide binding protein (G protein), beta polypeptide 4	-1.8	<0.001	-1	0.968
	LACTB	lactamase, beta	-1.5	0.001	1.1	0.871
	LMNB1	lamin B1	3.2	<0.001	1.6	0.116
	MB21D1	Mab-21 domain containing 1	3	<0.001	-1.1	0.935
	MEFV	Mediterranean fever	1.9	0.006	1.5	0.149
	MLKL	mixed lineage kinase domain-like	1.6	0.002	1.7	0.052
	MS4A6A	membrane-spanning 4-domains, subfamily A, member 6A	3.2	<0.001	9.9	<0.001
	MSR1	macrophage scavenger receptor 1	-1.5	0.022	-2	0.033
	MYOF	myoferlin	11	<0.001	7.4	<0.001
	NCOA7	nuclear receptor coactivator 7	2.5	0.003	1.6	0.262
	NEMF	nuclear export mediator factor	1.1	0.796	-1.2	0.796

PI4K2B	Phosphatidylinositol 4-kinase type 2 beta; Phosphatidylinositol 4-kinase type 2-beta	1.2	0.634	1.2	0.841
PLSCR1	phospholipid scramblase 1	2	<0.001	1.8	0.064
PRLR	prolactin receptor	4.4	0.029	-	-
RARG	retinoic acid receptor, gamma	-1.7	0.42	-	-
RASGRP3	RAS guanyl releasing protein 3 (calcium and DAG-regulated)	2.1	0.019	-	-
RGL1	ral guanine nucleotide dissociation stimulator-like 1	-1.5	<0.001	1.6	0.007
RTP4	receptor (chemosensory) transporter protein 4	1.8	<0.001	1.5	0.535
SAMD9L	sterile alpha motif domain containing 9-like	1.7	<0.001	2.2	<0.001
SAT1	spermidine/spermine N1-acetyltransferase 1	2.4	<0.001	-1.2	0.6
SCUBE2	signal peptide, CUB domain, EGF-like 2	-2.4	<0.001	-1.5	0.617
SERPING1	serpin peptidase inhibitor, clade G (C1 inhibitor), member 1	2.5	<0.001	4.5	0.002
SLC11A1	solute carrier family 11 (proton-coupled divalent metal ion transporter), member 1	2.4	<0.001	1.4	0.404
SP100	SP100 nuclear antigen	1.7	0.11	1.6	0.465
SP110	SP110 nuclear body protein	1.5	<0.001	1.7	0.014
SP140	SP140 nuclear body protein	1.8	0.406	-	-
TMEM140	transmembrane protein 140	2	<0.001	1	0.977
TRAFD1	TRAF-type zinc finger domain containing 1	1.6	<0.001	1.5	0.12
TRPM2	transient receptor potential cation channel, subfamily M, member 2	3.8	<0.001	5	<0.001
UBE2L6	ubiquitin-conjugating enzyme E2L 6	2.7	<0.001	2.1	0.217
ZBP1	Z-DNA binding protein 1	2.4	<0.001	1.9	0.372
ZNFX1	zinc finger, NFX1-type containing 1	1.4	0.163	1	1

* IFN-response reference geneset manually curated from:

1. Ferreira RC, Guo H, Coulson RM, Smyth DJ, Pekalski ML, et al. (2014) A type I interferon transcriptional signature precedes autoimmunity in children genetically at risk for type 1 diabetes. Diabetes 63: 2538-2550.
2. Liu SY, Sanchez DJ, Aliyari R, Lu S, Cheng G (2012) Systematic identification of type I and type II interferon-induced antiviral factors. Proc Natl Acad Sci U S A 109: 4239-4244.
3. Waddell SJ, Popper SJ, Rubins KH, Griffiths MJ, Brown PO, et al. (2010) Dissecting interferon-induced transcriptional programs in human peripheral blood cells. PLoS One 5: e9753.

# Supplementary material for: Transcriptional Profiling in Experimental Visceral Leishmaniasis Reveals a Broad Splenic Inflammatory Environment that Conditions Macrophages toward a Disease-Promoting Phenotype
**Source:** PLoS Pathog. 2017 Jan 31;13(1):e1006165. doi: 10.1371/journal.ppat.1006165
**Supplement:** S6 Table

Table S6. Primer sequences used for real time RT-PCR assays

**Hamster<br>Target Gene**	**Primers Sequences (5'-3')**
CCL17	F - GTGCTGCCTGGAGATCTTCA<br>R - TGGCATCCCTGGGACACT
Arginase 1	F - ACCTATGTGTCATTTGGGTGGA<br>R - GCAGATATGCAGGGAGTCACC
Chi3L1	F - CTGCTCCAGTGCTGCTCTAC<br>R - AAGCAGCTTCCATCACCTTC
SOCS1	F - TTCCTGGAACACGTGGGA<br>R - CATGGAGAGGTAGGAGTGGAG
IDO	F - CACATGTCTCCCACTGAAGG<br>R - CAGGCACTGAATGTCTGAGG
IRG1	F - GAGAGGGTTGTGCTCAGGAT<br>R - CCACGTACTGGAAGGAGTGA
IFN γ	F - AATATCTTGACGAACTGGCAA<br>R - CCTTCAAGGCTTCAAAGAGTTT
CXCL9	F - TGGGTATCATCCTCCTGGAC<br>R - AATGAGGACCTGGAGCAAAC
CXCL10	F - TGGAAATTATTCCTGCAAGTCA<br>R - GTGATCGGCTTCTCTCTGGT
iNOS	F - TGAGCCACTGAGTTCTCCTAAGG<br>R - TCCTATTTCAACTCCAAGATGTTCTG
CCL11	F - CTATCCCAGTTTCCTGCTGC<br>R - GGTCAGCACAGATATCCTTGC
IL-10	F - TAAGGGTTACTTGGGTTGCC<br>R - CAAGGCTGTGGAACAGGTGAA
18s	F - ACCGCAGCTAGGAATAATGGA<br>R - GCCTCAGTTCCGAAAACCA

How the deposited data were processed for this re-analysis (not part of the article)

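RNA was measured in 16 libraries from 2 experiments on Syrian hamsters (Mesocricetus auratus) 28 days after infection with L. donovani. One experiment holds whole spleen of 4 infected and 4 uninfected animals, and the other splenic macrophages of 4 infected and 4 uninfected animals. Each library is the only one of its condition and replicate number, and the grouping follows the titles and descriptions of the samples. Sample type and experiment coincide, so any difference between spleen and macrophages is also a difference between experiments.

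The count tables hold expected counts. The authors removed reads that aligned to the L. donovani genome, and mapped the others with Bowtie2 2.1.0 to transcripts they had assembled de novo with Trinity and BRANCH. As the methods of the paper state, eXpress (version 1.1.1 in the sample records) then estimated effective counts per transcript, which are estimated counts and not whole numbers, and these were deposited without scaling to library size for 131021 transcripts. The result tables hold log2 values: per the file headers, the log2 fold change of infected over uninfected samples and the mean log2 CPM, which the authors computed with edgeR 3.4.0 after TMM normalization. They also hold p-values and FDR values of the authors' edgeR likelihood ratio test, as deposited, where the FDR is the Benjamini-Hochberg adjustment over the transcripts of the table (recomputed here once per transcript and found equal). The score values of these tables are, per the file headers, the authors' likelihood ratio statistic and the BLAST score of a transcript's match to a mouse (GRCm38) or rat (Rnor_5.0) gene, with the rank of that match. The tables cover 34523 transcripts in spleen and 32886 in macrophages, which equals the number kept here from counts truncated to whole numbers. The gene names and the scores came from these tables. Their fold changes and p-values were used only for comparison: at the FDR of 0.01 they call 4963 transcripts in spleen and 895 in macrophages.

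The counts were rounded to whole numbers. Transcripts with at least 1 CPM in at least 3 of the 4 libraries of a group were kept, 35162 in spleen, 33257 in macrophages and 42179 in the fits of both experiments together. TMM factors and quasi-likelihood tests came from edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and an FDR threshold of 0.01. In each experiment infected and uninfected libraries were compared without a block, because infected and uninfected animals of one replicate number were different animals. A fit of all 16 libraries tested the difference between the spleen and macrophage responses and the difference between macrophages and spleen over both conditions. DESeq2 1.42.0 and limma 3.58.1 (limma-voom) served as other tests. An adjusted p that DESeq2 left out stayed left out.

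A gene stands for its leading transcript, the one under its symbol with the highest BLAST score, and 17347 symbols have one. A gene named only for the size of its change, or of the difference of its responses, is given by its transcript with the largest value instead. Of 53 gene lists, 42 were fixed from general knowledge before any deposited value was read, 2 (angiogenic factors and M1 markers not raised) come from what the paper's text reports on these samples, and 9 come from tables of the study, of which those of lineage markers, polarization and the interferon response refer to publications. The members called were counted over all transcripts and again with p-values adjusted over the list alone. Lists with at least 5 tested members were tested by camera of limma with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists. Samples were placed by the multidimensional scaling plot of the 500 leading transcripts with a prior count of 2, and the groups were compared on each dimension by an exact permutation test. A group without counts in any library was set to 3 counts over the group for a lower bound of the fold, and a ratio to a group with 1 to 3 counts carries a 95% counting interval.

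The genes named were chosen by a rule written beforehand. It takes every gene a claim or its table names, the 10 largest rises and the 10 largest falls per experiment, the 5 strongest differences of the responses in each direction, and up to 4 of the largest called members of each list described. The largest rises and falls were taken among called transcripts with a mean of at least 5 CPM, infected and uninfected libraries that do not overlap, and a gene symbol that is not a predicted name. The values in the paper's text, figures and tables had been read when the rule was written, and no deposited value had. The results of some genes that the rule takes are not reported here.

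The library totals ran, in units of 1000000 counts, from 3.92 to 15.61 in spleen and from 4.71 to 35.99 in macrophages. At 1 CPM a library therefore holds about 4 to 36 counts, and the differences between replicates exceed counting error: the chi-square per degree of freedom of pairs of replicates was 8.31 to 39.94. The methods were tested on simulated data made from the libraries with 200 changed transcripts in each comparison. The quasi-likelihood test recovered 8% of 2-fold and 40% of 4-fold changes in spleen, 1% and 16% in macrophages and 0% and 14% of differences of the responses, each with 0 false calls. The study's 3 tests together recovered 62% of 4-fold changes in spleen with 18 false calls among 98, and 49% in macrophages with 27 among 83. They were rerun here with edgeR 4.0.16 and not with the study's edgeR 3.4.0. Only 200 transcripts were changed, so these shares of false calls do not carry over to the study's published calls. A simulated list of 20 members raised 1.5-fold had adjusted p = 4.64e-11 in spleen and 1.05e-05 in macrophages from camera with the preset correlation, and 0.0674 and 0.2 with an estimated one.

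Alternatives replaced 1 choice at a time: the study's 3 tests together (edgeR's exact test, edgeR's likelihood ratio test and the DESeq2 Wald test), each of these alone, limma-voom, DESeq2 size factors or library totals instead of TMM, no filter or a filter at 5 CPM, FDR thresholds of 0.001 and 0.05, counts summed per gene symbol, the transcript of the highest mean CPM as the leading one, each library left out in turn and the replicate number as a block. The study's 3 tests were rerun here with edgeR 4.0.16, whereas the study used edgeR 3.4.0. A gene that they call here need not be one that the study called. For the lineage markers infected or uninfected libraries alone were also used, and for the scaling plot all transcripts or a prior count of 0.5. Truncated counts, truncated counts with edgeR's older dispersion steps and the study's 3 tests together, and the best transcript among those whose own best match is the gene were added after the data had been seen.

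The assays of the study other than RNA-seq, such as microscopy, PCR and immunoblots, are not analysed here. Reads and alignments were not used here, so coverage, duplicates, sequence variants and the assembly of the transcripts were not examined. Pathway and regulator predictions of the study rest on a licensed knowledge base and were not recomputed. Analyses ran in Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.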

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

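The tests behind the values of single libraries and behind the differences of the responses were set beforehand, and no test in this part was chosen only after its result had been seen.

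The responses of 669 transcripts differed between spleen and macrophages by edgeR's quasi-likelihood test of the difference at an FDR of 0.01, and the number was 411 without infected spleen replicate 2, 406 without infected spleen replicate 3, 438 without infected macrophage replicate 3, 405 without uninfected macrophage replicate 1, 445 without uninfected macrophage replicate 3 and 442 without uninfected macrophage replicate 4. These results stand here because a difference between groups passed its test. Of 100 splits of the libraries within each experiment 1, the real one, gave as many, and the highest other gave 14. The other splits mix infected and uninfected libraries, which widens the spread within their groups, so they do not exclude chance. In log2 units of the spleen response minus the macrophage response, the difference was positive for IBSP (5.84), CDO1 (5.64), IRG1 (5.43), CCL2 (4.24), CXCL10 (3.43), GBP1 (3.32), IDO1 (3.29), CCL8 (2.88), CXCL9 (2.85), OASL (2.73), IRF1 (1.95) and LITAF (1.34), and the difference was negative for EMR4 (-4.99), DCUN1D5 (-4.43), ETS2 (-4.42), ELOVL1 (-4.29), SOCS2 (-3.11), VEGFA (-2.49), LYVE1 (-2.34) and IL1B (-1.91). For IRF1 the best match of the transcript is ATP10D, and for OASL it is OASL1. The difference was positive for a transcript of SOD2 (fitted 7.28) and one of LILRB4 (fitted 6.74) too, but uninfected spleens hold 0 and 1 counts of these transcripts. It was negative for SOX4 (fitted -5.83), of which uninfected macrophages hold 2 counts. These 3 fitted values do not give a size.

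Fewer transcripts were called in macrophages (284) than in spleen (3534) by the same test. Without 1 library the number was 42 to 313 in macrophages (98 without infected replicate 1, 106 without infected replicate 3, 140 without infected replicate 4, 42 without uninfected replicate 1, 95 without uninfected replicate 2, 50 without uninfected replicate 3 and 43 without uninfected replicate 4) and 2101 to 2816 in spleen (2123 without infected replicate 2, 2101 without infected replicate 3 and 2262 without uninfected replicate 1). With all 16 libraries thinned to 3.92 units of 1000000 counts, 2836 transcripts were called in spleen and 201 in macrophages, a ratio of 14.1, which argues against depth as the explanation. The 500 transcripts with the smallest p in spleen replicates 1 and 2 had a median log2 response in the same direction of 1.19 in spleen replicates 3 and 4 and of 0.03 in macrophages (95% bootstrap interval -0.05 to 0.1). The interval resamples the transcripts and not the libraries, so it holds no spread between animals. A larger spread between macrophage libraries is therefore not excluded as an explanation. A weaker response of the macrophages, a response carried by other cells of the spleen and a difference between the 2 experiments stay open too. They cannot be told apart, because sample type and experiment coincide. The levels of uninfected macrophages were not tested as a limit on these calls.

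A sample far from the others was found in 72 of 804 groups of 4 libraries tested (9.0%), and chance gives about 1 in 20. Of 12 groups with 3 or fewer counts in all 4 libraries, 5 are among these, CCL17 (2 counts) and CYP1B1, H2-M2, LILRB4 and ZC3HAV1L (1 count each) in uninfected spleen, and a single library holds the counts of each, so they say little of that library. Of the other 792 groups 67 remain (8.5%). The groups are the 4 conditions, with the library total, the share of the 10 largest transcripts, the 2 dimensions of the scaling plot and the CPM of each gene named. On the scaling plot these were uninfected spleen replicate 2 (dimension 2, 3.088) and uninfected macrophage replicate 2 (dimension 1, 0.438, and dimension 2, 1.306). In CPM, the following libraries and genes stood apart. Infected spleen replicate 1 lay far above the other 3 for CMA1 (4.49), DDX58 (78.2), IL1B (99.6), ITGAM (121), MTSS1L (0.366) and PRKACB (2.38), and below them for a further CD36 transcript (1.37) and DNAJA4 (6.5). Infected spleen replicate 2 lay far above the other 3 for IL15RA (17.6), PTGS1 (2.82) and TNF (20), and below them for LYVE1 (1.76). Infected spleen replicate 3 lay far above the other 3 for CRELD2 (464) and CTSL (286), and below them for TRPM2 (294) and UBD (404). Infected spleen replicate 4 lay far above the other 3 for CCL12 (11.8), CCL17 (4.67), CCL22 (15.9), CCL8 (872), CCR7 (24.6), CREBBP (3.27) and GJB2 (107), and below them for CCL3 (33.1), CDO1 (75.8), CLEC4E (104), CSF2RB (131), CXCL5 (15.7), CYBB (772), H2-M2 (15), IBSP (17.5), MYOF (126), RBM47 (6.3) and SLC7A11 (2.02). Uninfected spleen replicate 1 lay far above the other 3 for GZMB (3.83) and ZC3HAV1L (0.0815). Uninfected spleen replicate 2 lay far above the other 3 for ARG1 (47.8), IL24 (13.2), LILRB4 (0.253) and TIMP1 (13.7). Uninfected spleen replicate 3 lay far above the other 3 for SPP1 (3.48), and below them for CEBPA (11.9), MZB1 (122) and TNXB (31.6). Uninfected spleen replicate 4 lay far above the other 3 for CCL17 (0.125), CYP1B1 (0.0623) and H2-M2 (0.0623). Infected macrophage replicate 1 lay far above the other 3 for EMR4 (16), IRF1 (464) and OASL (1393). Infected macrophage replicate 2 lay far above the other 3 for MCM10 (1.53). Infected macrophage replicate 3 lay far above the other 3 for IL1A (75). Infected macrophage replicate 4 lay far above the other 3 for ITGAM (90.4), and below them for MICALL2 (2.35). Uninfected macrophage replicate 1 lay far above the other 3 for CXCL10 (214), and below them for CCL4 (680) and KDR (9.57). Uninfected macrophage replicate 2 lay far above the other 3 for CCNA2 (2.4), CREBBP (4.17), DDX58 (16.2), FN1 (12.4), PPARG (97.3), SPP1 (14) and TNF (224), and below them for CCL17 (0) and IL1RN (72.8). Uninfected macrophage replicate 3 lay far above the other 3 for MZB1 (19.4), and below them for GBP2 (27.8). Uninfected macrophage replicate 4 lay far below the other 3 for SOCS2 (25.6).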

How the results depend on the processing

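The alternatives in this part were set beforehand except 3 tests chosen after the data had been seen: truncated counts, truncated counts with edgeR's older dispersion steps and the study's 3 tests together, and the best transcript among own best matches. The numbers of calls depend on the test and its threshold more than on the scaling. The reported numbers are 3534 transcripts changed in spleen, 284 in macrophages, 158 in both in one direction and 669 with differing responses, 73 and 19 interferon-response genes higher in spleen and in macrophages, and 373 and 46 list members called. Library totals as the scaling moved the median log2 fold change of all spleen transcripts by -0.117 and left 3784 transcripts called. The macrophage markers higher in macrophages (10 to 12) and the markers of lymphocytes, dendritic cells and neutrophils lower there (20 to 22) stayed within 1.5 times in each alternative run, and the separation of spleen groups on dimension 1 kept its exact p of 0.0286. In macrophages that exact p was 0.1714 and 0.0857 to 0.3714 without 1 library, above 0.05 in each, although the groups did not overlap there without uninfected replicate 2. On dimension 2 the exact p of macrophages was 0.6286, and 0.0286 without infected replicate 2. Depth limits the results: a transcript at 1 CPM has about 4 counts in the smallest library, and transcripts under the filter were not tested. In simulations, 4-fold changes were recovered in 40% of spleen and 16% of macrophage transcripts, which reflects the spread between libraries as well as depth. The simulations held 200 changed transcripts, fewer than were called in spleen, so these rates may not carry over.

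Where a number moved by more than 1.5 times, the values follow, and the cause was not tested beyond what the construction of a setting shows. An FDR threshold of 0.001 gave 1222 transcripts changed in spleen, 27 in macrophages, 24 in both in one direction, 183 with differing responses, 45 interferon-response genes higher in spleen, 9 interferon-response genes higher in macrophages, 204 list members called in spleen and 12 list members called in macrophages. At an FDR of 0.05 there were 7208 transcripts changed in spleen, 1105 in macrophages, 488 in both in one direction, 1867 with differing responses, 40 interferon-response genes higher in macrophages and 106 list members called in macrophages. The study's 3 tests together called 5535 transcripts changed in spleen, 1246 in macrophages, 464 in both in one direction, 40 interferon-response genes higher in macrophages and 110 list members called in macrophages. edgeR's exact test alone gave 5802 transcripts changed in spleen, 1314 in macrophages, 476 in both in one direction, 40 interferon-response genes higher in macrophages and 110 list members called in macrophages. edgeR's likelihood ratio test alone gave 5970 transcripts changed in spleen, 1335 in macrophages, 485 in both in one direction, 40 interferon-response genes higher in macrophages and 112 list members called in macrophages. DESeq2's Wald test called 6404 transcripts changed in spleen, 2119 in macrophages, 692 in both in one direction, 2301 with differing responses, 46 interferon-response genes higher in macrophages and 145 list members called in macrophages. Without a filter, with more transcripts to adjust for, there were 186 in macrophages and 375 with differing responses. A filter at 5 CPM left 1040 with differing responses. Counts summed per gene symbol gave 1105 in macrophages, 524 in both in one direction, 2053 with differing responses, 43 interferon-response genes higher in macrophages and 146 list members called in macrophages. In the paired fit with the replicate number as a block, which leaves fewer degrees of freedom, there were 1376 transcripts changed in spleen, 26 in macrophages, 22 in both in one direction, 250 with differing responses, 46 interferon-response genes higher in spleen, 7 interferon-response genes higher in macrophages, 229 list members called in spleen and 9 list members called in macrophages. Infected and uninfected libraries of one number come from different animals. Their correlation was -0.069, 0.022, 0.01 and 0.002 in spleen and 0.124, 0.297, -0.071 and 0.197 in macrophages, so a source of variation shared by a number is not excluded in macrophages. Truncated counts with the older dispersion steps and the study's 3 tests gave 680 in macrophages, 303 in both in one direction, 30 interferon-response genes higher in macrophages and 80 list members called in macrophages.

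Without 1 library the numbers ranged as follows, with fewer samples in each fit: 2101 to 2816 transcripts changed in spleen, 42 to 313 in macrophages, 37 to 168 in both in one direction, 405 to 799 with differing responses, 59 to 70 interferon-response genes higher in spleen, 11 to 23 interferon-response genes higher in macrophages, 282 to 343 list members called in spleen and 14 to 53 list members called in macrophages. Numbers that moved by more than 1.5 times were, of the transcripts changed in spleen, 2123 without infected replicate 2, 2101 without infected replicate 3 and 2262 without uninfected replicate 1. In macrophages they were 98 without infected replicate 1, 106 without infected replicate 3, 140 without infected replicate 4, 42 without uninfected replicate 1, 95 without uninfected replicate 2, 50 without uninfected replicate 3 and 43 without uninfected replicate 4. The overlap was 65 without infected macrophage replicate 1, 73 without infected macrophage replicate 3, 92 without infected macrophage replicate 4, 37 without uninfected macrophage replicate 1, 71 without uninfected macrophage replicate 2, 39 without uninfected macrophage replicate 3 and 38 without uninfected macrophage replicate 4. The number with differing responses was 411 without infected spleen replicate 2, 406 without infected spleen replicate 3, 438 without infected macrophage replicate 3, 405 without uninfected macrophage replicate 1, 445 without uninfected macrophage replicate 3 and 442 without uninfected macrophage replicate 4. Interferon-response genes higher in macrophages were 11 without uninfected replicate 1, 12 without uninfected replicate 3 and 12 without uninfected replicate 4, and list members called there were 26 without infected replicate 1, 30 without infected replicate 3, 14 without uninfected replicate 1, 28 without uninfected replicate 2, 15 without uninfected replicate 3 and 19 without uninfected replicate 4.

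For single genes 6822 values were computed under the alternatives: 6090 kept their direction and their side of the threshold, 594 lost the call, 133 gained one and 5 turned direction. Those that turned were ENPP6, reported as positive in spleen (-0.02 with counts summed per gene symbol, adjusted p = 0.907), STAM2, reported as negative in macrophages (0.37 with counts summed per gene symbol, adjusted p = 0.071), DCUN1D5, reported as negative in the difference of the responses (0.21 with counts summed per gene symbol, adjusted p = 0.211), SDF2L1, reported as positive in spleen (-0.26 with the transcript of the highest CPM, adjusted p = 0.086) and SIGLECH, reported as negative in spleen (0.46 with the transcript of the highest CPM, adjusted p = 0.595). Of the values without 1 library 372 lost the call and 9 gained one of 2520. The other settings with losses or gains were these: an FDR of 0.001 79 lost of 261, an FDR of 0.05 16 gained of 261, limma-voom 28 lost and 2 gained of 261, DESeq2 size factors 5 lost and 3 gained of 274, library totals 4 lost and 2 gained of 274, no filter 15 lost of 261, a filter at 5 CPM 5 gained of 246, counts summed per gene symbol 4 lost and 27 gained of 269, the transcript of the highest CPM 4 lost and 2 gained of 231, the best own match 1 gained of 228, the study's 3 tests 11 gained of 232, the exact test 12 gained of 233, the likelihood ratio test 13 gained of 233, DESeq2's Wald test 22 gained of 273, the replicate block 77 lost of 274, truncated counts 2 lost of 233, the truncated combination 2 lost and 6 gained of 232, infected libraries alone 2 lost and 1 gained of 13 and uninfected libraries alone 1 gained of 13. Each alternative set beforehand was run. An adjusted p that DESeq2's independent filtering left out gave no value, and a gene whose transcripts fail a filter has none under that filter.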

Differences from the paper's values

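Values marked as the paper's are those of its text or tables. The counts here use the FDR threshold that the paper states with a count, or 0.01 where it states none. They rest on edgeR's quasi-likelihood test, whereas the paper counted what its 3 tests called together. For macrophages the paper's 692 differentially expressed transcripts, 449 higher and 243 lower, compare with 284, 213 and 71 here, and each of the alternatives set before the data were examined still differs in all 3. Truncated counts with edgeR's older dispersion steps and the study's 3 tests, a combination chosen after seeing the values, gave 680, 450 higher and 230 lower, and it drops 215 of 895 transcripts that the authors' deposited likelihood ratio test calls in macrophages and 9 of 54 genes that the paper's tables call there. The quasi-likelihood test used here drops more of both, 618 and 27.

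The paper's 240 transcripts higher in both experiments compare with 130 here, and its value is reached within 1.5 times with an FDR of 0.05 instead of 0.01 (352), the study's 3 tests (334), edgeR's exact test (340), its likelihood ratio test (348) and counts summed per gene symbol (326), but not with the remaining alternatives. Its 64 lower in both compare with 28 here, reached with limma-voom (47) and a filter at 5 CPM (51) and not with the others. The combination chosen after seeing the values gave 240 and 63, and drops the numbers named above in macrophages and 644 of 4963 deposited calls in spleen, of which the test used here drops 1663. At an FDR of 0.001 the paper's 2778 transcripts in spleen compare with 1222 here, reached with the study's 3 tests (3635), edgeR's exact test (3820), its likelihood ratio test (3912) and counts summed per gene symbol (2891), and its 363 in macrophages compare with 27 here, reached with counts summed per gene symbol (325). The remaining alternatives set before the data were examined still differ in both, and the combination chosen after seeing the values gave 2751 and 348, with the drops named above at an FDR of 0.01. The paper's 52 interferon-response genes higher in macrophages, which it gives as 35% of 148, compare with 19 of the 118 tested here (16.1%). The 148 include genes that the study did not find and genes listed again. Fewer than 52 genes of S5 Table have a positive fold at an FDR under 0.01 in macrophages. The paper's number therefore does not rest on the threshold used here. The number is reached with an FDR of 0.05 instead of 0.01 (40), the study's 3 tests (40), edgeR's exact test (40), its likelihood ratio test (40), DESeq2's Wald test (46) and counts summed per gene symbol (43), and the percent with the same settings (33.9%, 35.5% and 39.0%). It is not reached with the others, and the combination chosen after seeing the values, with the same drops, gave 30 genes and 25.4%, of which the percent alone is within 1.5 times.

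Of 258 fold changes in the paper's tables of cytokines, macrophage polarization and the interferon response that could be compared, 234 were within 1.5 times or the spread of the libraries and 24 differed. Negative folds are falls. No alternative set before the data were examined came within the paper's value for CXCL11 in spleen (the paper's 104.37, here -1.14), TNF in spleen (the paper's 6.8, here 1.15), TNF in macrophages (the paper's -3.03, here -1.44), IRF1 in spleen (the paper's 29.63, here 3.18), IFITM1 in spleen (the paper's 20.5, here 1.88), MNDA in macrophages (the paper's 1.5, here 2.89) and BATF in spleen (the paper's 6.3, here 1.88). The best transcript among those whose own best match is the gene, chosen after seeing the values, gave folds of 105 for CXCL11 and 30.6 for IRF1 in spleen and 5.11 for CXCL11 in macrophages, and it drops 38 of 161 genes that the paper's tables call in spleen and 29 of 54 in macrophages, against 32 and 27 with the leading transcript used here. The fold of GBP2B with that transcript was 59.7. Another table of the paper prints a fold within 1.5 times of the one here for CXCL11 in spleen (-1.1), CXCL11 in macrophages (1.2), TNF in spleen (1.16), TNF in macrophages (-1.43), IRF1 in spleen (3.2) and SOCS1 in spleen (5.3), so the paper itself holds 2 values for these. The authors' deposited results for the same symbol hold the paper's value for 22 of the 24, on a transcript other than the leading one for 19 and on the leading one for 3 (CCL17 in 2 tables and IFI27L2B), so most of these differences come from which transcript stands for the gene. For MNDA in macrophages and BATF in spleen no deposited transcript holds it. This comparison was chosen after seeing the values.

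For the other fold changes some settings came within the paper's value and the remaining ones did not. CCL17 in spleen was the paper's 70.91 and 43.7 here, and came within it with DESeq2's Wald test (50.2), the replicate number as a block (57.1), without infected spleen replicate 1 (48.2) and without infected spleen replicate 3 (48). CXCL11 in macrophages was the paper's 5.13 and 1.17 here, and came within it with counts summed per gene symbol (4.42). IL10RA in macrophages was the paper's 2.42 and 1.17 here, and came within it with counts summed per gene symbol (1.82), the transcript of the highest mean CPM (2.41), without infected macrophage replicate 2 (1.48), without infected macrophage replicate 3 (1.3) and without uninfected macrophage replicate 4 (1.28). CD226 in spleen was the paper's 3.01 and 1 here, and came within it with the transcript of the highest mean CPM (3.05). SOCS1 in spleen was the paper's 9.89 and 5.12 here, and came within it with counts summed per gene symbol (8.46), the replicate number as a block (7.19), the transcript of the highest mean CPM (9.75) and without uninfected spleen replicate 4 (10.9). IFI27L2B in spleen was the paper's 88.2 and 52.8 here, and came within it with DESeq2's Wald test (60.5) and the replicate number as a block (62.3). OAS1K in spleen was the paper's 3.2 and 1.13 here, and came within it with the transcript of the highest mean CPM (3.43). GBP2B in spleen was the paper's 7.4 and 11.2 here, and came within it with limma-voom (11.1), library totals (10.3), a filter at 5 CPM (11.1), without infected spleen replicate 1 (11), without infected spleen replicate 2 (10.9) and without uninfected spleen replicate 2 (10.5). GBP7 in spleen was the paper's 3.5 and 5.73 here, and came within it without infected spleen replicate 2 (5.23) and without uninfected spleen replicate 3 (5.22). LILRA6 in spleen was the paper's 22.7 and -1.34 here, and came within it with the transcript of the highest mean CPM (23.8). LILRA6 in macrophages was the paper's 2.7 and -1.69 here, and came within it with the transcript of the highest mean CPM (2.72). APOL2 in spleen was the paper's 9.6 and 3.66 here, and came within it with limma-voom (4.81), without infected spleen replicate 1 (4.41) and without uninfected spleen replicate 1 (5.61). ARHGEF3 in spleen was the paper's 2.4 and -1.37 here, and came within it with counts summed per gene symbol (1.66) and the transcript of the highest mean CPM (2.42). ARHGEF3 in macrophages was the paper's 3.3 and 1.3 here, and came within it with the transcript of the highest mean CPM (3.3). The uninfected spleens hold 2 counts of CCL17, and the ratio of counts was 51.2 with a 95% counting interval of 13.9 to 427. They hold 2 counts of IFI27L2B, with a ratio of 63.2 and an interval of 17.2 to 527. The paper's values for both genes in spleen lie within these intervals.

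Of the 38 finite ratios of mean CPM in macrophages to spleen in the paper's S1 Table, 36 were within 1.5 times or the spread of the libraries over the uninfected libraries here, and 2 had the other direction. Negative ratios are lower in macrophages. The uninfected libraries were chosen for this comparison after seeing the values. MPEG1 was the paper's -2.21 and 1.41 here, and it is among the markers called higher in macrophages over all 16 libraries (log2 fold change 0.83, adjusted p = 3.94e-05). It came within the paper's value with none of the alternatives set before the data were examined that were run for this ratio: infected libraries, library totals, the transcript of the highest mean CPM, counts summed per gene symbol and each uninfected library left out. The sum gave -1.01. CSF1R was the paper's 7.69 and -1.28 here, and of these alternatives it came within the paper's value with counts summed per gene symbol (7.41) alone. The best transcript among own best matches, chosen after seeing the values, gave 7.7 for CSF1R, with the drops named above. For each of the 2 genes 1 other transcript under the symbol holds the paper's mean CPM to within 2% or 0.1 CPM, as the leading transcript does for 33 of the 38.

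Some genes and directions that the paper states were not found here. Its text reports CCR3 raised in infected spleen, although its tables give a fall (the paper's -4.05), and here its log2 fold change was -2.01 (adjusted p = 1.42e-05) and -2.13 to -1.93 over the alternatives. It reports TNF, IL-6 and IL-1 among the cytokines of the infected spleen: IL1A was higher (2.33, adjusted p = 0.00608), IL1B lower (-1.05, adjusted p = 0.00911; -1.2 to -0.82 over the alternatives), TNF was not called (0.21, adjusted p = 0.661; called by no alternative run), and the leading IL6 transcript had 0 CPM in both groups (1.88 with counts summed per gene symbol, adjusted p = 0.0146). Of the 15 genes of markers it describes as not raised in either experiment, 4 were higher in spleen: BCL2A1 (1.24, adjusted p = 0.000303), SPHK1 (1.28, adjusted p = 0.00713), PSMA2 (0.55, adjusted p = 0.00557) and ATF3 (1.11, adjusted p = 0.000136). The paper states that the cytokine and chemokine transcripts changed in macrophages were all raised. Of its table of these genes 7 were higher here and 0 lower, while EBI3, which the paper elsewhere reports as lower, was lower (-1.46). That table itself gives a fall of TNF in macrophages (the paper's -3.03). The fold lies on a transcript other than the leading one, which had a fold of -1.44 here, so the 0 lower depends on the transcript chosen. For EBI3 the paper states a stricter FDR than the adjusted p here, 0.00268 in spleen and 0.00679 in macrophages, and the study's 3 tests, each of them alone and counts summed per gene symbol fall below it in both, as does the combination chosen after seeing the values, with the drops named above.

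Genes that the paper reports as changed in macrophages and that edgeR's quasi-likelihood test did not call, as log2 fold changes, were CCR1 (1.06, adjusted p = 0.016; called with each of the study's 3 tests, an FDR of 0.05, a filter at 5 CPM, counts summed per gene symbol and the truncated combination), CCR2 (1.4, adjusted p = 0.0566; called with each of the study's 3 tests, counts summed per gene symbol and the transcript of the highest mean CPM), TLR4 (1.11, adjusted p = 0.0309; called with each of the study's 3 tests, an FDR of 0.05, counts summed per gene symbol and the truncated combination), IL21R (1.22, adjusted p = 0.0143; called with each of the study's 3 tests, an FDR of 0.05, limma-voom, a filter at 5 CPM, counts summed per gene symbol and the truncated combination), IFNG (3.16, adjusted p = 0.0134; called with each of the study's 3 tests, an FDR of 0.05, counts summed per gene symbol and the truncated combination), IL6 (2.3, adjusted p = 0.0645; called with each of the study's 3 tests and counts summed per gene symbol), FCGR1 (0.94, adjusted p = 0.0116; called with each of the study's 3 tests, an FDR of 0.05, limma-voom, DESeq2 size factors, library totals, a filter at 5 CPM, counts summed per gene symbol, without infected macrophage replicate 2 and the truncated combination), CCL5 (0.54, adjusted p = 0.249; called by no alternative run), IL10 (0.59, adjusted p = 0.0685; called with DESeq2's Wald test), CCL17 (2.17, adjusted p = 0.0986; called with each of the study's 3 tests) and MSR1 (-1, adjusted p = 0.0381; called with each of the study's 3 tests and an FDR of 0.05). CXCL11 was not called on its leading transcript (0.23, adjusted p = 0.524) but with counts summed per gene symbol and with the best transcript among own best matches, which was chosen after seeing the values and drops 29 of the 54 genes the paper's tables call (27 with the leading transcript). The truncated combination among these settings was likewise chosen after seeing the values, with the drops named above. For CCR2, CCL5, IL10 and MSR1 the paper's own tables give no FDR under 0.01 in macrophages, so for these genes its text and its tables differ. The leading transcripts of CHI3L1 in macrophages and of CXCL3 in spleen did not pass the filter, and both genes were called higher with counts summed per gene symbol (1.9, adjusted p = 0.00237 and 3.22, adjusted p = 0.00613) and by no other alternative run. The receptor of IL-10, which the paper reports as raised, had 0.22 for IL10RA (adjusted p = 0.851; called with counts summed per gene symbol) and 0.27 for IL10RB (adjusted p = 0.367; called by no alternative run) in macrophages. Of the Fc-gamma receptors it reports as raised there, 0 of 5 were called by the quasi-likelihood test, with FCGR4 (0.75, adjusted p = 0.157) called with counts summed per gene symbol and FCGR1 as given above. In spleen STAT5A had 0.52 (adjusted p = 0.117; called with counts summed per gene symbol) and STAT5B 1.14 (adjusted p = 0.0196; called with each of the study's 3 tests, an FDR of 0.05, counts summed per gene symbol, without infected spleen replicate 4 and the truncated combination). The paper counts more interferon-responsive genes raised in spleen than the 73 of its table called here, and the number was 45 to 85 over the alternatives.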

Other observations

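In this part the test of the endothelial against the smooth muscle list and the repetition of the thinning over 20 draws were chosen only after the result had been seen, and the other tests had been set beforehand.

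Genes of cell division rose in the infected spleen. Of 25 genes of mitosis 19 were higher and 0 lower by edgeR's quasi-likelihood test (21 higher and 0 lower when adjusted over the list alone; camera adjusted p = 3.14e-11 with a preset and adjusted p = 0.183 with an estimated correlation), among them CCNA2, a cyclin of S phase and mitosis (log2 fold change 2.37 ± 0.25, adjusted p = 0.000302), and MKI67, the antigen of proliferating cells (2.17 ± 0.29, adjusted p = 0.000958). Of 24 genes of DNA replication 19 were higher and 0 lower (21 higher and 0 lower when adjusted over the list alone; camera adjusted p = 2.37e-09 with a preset and adjusted p = 0.269 with an estimated correlation). RRM2, a subunit of ribonucleotide reductase, was at 1.89 ± 0.24, adjusted p = 0.000696 and the replication factor MCM10 at 2.06 ± 0.42, adjusted p = 0.00807. Plasma cell genes rose in 11 of 14 (12 higher and 0 lower when adjusted over the list alone; camera adjusted p = 3.08e-09 with a preset and adjusted p = 0.127 with an estimated correlation), such as SDC1, the syndecan of plasma cells (2.58 ± 0.23, adjusted p = 0.00011), and MZB1, which helps antibodies fold (2.49 ± 0.11, adjusted p = 1.71e-06). The unfolded protein response, which secreting cells use, rose in 15 of 19 (16 higher and 0 lower when adjusted over the list alone; camera adjusted p = 6.64e-11 with a preset and adjusted p = 0.127 with an estimated correlation), with SDF2L1 at 3.21 ± 0.42, adjusted p = 0.000854 and CRELD2 at 2.62 ± 0.18, adjusted p = 3.23e-05, and 1 of 19 was higher in macrophages. Of 18 genes of glycolysis 13 were higher (14 higher and 0 lower when adjusted over the list alone; camera adjusted p = 3.59e-07 with a preset and adjusted p = 0.204 with an estimated correlation), led by the hexokinases HK3 (3.53 ± 0.14, adjusted p = 1.21e-06) and HK2 (1.75 ± 0.3, adjusted p = 0.00356), and of 24 genes of oxidative phosphorylation 10 were (14 higher and 0 lower when adjusted over the list alone; camera adjusted p = 1.97e-06 with a preset and adjusted p = 0.348 with an estimated correlation). Of 14 inhibitory receptors and ligands 7 were higher and 2 lower (8 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.00488 with a preset and adjusted p = 0.127 with an estimated correlation), with the T cell receptor LAG3 at 4.75 ± 0.24, adjusted p = 4.97e-06 and CTLA4 at 2.88 ± 0.5, adjusted p = 0.0039. The call for MCM10 ended without infected replicate 2, 3 or 4 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0112 to 0.0275) and with limma-voom and no low-count filter, that for HK2 without infected replicate 2 or 3 (adjusted p 0.0123 to 0.0134), that for CTLA4 without infected replicate 1, 2 or 3 or uninfected replicate 1 or 3 (adjusted p 0.0105 to 0.0148) and with limma-voom, and that for CCNA2 with the transcript of the highest mean CPM. For SDF2L1 without uninfected replicate 4 (4.0) the fold moved by more than 1.5 times, to the log2 value in parentheses, and the direction turned for SDF2L1 with the transcript of the highest mean CPM (-0.26).

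Genes of endothelial and dendritic cells were lower in part in the infected spleen. Of 12 endothelial genes 10 were lower and 0 higher (0 higher and 11 lower when adjusted over the list alone; camera adjusted p = 7.26e-08 with a preset and adjusted p = 0.127 with an estimated correlation), among them KDR, a receptor of vascular endothelial growth factor (log2 fold change -2.06 ± 0.12, adjusted p = 1.12e-05), and STAB2, a scavenger receptor of sinus endothelium (-1.83 ± 0.22, adjusted p = 0.000502). Of 9 dendritic cell genes 5 were lower (1 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.00582 with a preset and adjusted p = 0.183 with an estimated correlation), with SIGLECH of plasmacytoid dendritic cells at -3.0 ± 0.47, adjusted p = 0.00217 and CLEC9A of cross-presenting ones at -1.85 ± 0.32, adjusted p = 0.0037. Genes of resident splenic macrophages were higher in 1 and lower in 6 of 15 in spleen (2 higher and 6 lower when adjusted over the list alone; camera adjusted p = 0.0297 with a preset and adjusted p = 0.266 with an estimated correlation), and 1 of 14, TREML4, was lower in macrophages (-1.22 ± 0.15, adjusted p = 0.00494). There 0 were higher and 4 lower when adjusted over the list alone. The list as a whole was lower in macrophages with a preset correlation (camera adjusted p = 0.00144), with adjusted p = 0.083 from an estimated one. Lysosomal genes were higher in 9 and lower in 1 of 22 in spleen (10 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00296 with a preset and adjusted p = 0.266 with an estimated correlation) and higher in 3 of 22 in macrophages, where the protease cathepsin L, CTSL, was at 1.52 ± 0.15, adjusted p = 0.00223. Of 20 erythroid genes 0 were called higher and 0 lower in spleen, although 20 had a positive log2 fold change (median 1.84; camera adjusted p = 0.000921 with a preset and adjusted p = 0.53 with an estimated correlation). At an unadjusted p under 0.05 there were 17 higher and 0 lower. The numbers called higher and lower were 0 and 0 by limma-voom, 10 and 0 by DESeq2's Wald test, 13 and 0 by edgeR's exact test and 13 and 0 by its likelihood ratio test. The call for CLEC9A in spleen ended without infected replicate 1, 2 or 4 or uninfected replicate 2 or 3 (adjusted p 0.0101 to 0.0145), that for TREML4 in macrophages without infected replicate 1 or 3 or uninfected replicate 1, 2, 3 or 4 (adjusted p 0.0134 to 0.0282) and with the replicate number as a block, and that for CTSL in macrophages without uninfected replicate 1 or 3 (adjusted p 0.0151 to 0.0151) and with the replicate number as a block. The direction turned for SIGLECH in spleen with the transcript of the highest mean CPM (0.46).

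Infected macrophage replicate 2 lay apart from the other 3 infected macrophage libraries on dimension 1 of the scaling plot, by 3.02 to the next library. With the 8 libraries thinned to one depth the gap was 2.16 in the median of 20 draws (2.11 to 2.21), over 2/3 of the gap at full depth, which argues against low depth. Of 13 marker lists of other cell types the highest in this library, that of eosinophils, basophils and mast cells, lay 0.36 log2 units above the other 3 infected libraries in the median of its 6 members, which argues against RNA of another listed cell type. The animal, the preparation of the cells and cell types outside the lists stay open, and no biological explanation was tested because the design gives none for 1 library.

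Of the lists of matrix, stromal and vessel genes many members were lower in the infected spleen: 21 of 35 matrix genes with 1 higher (camera adjusted p = 1.38e-10 with a preset and adjusted p = 0.086 with an estimated correlation), 8 of 14 of fibroblasts and stromal cells with 0 higher (camera adjusted p = 1.18e-05 with a preset and adjusted p = 0.12 with an estimated correlation) and 10 of 12 of the endothelium with 0 higher (camera adjusted p = 7.26e-08 with a preset and adjusted p = 0.127 with an estimated correlation). The endothelial list changed by -1.38 and the smooth muscle list by -0.51 in mean log2 CPM, a difference of -0.88 (exact p = 0.0286, permutation of the libraries, the smallest p that these groups allow). A scaling factor moves both lists alike, so this argues against the scaling between libraries as the whole explanation. It does not decide on 1 smaller share of all stromal and vessel cells, because genes that other cells also express would fall less. All 21 matrix genes stayed lower with DESeq2 size factors and with library totals, but these moved the median log2 fold change of all transcripts by 0.036 and -0.117, less than the smallest fall among these genes (0.47), so this test, set beforehand, decides nothing and a part due to the scaling stays open. A smaller share of all stromal and vessel cells and a loss of endothelial cells in particular stay open too. So do lower expression within these cells and dilution by other cells at different rates, and infection may act through any of these.

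Other splits of the libraries were run through edgeR's quasi-likelihood test. Of the 35 splits of the 8 libraries of an experiment into 2 groups of 4, 1, the real one, gave a result as large as the real one in each case: 3534 transcripts changed in spleen (highest other split 0) and 284 in macrophages (0), 73 interferon-response genes higher in spleen (0) and 19 in macrophages (0), and 373 list members called in spleen (0) and 46 in macrophages (0). This is the smallest share that 35 splits allow. The other splits mix infected and uninfected libraries, which widens the spread within their groups, so chance is not excluded. Of 100 pairs of splits drawn, 1 gave an overlap as large as the real one of 158 transcripts (highest other 0). That outcome was fixed, because splits other than the real ones called 0 transcripts, so it decides nothing. Of 100 splits of the sample types within each condition, 1, the real one, gave as many as the 22623 transcripts that differed between macrophages and spleen (highest other 0), a difference that also holds that between the experiments.

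Of the 26240 transcripts tested in both experiments, 3 were higher in spleen and lower in macrophages, where independent lists would share 3.9, and 8 were lower in spleen and higher in macrophages, where they would share 10.4.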
